# Egr2-guided histone H2B monoubiquitination is required for peripheral nervous system myelination

**DOI:** 10.1093/nar/gkaa606

**Published:** 2020-07-16

**Authors:** Hannah M Wüst, Amélie Wegener, Franziska Fröb, Anna C Hartwig, Florian Wegwitz, Vijayalakshmi Kari, Margit Schimmel, Ernst R Tamm, Steven A Johnsen, Michael Wegner, Elisabeth Sock

## Abstract

Schwann cells are the nerve ensheathing cells of the peripheral nervous system. Absence, loss and malfunction of Schwann cells or their myelin sheaths lead to peripheral neuropathies such as Charcot-Marie-Tooth disease in humans. During Schwann cell development and myelination chromatin is dramatically modified. However, impact and functional relevance of these modifications are poorly understood. Here, we analyzed histone H2B monoubiquitination as one such chromatin modification by conditionally deleting the Rnf40 subunit of the responsible E3 ligase in mice. Rnf40-deficient Schwann cells were arrested immediately before myelination or generated abnormally thin, unstable myelin, resulting in a peripheral neuropathy characterized by hypomyelination and progressive axonal degeneration. By combining sequencing techniques with functional studies we show that H2B monoubiquitination does not influence global gene expression patterns, but instead ensures selective high expression of myelin and lipid biosynthesis genes and proper repression of immaturity genes. This requires the specific recruitment of the Rnf40-containing E3 ligase by Egr2, the central transcriptional regulator of peripheral myelination, to its target genes. Our study identifies histone ubiquitination as essential for Schwann cell myelination and unravels new disease-relevant links between chromatin modifications and transcription factors in the underlying regulatory network.

## INTRODUCTION

Histone modifications are numerous and occur abundantly in chromatin. These epigenetic marks influence many aspects of DNA metabolism including transcription, replication and repair. Monoubiquitination of histone H2B at lysine 120 (H2Bub1) is one of them (1). The presence of H2Bub1 immediately downstream of the transcriptional start of genes is predominantly associated with active gene transcription. It promotes di- and trimethylation of lysine 4 and lysine 79 of histone H3 and increases RNA polymerase II processivity by recruiting transcription elongation complexes such as PAF1 and pTEFb (1–3). However, recent data suggest that H2Bub1 function is dependent on the epigenetic context and that its presence on enhancers may also repress transcription (4,5). In addition to its effects on transcription in healthy cells, H2Bub1 has been implicated in DNA damage response downstream of protein kinase ATM and DNA repair (6–8).

H2Bub1 is a reversible histone mark that is predominantly introduced by the heterotetrameric Rnf40/Rnf20 E3 ligase complex (1). The Rnf40/Rnf20 complex has been shown to interact with a number of transcription factors including p53, androgen receptor, estrogen receptor and Isl1, and such interactions likely provide a major mechanism for recruitment to regulatory regions and region-specific H2B monoubiquitination (9–12). In line with the frequent association of H2Bub1 with an activated state of transcription, the Rnf40/Rnf20 complex has been reported to act as a transcriptional coactivator through direct interactions with transcription factors (13).

So far, H2B monoubiquitination has been mostly studied in cell culture where it is required during somatic cell reprogramming or in various stem and precursor cell populations for fate determination and consecutive differentiation (14–17). An association with a non-proliferative and differentiated state is reflected by H2Bub1 underrepresentation in tumors such as breast and prostate cancers, and a putative tumor suppressor function of the Rnf40/Rnf20 complex (18).

In contrast, very little information exists on the role of H2Bub1 and the Rnf40/Rnf20 complex during development of multicellular organisms. Here, we used Cre-dependent conditional gene deletion in the mouse to remove *Rnf40* selectively from Schwann cells (SCs), the main glial cell type in the peripheral nervous system (PNS) of vertebrates (19). A central task of these SCs is the formation of myelin sheaths around axons as a means of nutritional support and a prerequisite for saltatory conduction and fast impulse propagation along the nerve. In the absence of Rnf40, H2B monoubiquitination was strongly reduced in SCs. Apart from mild axonal sorting defects, embryonal SC development was largely undisturbed. However, postnatal induction of terminal differentiation, myelin production and myelin maintenance were all strongly affected leading to a severe peripheral neuropathy in these mice. We furthermore show that an altered balance between essential transcription factors in the SC regulatory network and misregulation of SC differentiation genes are crucial contributors to the observed hypomyelination. Mechanistically, Rnf40 directly interacts with Egr2 (also known as Krox20), the key transcriptional regulator of peripheral myelin formation and maintenance (20). Failure of Egr2 to recruit the Rnf40/Rnf20 E3 ligase to its target genes reduces expression of genes associated with myelin and lipid biosynthesis and increases expression of transcriptional antagonists of Egr2, thereby leading to the observed phenotype.

## MATERIALS AND METHODS

### Transgenic mice

Standard mouse housing conditions (continuous access to food and water, 12:12 h light–dark cycles etc.) and experiments were in accordance with animal welfare laws and relevant ethical regulations (approval by Veterinäramt Stadt Erlangen and Regierung von Unterfranken as responsible local committee and government body). Floxed alleles for *Rnf40* (4,21) were combined in mice with a *Dhh::Cre* transgene (22) to delete Rnf40 in developing SCs of *Rnf40^ΔSC^* mice. In some *Rnf40^ΔSC^* mice, a floxed *Sox2* allele (23,24) was additionally crossed in for simultaneous deletion. Genotyping was as described (21–24). Embryos were obtained at E12.5, E15.5, E16.5 and E18.5, sciatic nerves at P0, P5, P14, P28, P56 and P168 from male and female mice with relevant genotypes. Transgenic and control mice were on a mixed C3H × C57Bl/6J background.

### Tissue stainings

Immunohistochemical stainings were performed on transverse sections of the trunk region of mouse embryos, postnatal sciatic nerves or on teased nerve fibers (25). Preparation of tissues involved fixation in 4% paraformaldehyde, transfer to 30% sucrose, freezing in Tissue Freezing Medium (Leica) and cryotome sectioning at 10μm thickness (26). For stainings, the following primary antibodies were used: chicken anti-Mpz antibodies (Aves Labs, #PZO, Lot #PZO8767965, 1:500 dilution), goat anti-Sox2 antiserum (Santa Cruz, #sc17319, Lot #I1115, 1:500 dilution), goat anti-Sox10 antiserum (home-made, generated against a bacterially expressed and purified peptide corresponding to amino acids 181–233 and 308–400 of rat Sox10 according to accession number NM_019193.2, validated on control and knockout tissue, 1:3000), guinea pig anti-Sox10 antiserum (home-made, validated on control and knockout mouse tissue, 1:1000 dilution) (27), guinea pig anti-Egr2 antiserum (home-made, validated on mouse sciatic nerve, 1:1000 dilution) (25), rabbit anti-Egr2 antiserum (Covance, #PRB-236P, Lot #D13BF00486, 1:200 dilution), rabbit anti-Rnf40 monoclonal (Abcam, #ab191309, Lot #11974, 1:100 dilution), rabbit anti-Rnf20 monoclonal (Cell signaling, #11974, Lot #1, 1:100 dilution), rabbit anti-Oct6 antiserum (home-made, validated on control and knockout mouse tissue, 1:2000 dilution) (25), rabbit anti-Nav1.6 antiserum (Alomone Labs, #ASC-009, Lot#ASC009AN2425, 1:50 dilution), rabbit anti-Caspr antiserum (Abcam, #ab34151, Lot #GR86230, 1:1000 dilution), rabbit anti-Iba1 antiserum (Wako, #019–19741, Lot #SAE6921, 1:250 dilution), rabbit anti-Ki67 antiserum (Thermo Fisher Scientific, #RM-9106, Lot#9106S906D, 1:500 dilution), rat anti-Ki67 antiserum (Thermo Fisher Scientific, #14–5698-82, Lot #2056928, 1:500 dilution), rat anti-MBP monoclonal (Bio-Rad, #MCA409S, Lot #210610, 1:300 dilution), mouse anti-H2Bub1 monoclonal (gift of D. Eick, Helmholtz Zentrum München, 1:5 dilution) (9). Secondary antibodies were coupled to Cy3 (Dianova, 1:200 dilution), Cy5 (Dianova, 1:200 dilution) or Alexa488 (Molecular Probes, 1:500 dilution) fluorescent dyes. Nuclei were counterstained with DAPI. TUNEL was performed according to the manufacturer's protocol (Chemicon). Paraphenylene-2,6-diamine (PPD) staining of sciatic nerve sections was as described (28). Stainings were documented with a Leica DMI 6000B inverted microscope equipped with a DFC 360FX camera or with a Zeiss inverted Axio Observer 7 with ApoTome.2 equipped with an Axiocam 503 and a Colibri 7 LED light source.

### Electron microscopy

Sciatic nerves of control and genetically altered mice were dissected at P14, P28 and P56, followed by fixation in cacodylate-buffered fixative containing 2.5% paraformaldehyde and 2.5% glutaraldehyde, incubation in cacodylate-buffered 1% osmium ferrocyanide, dehydration, embedding in Epon resin, transverse sectioning and staining with uranyl acetate and lead citrate. 50 nm sections were examined with a Zeiss Libra electron microscope. From electron microscopic pictures, the number of unmyelinated axons bigger than 1μm and the g ratio of myelinated axons were determined.

### RNA-Seq, ChIP-Seq and bioinformatic analysis

Total RNA was prepared from pools of three sciatic nerves obtained at P14 from control and Rnf40^ΔSC^ mice in triplicates. The quality of samples was evaluated by RNA agarose gel electrophoresis. 500 ng total RNA was used for library preparation with the NEXTFLEX^®^ Rapid Directional RNA-Seq Kit (Bioo Scientific) according to the manufacturer's instructions. After pooling, libraries were sequenced on an Illumina HiSeq 2500 platform at the Next Generation Sequencing Integrative Genomics Core Unit (University Medical Center Göttingen, Germany) and aligned to mouse genome mm9 using TOPHAT (v2.1.1). Unique mapped reads were assigned to genomic features using HTSeq-counts (v0.9.1). Differential expression analysis was carried out using the DESeq2 package (v1.10.1) with default parameters in the R statistical environment. The mRNA sequencing files are accessible on the Gene Expression Omnibus (GEO) platform under accession number GSE146629.

GO analysis of genes up- and downregulated in SCs of the Rnf40^ΔSC^ sciatic nerve at P14 was performed using the Gene Ontology enrichment, analysis and visualization tool GOrilla (http://cbl-gorilla.cs.technion.ac.il/) or the Database for Annotation, Visualization and Integrated Discovery tool DAVID (https://david.ncifcrf.gov/) with comparable results. In most cases, results from GOrilla are shown. Redundant GO terms were removed by subsequent analysis with ReviGO (http://revigo.irb.hr/). Gene signatures consequent to RNF40 loss were identified using the Gene Set Enrichment Analysis (GSEA) tool from the Broad Institute (http://software.broadinstitute.org/gsea/index.jsp).

ChIP-Seq experiments were performed in biological triplicates with anti-H2Bub1 (Cell signaling, #5546, 1.5μg/IP), anti-H3K27ac (Diagenode, # C15410196, 1μg/IP) and anti-H3K27me3 (Diagenode, # C15410195, 1μg/IP) antibodies. For each sample, four sciatic nerves were used from control or Rnf40^ΔSC^ mice at P14. ChIP was performed as described (29). Briefly, sciatic nerve chromatin was cross-linked in 1% formaldehyde at room temperature and sheared to fragments of ∼100–250 bp in a Bioruptor (Diagenode). Sheared, quantified and pre-cleared chromatin was incubated with specific antibodies or control IgG (Abcam, #Ab37415) and precipitated using BSA-pretreated protein A sepharose beads (GE Healthcare, GE17-0780-01). Precipitated chromatin and input were de-crosslinked and DNA was purified by proteinase K treatment, phenol/chloroform extraction and ethanol precipitation. The resulting DNA was used for library generation using the MicroPlex Library Preparation Kit (Diagenode) according to the manufacturer's instructions. Size and quality controls were performed with a Bioanalyzer 2100 (High Sensitivity DNA assay). Afterwards, single-end sequencing (51 bp) was performed on a HiSeq 2000 Illumina platform by the Transcriptome and Genome Analysis Laboratory (University Medical Center Göttingen, Germany). Approximately 20 million reads were generated per sample. Data are deposited in GEO under accession number GSE146645.

Reads were mapped to the mouse reference genome (GRCm38/mm9) using Bowtie2 (version 2.3.4.2). After removing PCR duplicates with RmDup (version 2.0.1) mapped reads were converted to BAM format via SAMtools (version 1.1.2). BAM files were further processed using the BamCoverage tool within the deeptools software (version 3.0.2.0) and normalized to 1×. For peak calling Model-based Analysis of ChIP-Seq (MACS2) (version 2.1.1.20160309.0) was used with input samples set as background and default parameters (*q*-value < 0.05). Single gene profiles were visualized in the Integrated Genome Viewer (IGV; version 2.3.98). To illustrate the average distribution of histone modifications 5 kb up- and downstream of the TSS of genes with H2B monoubiquitination, heatmaps and plot profiles were generated using computeMatrix (Galaxy Version 3.3.2.0.0) followed by plotHeatmap (Galaxy Version 3.3.2.0.1). To detect ChIP-Seq peaks with differences in signal intensity in control and *Rnf40^ΔSC^* chromatin, differential binding analysis was performed for all peak regions called with MACS2 in control and *Rnf40^ΔSC^* chromatin using DiffBind (version 2.6.6).

To assign regions significantly depleted for H2Bub1 in *Rnf40^ΔSC^* chromatin (*P*-value < 0.05) to specific genes, genomic positions of depleted regions were compared and matched to the gene coordinates downloaded from the UCSC Table Browser (UCSC genes GRCm38/mm9) using intersect (version 1.0.0). Subsequently, the identified H2Bub1-depeleted genes were overlapped with the up- or downregulated genes in *Rnf40^ΔSC^* sciatic nerves using the Venn diagram tool of the PBE homepage (http://bioinformatics.psb.ugent.be/webtools/Venn/). The retrieved sets of genes with combined H2Bub1 depletion and up- or downregulated expression were submitted to a combination of GO analysis and ReviGO as described.

To detect potential effects of H2B monoubiquitination on the expression of Egr2 target genes, a list of direct Egr2 target genes was compiled by overlapping the published list of differentially expressed genes in Egr2 Lo/Lo mice (30) (after determination of their chromosomal position in rn4 and expanding each locus by 50 kb on either side) to the published Egr2 ChIP-Seq peaks from sciatic nerves of P14 old rats (31) using bedtools Intersect intervals (v.2.29.0) by default overlap of 1bp. The obtained list of direct Egr2 target genes was compared to genes depleted for H2Bub1 in Rnf40*^ΔSC^* chromatin using the Venn diagram tool. H2Bub1-depleted direct Egr2 target genes and Egr2 target genes with unchanged H2Bub1 status underwent GO analysis and subsequent ReviGO.

### Cell culture, plasmids and transfections

For primary SC culture, sciatic nerves and brachial plexi of early postnatal rat pups were dissected, incubated in trypsin/collagenase solution for 1 h and dissociated by up-and-down pipetting. Dissociated cells were grown under proliferative conditions in DMEM/F12 supplemented with 0.0035% bovine serum albumin (Life technologies, #15260), 16 μg/ml putrescine (Sigma, #P5780), 100 μg/ml transferrin (Sigma, #T4515), 38 ng/ml dexamethasone (Sigma, #D8893), 10 ng/ml T3 (Sigma, #T6397), 400 ng/ml T4 (Sigma, #T1775), 60 ng/ml progesterone (Sigma, #P8783), 160 ng/ml selenium (Sigma, #S5261) 20 ng/ml neuregulin 1 (Peprotech, #100-03) and 50 μM di-butyryl-cAMP (Sigma, #D0627). For differentiation, di-butyryl-cAMP concentration was increased to 1 mM and 5.7 μg/ml insulin (Sigma, #I5500) was added.

HEK293T cells (obtained from ATCC, authenticated by PCR) were grown in DMEM supplemented with 10% fetal calf serum and transfected with pCMV5-based expression plasmids for Rnf40 (accession number NM_014771), Rnf20 (accession number NM_019592), Egr2 (accession number NM_053633) and various variants at 10 μg per 10 cm plate using polyethylenimine. Further information on plasmids is provided in the Supplementary Tables.

Mouse Neuro2a neuroblastoma cells (obtained from ATCC, authenticated by PCR) were transfected with various combinations of pCMV5-Egr2 and pSuper-based expression plasmids for a Rnf40-specific (5′-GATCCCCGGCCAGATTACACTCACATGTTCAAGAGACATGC TGAGTGTAATCTGGCCTTTTTC-3′) and a scrambled shRNA using Superfect reagent (Qiagen) (32). An amount of 7.5 μg was used for each reporter plasmid per 10 cm plate. Overall amounts of plasmid were kept constant by adding empty pCMV5 or pSuper where necessary. After 72 h in culture, transfected cells were isolated by FACS using green fluorescent protein produced from pSuper plasmids.

### Quantitative RT-PCR (qRT-PCR) analysis

For qRT-PCR, total RNA was prepared from transfected and FACS sorted Neuro2a cells using RNeasy® Micro Kit (Qiagen, #74004). After reverse transcription, samples were subjected to PCR on a CFX96 Real Time PCR System (Bio-Rad) using the primers listed in the Supplementary Tables. The melting curve of each sample was checked to ensure specificity of the amplified products. All samples were processed as technical triplicates. Data were analyzed by the ΔΔCt method.

### Extract preparation, immunoprecipitation and western blots

Whole cell extracts were prepared from differentiated primary rat SCs and transfected HEK293T cells as reported (26). For immunoprecipitation experiments, whole cell extracts from HEK293T cells and SCs were diluted in TEN buffer before addition of pre-immune sera, rabbit IgG, or one of the following antibodies: rabbit anti-Egr2 antiserum (home-made, generated against a bacterially expressed and purified peptide corresponding to amino acids 28–166 of mouse Egr2 according to accession number NM_010118.3, validated on mouse sciatic nerve tissue), guinea pig anti-Egr2 antiserum, rabbit anti-Rnf40 monoclonal or rabbit anti-Rnf20 monoclonal. Incubation was overnight at 4°C in the presence of protein A sepharose beads (GE Healthcare, #17-0780-01, Lot #10254134) before samples were processed and precipitated proteins were eluted from beads as described (33,34).

After size-separation of extracts and immunoprecipitates on 8–12% polyacrylamide-SDS gels and western blotting onto nitrocellulose membranes, the following antibodies and detection reagents were used: guinea pig anti-Egr2 antiserum (1:20 000 dilution), rabbit anti-Egr2 antiserum (1:3000 dilution), mouse anti-myc monoclonal (Cell signaling, #2276, Lot #0024, 1:10 000 dilution), mouse anti-HA monoclonal (Santa Cruz, #sc-7392, Lot # I0717, 1:5000 dilution), rabbit anti-Rnf40 monoclonal (1:2000 dilution), rabbit anti-Rnf20 monoclonal (1:4000 dilution), horseradish peroxidase coupled to protein A (Zymed, #10-1023, Lot #20873065, 1:3000 dilution) and horseradish peroxidase-labelled anti-mouse IgG antibody (KPL, #074-1506, Lot #130535, 1:3000 dilution). Detection was by chemiluminescence using ECL reagent. Uncropped western blot images are depicted in Supplementary Figures S9 and S10.

### Quantifications and statistical analysis

Results from independent animals, experiments or separately generated samples were treated as biological replicates. Sample size was *n* ≥ 3 for all molecular biology experiments and experiments with mice as common for this kind of study. No data were excluded from the analysis. Randomization was not possible. Investigators were not blinded in animal experiments. Fluorescence intensities were quantified using Fiji ImageJ software, W.S. Rasband, U.S. National Institutes of Health, Maryland, USA. GraphPad Prism6 software, La Jolla, CA, USA was used to determine whether differences in cell and axon numbers, *g*-ratios or transcript levels were statistically significant by ANOVA or unpaired, two-tailed Student's *t* tests (*P ≤ 0.05; **P ≤ 0.01, ***P ≤ 0.001). The data met the assumptions of the chosen test. Variance between statistically compared groups was similar.

## RESULTS

### Rnf40 expression in SCs

Considering the widespread occurrence of H2Bub1 in many cell types, it seemed likely that H2Bub1 and the E3 ligase responsible for introducing this histone modification are present in SCs as well. To characterize the SC expression pattern, we performed immunohistochemical stainings with antibodies directed against H2Bub1, Rnf40 and Sox10, a transcription factor that serves as a SC lineage marker (35). During embryonic development we focused on spinal nerve and postnatally on sciatic nerve. Both H2Bub1 and Rnf40 were present in Sox10-positive SCs of spinal nerves at E12.5, E15.5 and E18.5 (Figure 1A–C). H2Bub1 and Rnf40 also co-localized in Sox10-positive SCs of the postnatal sciatic nerve at all time points of analysis from the day of birth until 8 weeks of age (Figure 1D, E and Supplementary Figure S1A–C). Co-immunohistochemical stainings with stage-specific SC markers furthermore confirmed H2B monoubiquitination in Sox2-positive immature SCs (36), Oct6-positive promyelinating SCs (37) and Egr2-positive myelinating SCs (20), and thus at all stages of SC development (Figure 1F–H). H2Bub1 and Rnf40 also occurred in other cell types of the peripheral nerve. An identical expression pattern was also detected for Rnf20 (Supplementary Figure S1D–K).

**Figure 1.**
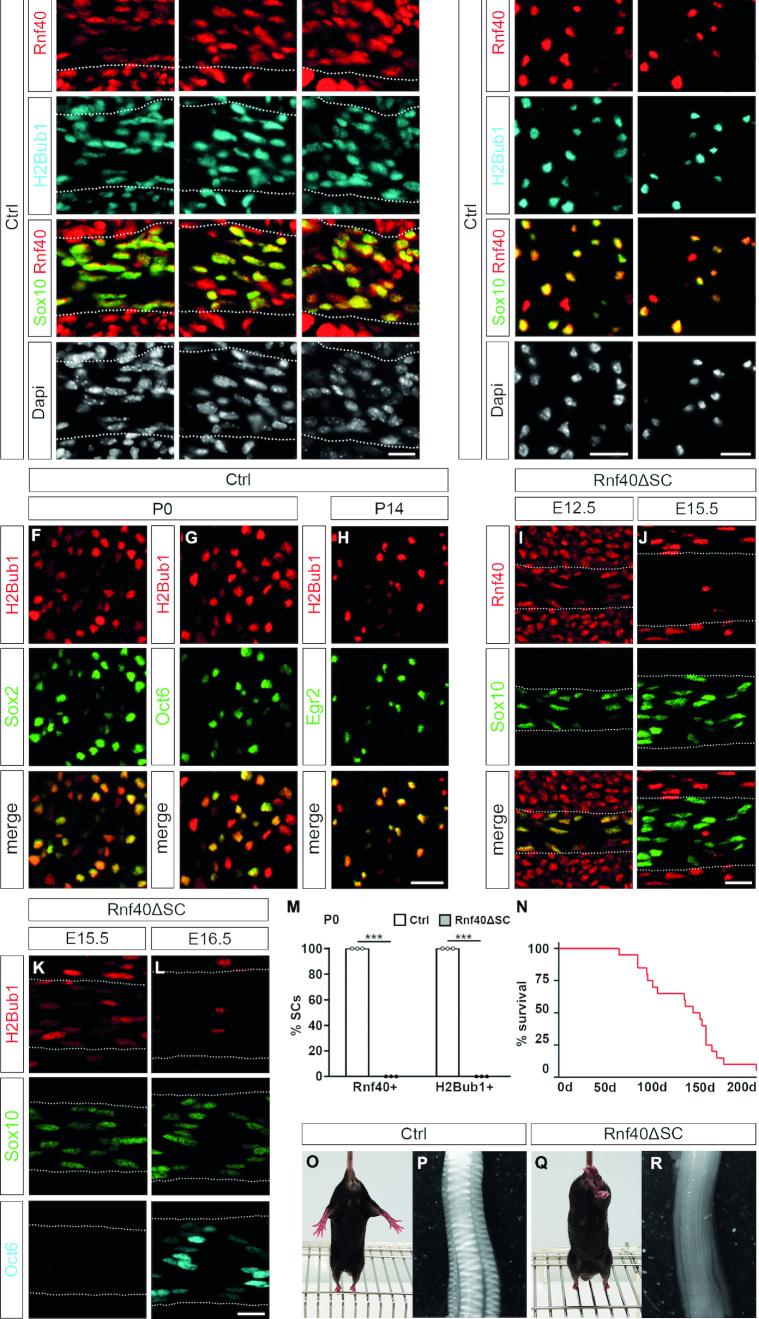
Peripheral neuropathy resulting from Rnf40 deletion and H2Bub1 loss in SCs. (**A**–**E**) Temporal occurrence of Rnf40 and H2Bub1 in SCs of spinal (A–C) and sciatic (D, E) nerves from control mice at E12.5 (A), E15.5 (B), E18.5 (C), P5 (D) and P56 (E) as determined by co-immunofluorescence studies with antibodies against Rnf40 (red), H2Bub1 (cyan) and Sox10 (green). Nerves are demarcated by dotted lines. (**F**–**H**) Stage-specific occurrence of H2Bub1 in SCs as determined by co-immunofluorescence studies with antibodies against Sox2 (F, P0), Oct6 (G, P0) and Egr2 (H, P14). (**I**–**L**) Deletion kinetics of Rnf40 (I, J) and H2Bub1 (K, L) in SCs from spinal nerves of *Rnf40^ΔSC^* mice as determined by immunofluorescence studies with antibodies against Rnf40 (red in I, J), H2bub1 (red in K, L), Sox10 (green) and Oct6 (cyan) at E12.5 (I), E15.5 (J, K) and E16.5 (L). (**M**) Quantification of the relative numbers of Rnf40- and H2Bub1-positive SCs in sciatic nerves of control (Ctrl, white bars) and *Rnf40^ΔSC^* (gray bars) mice at P0 following immunohistochemistry. SCs were identified by Sox10 staining (*n* = 3; mean values ± SEM). (**N**) Survival curve of *Rnf40^ΔSC^* mice (red line, *n* = 20) during the first 6 months of life. All controls stayed alive during the analyzed period. (**O**–**R**) Hindlimb clasping phenotype (O, Q) and sciatic nerve hypomyelination (P, R) in control (O, P) as compared to *Rnf40^ΔSC^* (Q, R) mice at P28. Scale bars: 15 μm. Statistical significance was determined by unpaired, two-tailed Student's *t*-test (***P ≤ 0.001). Exact values are provided in the Supplementary Tables.

### Peripheral hypomyelination in mice with SC-specific Rnf40 deletion

Both Rnf40 and Rnf20 have to be present for E3 ligase activity (1). Therefore, Rnf40 inactivation should be sufficient to prevent H2Bub1 formation. To study the role of H2Bub1 in SCs and their development, we combined a floxed *Rnf40* allele, in which exons 3 and 4 are flanked by loxP sites (4,21), with a *Dhh::Cre* transgene (22). The *Dhh::Cre* transgene was chosen because of its early and restricted expression in the Schwann cell lineage. Use of an even earlier, broadly expressed *Sox10::Cre* (38) had shown before that Rnf40 is not required for Schwann cells to develop into the *Dhh::Cre* expressing precursor state (data not shown). In these *Rnf40^ΔSC^* mice, Cre is selectively induced during embryogenesis at late SC precursor to early immature SC stage and continues to be expressed in the SC lineage. As a consequence, Rnf40 was still detected in all cells of spinal nerves at E12.5, but absent from Sox10-positive SCs at E15.5 (Figure 1I, J). Other cells in peripheral nerve and surrounding tissue remained Rnf40-positive. At E15.5, H2Bub1 had also strongly decreased in spinal nerve SCs of *Rnf40^ΔSC^* mice (Figure 1K). However, residual amounts were still present but had disappeared from SC chromatin by E16.5 (Figure 1L). Its loss preceded induction of Oct6, which appeared around E16.5 in spinal nerves of control and *Rnf40^ΔSC^* mice, and is a marker and transcriptional regulator of the promyelinating stage (Figure 1L). We conclude from these findings that Rnf40 is lost from SCs in *Rnf40^ΔSC^* mice in the early immature stage, whereas H2Bub1 persists at residual amounts into the late immature stage. The H2Bub1 modification thus has a slower turnover than the Rnf40/Rnf20 complex. At birth, SC-specific deletion of Rnf40 and H2Bub1 was complete in sciatic nerves (Figure 1M). Our results confirm the Rnf40/Rnf20 complex as the major H2B ubiquitination activity in SCs.

*Rnf40^ΔSC^* mice were born at normal Mendelian ratios and indistinguishable from their littermates until postnatal day (P) 14. However, with increasing age *Rnf40^ΔSC^* mice developed progressive gait abnormalities, ataxia and tremor. Hindlimb clasping was observed (Figure 1O and Q). By P56, *Rnf40^ΔSC^* mice had severe problems to move around in the cage and did not reach normal age (Figure 1N). By macroscopic inspection, the dissected sciatic nerve of *Rnf40^ΔSC^* mice was translucent at P28, whereas it appeared opaque in control mice and exhibited a typical banded pattern (Figure 1P and R). These findings point to a severe hypomyelinating phenotype and a SC defect in *Rnf40^ΔSC^* mice.

### SC characteristics in *Rnf40^ΔSC^* nerves

Sciatic nerve SCs undergo differentiation during the first two postnatal weeks. To identify potential consequences of Rnf40 inactivation on SC development, myelin formation and myelin maintenance, we quantified and characterized SCs by immunohistochemical stainings in *Rnf40^ΔSC^* sciatic nerves during the first two months starting at the day of birth by focusing on the tibial branch at upper thigh levels.

During the period of analysis, total cell numbers in control sciatic nerves increased from approximately 256 ± 9 cells at P0 to 420 ± 27 cells at P56 per nerve section as determined by DAPI staining (Figure 2A; Supplementary Figure S2A, B). During the first week, cell numbers were similar in sciatic nerves of *Rnf40^ΔSC^* nerves. However, by the end of the second week, cell numbers in sections from sciatic nerves of *Rnf40^ΔSC^* mice exhibited a small, but statistically significant increase of ∼14% compared to control. Cell numbers increased further over the period of analysis and were 24% higher at P56.

**Figure 2.**
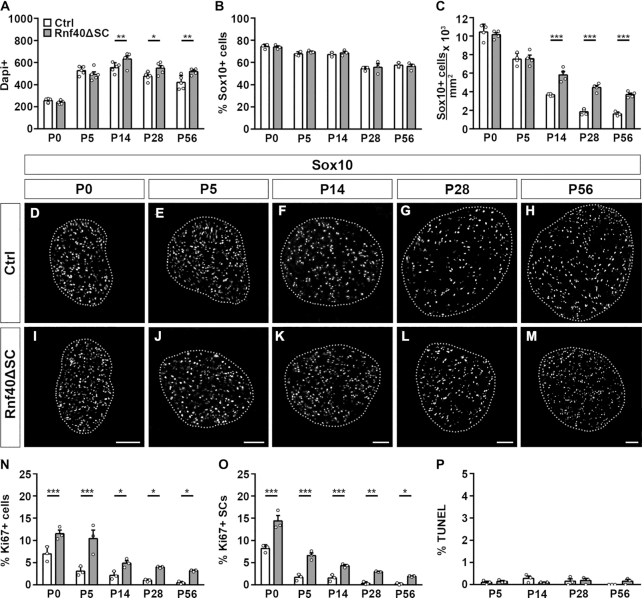
SC numbers and characteristics in sciatic nerves of *Rnf40^ΔSC^* mice. (**A**–**C**) Comparison of the number of total cells (A) as well as the relative contribution of SCs to the overall cell population (B) and SC density (C, as determined by the number of SCs per mm^2^) in sciatic nerve sections of control (Ctrl, white bars) and *Rnf40^ΔSC^* (gray bars) mice at P0, P5, P14, P28 and P56 by quantification of nerve sections stained with DAPI and antibodies against Sox10 (*n* = 3–5; mean values ± SEM). (**D**–**M**) Immunohistochemical stainings of sciatic nerve sections of control (D–H) and *Rnf40^ΔSC^* (I–M) mice at P0 (D, I), P5 (E, J), P14 (F, K), P28 (G, L) and P56 (H, M) with antibodies directed against Sox10. Sections were placed on a black background and are surrounded by a dotted line. Scale bars: 50μm. (**N**–**P**) Comparison of the number of Ki67-positive proliferating cells (N), the percentage of Ki67-positive proliferating SCs (O) and total TUNEL-labled cells (P) in sciatic nerve sections of control (Ctrl, white bars) and *Rnf40^ΔSC^* (gray bars) mice at P0, P5, P14, P28 and P56 (*n* = 3; mean values ± SEM). Statistical significance was determined by unpaired two-tailed Student's *t*-tests (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001). Exact values are provided in the Supplementary Tables.

In control sciatic nerves, Sox10-positive SCs constituted ∼70–75% of all cells at P0 and were present at a density of 10.4 × 10^3^ cells per mm^2^ (Figure 2B and C). At P56, SCs represented ∼55–60% of all cells in the sciatic nerve and their density had decreased to 1.6 × 10^3^ cells/mm^2^ as a consequence of the myelination process (Figure 2B and C). The contribution of Sox10-positive SCs to the overall cell population in the sciatic nerve was comparable at all times in control and *Rnf40^ΔSC^* mice (Figure 2B). However, SC density was 1.6- to 2.3-fold higher in sciatic nerves of *Rnf40^ΔSC^* mice from P14 onward (Figure 2C–M). Considering the increased cell number in sciatic nerve of *Rnf40^ΔSC^* mice and the similar contribution of SCs to the total population, SCs are partly responsible for the higher total cell number. Supporting this conclusion, numbers of Ki67-positive cells and the percentage of Ki67-positive SCs were both increased at all analyzed time points in *Rnf40^ΔSC^* sciatic nerves (Figure 2N and O; Supplementary Figure S2C, D). Rates of Ki67-positive SCs decreased steadily in both genotypes. However, the number of Ki67-positive SCs decreased from 8.2 ± 0.5% at P0 to 0.2 ± 0.1% at P56 in sciatic nerves of control mice, whereas it decreased from 14.4 ± 1.2% to 2.0 ± 0.1% in sciatic nerves of *Rnf40^ΔSC^* mice. By contrast, dying cells as measured by TUNEL were few and did not substantially differ between the two genotypes throughout the period of analysis (Figure 2P; Supplementary Figure S2E, F).

At birth, 20.3 ± 0.5% of cells in sciatic nerves of control mice were immature SCs that expressed the stage-specific marker Sox2 (Figure 3A; Supplementary Figure S3A). At this time point, percentage and absolute number of Sox2-expressing SCs were slightly, but significantly increased in sciatic nerves of *Rnf40^ΔSC^* mice to 27.8 ± 2.6% (Figure 3A; Supplementary Figure S3B). Interestingly, the percentage of Sox2-expressing cells in sciatic nerves of *Rnf40^ΔSC^* mice remained above 20% throughout the whole period of analysis, whereas it decreased rapidly in sciatic nerves of control mice and was already <8% at P14 reflecting the rapid differentiation of SCs during the first two postnatal weeks (Figure 3A; Supplementary Figure S3A, B).

**Figure 3.**
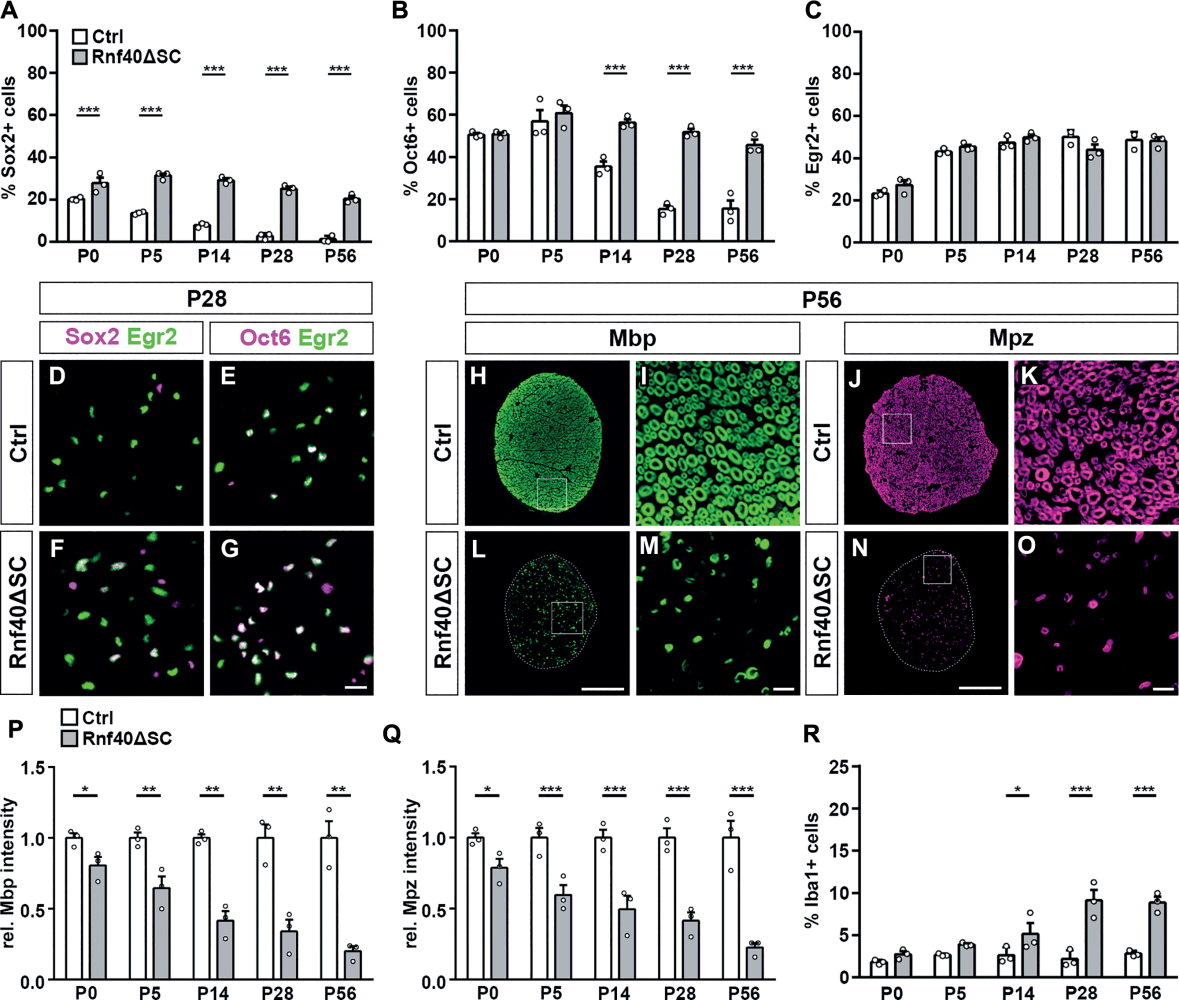
SC development in sciatic nerves of *Rnf40^ΔSC^* mice. (**A**–**C**) Comparison of the relative contribution of Sox2+ immature (A), Oct6+ promyelinating (B) and Egr2+ myelinating SCs (C) to the SC population in sciatic nerve sections of control (Ctrl, white bars) and *Rnf40^ΔSC^* (gray bars) mice at P0, P5, P14, P28 and P56 (*n* = 3; mean values ± SEM). (**D**–**O**) Immunohistochemical stainings of sciatic nerve sections of control (D, E, H–K) and *Rnf40^ΔSC^* (F, G, L–O) mice at P28 (D–G) and P56 (H–O) with antibodies directed against Egr2 (green in D–G), Sox2 (magenta in D, F), Oct6 (magenta in E, G), Mbp (green in H, I, L, M) and Mpz (magenta in J, K, N, O). Nerve sections in H,J,L,N were placed on a black background and areas marked by boxes were magnified in I, K, M, O. Scale bars:15 μm in G; 100 μm in L, N; 10 μm in M, O. (**P**, **Q**) Quantification of signal intensities for myelin proteins Mbp (P) and Mpz (Q) in sciatic nerve sections of control (Ctrl, white bars) and *Rnf40^ΔSC^* (ΔSC, gray bars) mice from P0 to P56 (*n* = 3; mean values ± SEM). (**R**) Quantification of Iba1-positive macrophages relative to the cell population in sciatic nerve sections of control (Ctrl, white bars) and *Rnf40^ΔSC^* (ΔSC, gray bars) mice from P0 to P56 (*n* = 3; mean values ± SEM). Statistical significance was determined by unpaired two-tailed Student's *t*-test (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001). Exact values are provided in the Supplementary Tables.

Many SCs in sciatic nerves of control mice expressed Oct6 as a marker of the promyelinating stage at birth (Figure 3B; Supplementary Figure S3C). As the promyelinating stage is a transient phase during SC differentiation, the percentage of Oct6-expressing cells in the nerve remained high during the first postnatal week and then declined. Starting from P28, the percentage of Oct6-expressing cells remained at a steady level <20%. In sciatic nerves of *Rnf40^ΔSC^* mice, the percentage of promyelinating SCs was comparable to controls throughout the first week (Figure 3B; Supplementary Figure S3D). However, instead of decreasing, Oct6-positive SCs remained high and still made up 45.6 ± 2.5% of the nerve cell population at P56.

For progression of SC differentiation, expression of the transcription factor Egr2 as the central regulator of myelination and myelin maintenance is needed. Accordingly, Egr2-positive SCs were still few at P0 in sciatic nerves of control and *Rnf40^ΔSC^* mice and represented 23–27% of all cells (Figure 3C; Supplementary Figure S3E, F). During the first postnatal week, the number of Egr2-positive myelinating SCs increased rapidly and remained stable at a high level. In contrast to other stage-specific markers, there were no significant differences in the percentage of Egr2-positive SCs between control and *Rnf40^ΔSC^* mice at any of the analyzed time points (Figure 3C; Supplementary Figure S3E, F). Egr2-expressing SCs did not contain Sox2 in control sciatic nerves at P28 (Figure 3D). Approximately one third was Oct6-positive (Figure 3E). Intriguingly, age-matched *Rnf40^ΔSC^* sciatic nerves contained a strongly increased number of SCs that expressed Egr2 in combination with Sox2 or Oct6 (Figure 3F and G).

In light of the normal Egr2, persistent Sox2, and increased Oct6 expression, we analyzed myelin gene expression and focused on Mbp and Mpz as the two main peripheral myelin proteins. In agreement with what is known from the literature, Mbp- and Mpz-positive cells were still few in control sciatic nerves at P0 but rapidly increased during the first two weeks before reaching high steady-state levels at P28 (Figure 3H–K, Supplementary Figure S4A, C). By contrast, Mbp- and Mpz-positive cells were dramatically reduced at all analyzed time points in *Rnf40^ΔSC^* nerves and remained substantially below control levels even at P56 (Figure 3L–O, Supplementary Figure S4B, D). Mbp signals were also reduced in intensity at all times in *Rnf40^ΔSC^* nerves and dropped from 80.7 ± 5.0% of control levels at P0, when there is still little myelin gene expression, to 20.0 ± 3.5% of control levels at P56 when myelination has reached a steady state in controls (Figure 3P). Mpz signals behaved identically (Figure 3Q).

Considering the dramatic reduction in myelin gene expression, we checked for signs of inflammation by counting the number of Iba1-positive macrophages. During the first week, the number of macrophages was comparable between control and *Rnf40^ΔSC^* nerves (Figure 3R; Supplementary Figure S3G, H). However, from the end of the second week onward, numbers of Iba1-positive macrophages were substantially elevated in nerves of *Rnf40^ΔSC^* mice and constituted 5.2 ± 1.3% of the nerve cell population as compared to 2.6 ± 0.6% in controls at P14 and further increased to 8.9 ± 0.7% at P56, while control levels remained constant. Iba1-positive macrophages were the second cell type that exhibited increased proliferation in *Rnf40^ΔSC^* nerves (data not shown). Rnf40-dependent alterations in SCs thus appear to trigger a secondary inflammatory response.

### Hypomyelination in *Rnf40^ΔSC^* nerves

Next, we performed a histological analysis of transversely sectioned *Rnf40^ΔSC^* nerves in comparison to control nerves. PPD stainings revealed a dramatic reduction in the number of myelinated axons in *Rnf40^ΔSC^* nerves at P28 and P56 (Figure 4A–D). Existing myelin sheaths furthermore appeared to be much thinner.

**Figure 4.**
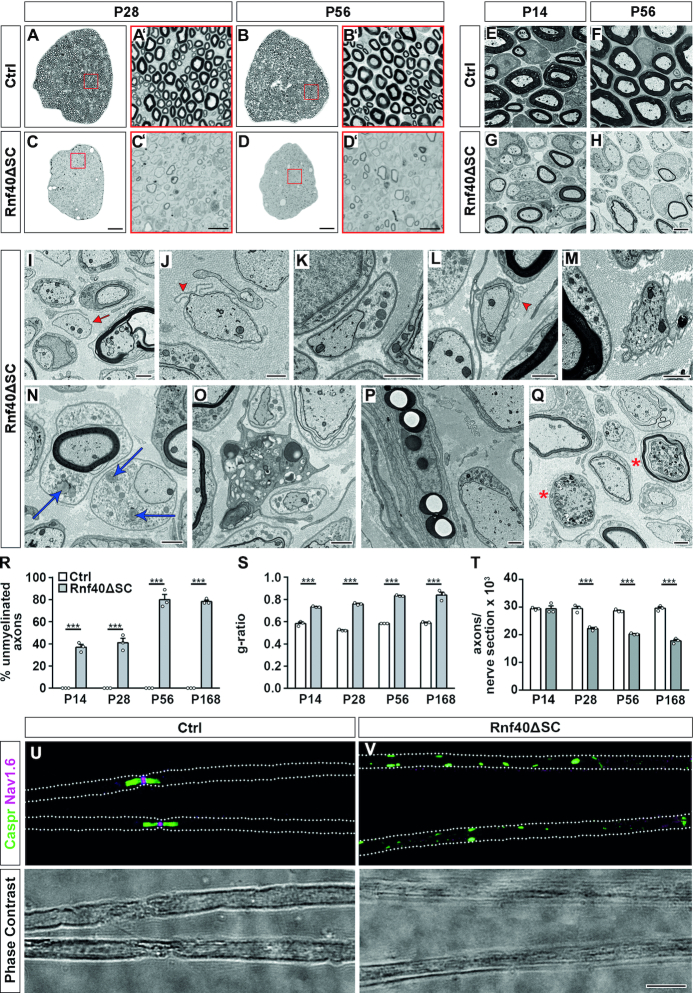
Histological and ultrastructural alterations in *Rnf40^ΔSC^* nerves. (**A**–**D**) Myelin structures visualized by PPD staining on transverse sciatic nerve sections of control (A, B) and *Rnf40^ΔSC^* (C, D) mice at P28 (A, C) and P56 (B, D). Higher magnifications are shown in A’–D’. (**E**–**Q**) Representative electron microscopic pictures of sciatic nerve sections from control (E, F) and *Rnf40^ΔSC^* (G–Q) mice at P14 (E, G), P28 (I, J, L, M, N, P) and P56 (F, H, K, O, Q) in overview (E–H) and at higher resolution (I–Q). Magnifications depict naked axons (I, red arrow), axons with residual SC-derived basal lamina (J, red arrowhead), axons partly wrapped by SCs (K), axons surrounded by a SC with partly detached basal lamina (L, red arrowhead), SCs without associated axon (M), droplet like inclusions in SCs (N, blue arrows), in activated macrophages (O), in perineurial cells (P) and degenerating axons (Q, asterisks). (**R**–**T**) Determination of the number of unmyelinated axons as percent of total axons with a diameter ≥1μm (R), mean *g*-ratio (S), number of axons with a diameter ≥1 μm per tibial branch of sciatic nerve (T) in ultrathin sciatic nerve sections of control (white bars) and *Rnf40^ΔSC^* (gray bars) mice from P14 to P168 (*n* = 3). All large caliber axons were myelinated in control mice. (**U**, **V**) Immunohistochemical staining (upper panels) and corresponding phase contrast photographs (lower panels) of teased fibers obtained from sciatic nerves of control (U) and *Rnf40^ΔSC^* (V) mice at P28 with antibodies against the paranodal marker Caspr (green) and the nodal marker Na_v_1.6 (magenta). Scale bars: 50 μm in C, D, 10 μm in C’, D’, V, 2 μm in H, 1 μm in I–Q. Statistical significance was determined by unpaired, two-tailed Student's *t*-test (*P ≤ 0.05; ***P ≤ 0.01; *P* ≤ 0.001). Exact values are provided in the Supplementary Tables.

To obtain a higher resolution, we analyzed the nerve ultrastructure by electron microscopy. At P14, large caliber axons in control nerves were properly sorted from axon bundles, in a 1:1 relationship with SCs and overwhelmingly surrounded by myelin sheaths (Figure 4E). By contrast, some large caliber axons in sciatic nerves of age-matched *Rnf40^ΔSC^* mice were still found in mixed bundles with small caliber axons pointing to a mild sorting defect (Figure 4G). However, many large caliber axons had achieved a 1:1 relationship with SCs. These axons were fully surrounded by SCs, typically possessing 1–2 turns of SC membrane around them, but were frequently not myelinated. Such a phenotype is most consistent with an arrest at the promyelinating stage. The few axons with myelin usually exhibited thinner myelin sheaths compared to control. Structural abnormalities such as myelin outfoldings were rare and comparable in control and *Rnf40^ΔSC^* nerves. At later times such as P28 or P56, the myelination process had further progressed and reached a steady state in sciatic nerves of control mice (Figure 4F). Sciatic nerves of age-matched *Rnf40^ΔSC^* mice, however, did not substantially change in appearance as compared to P14. If anything, the percentage of unmyelinated large caliber axons had increased (Figure 4H). Upon closer inspection, some axons at P28 or later time points were no longer associated with a SC (Figure 4I). Some showed remnants of a basal lamina that pointed to the former presence of a SC (Figure 4J). Other axons were only partly wrapped by their associated SC or were surrounded by a SC with partly detached basal lamina (Figure 4K and L). Additionally, cells with a SC-like morphology were present in nerves that were not in contact with any axon (Figure 4M). We also found SCs that contained lipophilic droplet-like inclusions (Figure 4N). Similar inclusions were also observed in macrophages and perineurial cells (Figure 4O and P). There were also signs of degenerating axons (Figure 4Q).

Quantification of semi- and ultrathin sections confirmed the impression from visual inspection. Whereas almost all large caliber axons were successfully myelinated at P14 in controls, 37.1 ± 2.4% lacked a myelin sheath in *Rnf40^ΔSC^* nerves (Figure 4R). This proportion increased to 78.3 ± 1.3% at P56 arguing that a fraction of axons was never myelinated and that another fraction lost their myelin sheaths later on. Myelinated axons in *Rnf40^ΔSC^* nerves furthermore exhibited a higher g-ratio at all time points of analysis (Figure 4S). Whereas mean g-ratios in control sciatic nerves varied between values of 0.53 and 0.59, those in *Rnf40^ΔSC^* nerves had a mean value of 0.73 ± 0.01 at P14, which increased further to 0.84 ± 0.03 at P168. All axons above a diameter of 1 μm were affected by hypomyelination as obvious from scatter plots and binning analyses (Supplementary Figure S4E–L). As already judged from visual inspection, the number of large caliber axons was substantially reduced in sciatic nerves of *Rnf40^ΔSC^* mice as compared to age-matched controls from P28 onwards (Figure 4T). Immunohistochemistry of teased fibers with antibodies directed against Caspr and Na_v_1.6 visualized node and paranode in control fibers at P28 (Figure 4U). In contrast, fibers of *Rnf40^ΔSC^* nerves presented an irregular punctate Caspr signal and lacked detectable Na_v_1.6 staining without obvious correlation to their state of myelination (Figure 4V). In summary, we conclude that most SCs in *Rnf40^ΔSC^* nerves become arrested at the promyelinating stage. Those that eventually myelinate axons produce thin myelin sheaths, but are frequently unable to maintain their myelin. As a consequence, axons are un- or hypomyelinated, lack functional nodes of Ranvier, lose contact to SCs and eventually degenerate.

### Altered gene expression and H2Bub1 distribution in *Rnf40^ΔSC^* nerves

To understand the molecular cause of hypomyelination, we isolated RNA from sciatic nerves of control and *Rnf40^ΔSC^* mice at P14 and performed RNA-Seq to compare the overall expression profiles between both genotypes. 

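For this comparison, 3 libraries were made from control mice, which carry floxed *Rnf40* alleles without Cre, and 3 from *Rnf40 ΔSC* mice, which carry the *Dhh::Cre* transgene in addition. Each library came from a pool of 3 sciatic nerves taken at postnatal day 14. The RNA therefore represents the whole nerve, in which Schwann cells are mixed with fibroblasts, perineurial, endothelial and immune cells that the Cre transgene does not target. The authors aligned the reads to the mouse genome mm9 with TopHat and deposited, for each library, the number of uniquely mapped reads that HTSeq assigned to each gene, without normalization. The methods name a directional library kit and a mixed background of C3H and C57Bl mice, whereas the sample labels name another kit, NEB Next Ultra, and 129SvJ in place of C3H. Neither difference separates the genotypes, as all 6 libraries carry the same labels.

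Reads counted on genes amounted to 1317167, 1992622 and 2468765 in control replicates 1, 2 and 3 and to 2184268, 1459387 and 2186710 in the corresponding *Rnf40 ΔSC* libraries, so that 1 read stood for 0.405 to 0.759 CPM (counts scaled by library size). At this depth 17139 genes had at least 1 read in any library. The 10 most abundant genes took between 20.96% and 22.09% of the counts in control libraries and between 12.00% and 14.98% in *Rnf40 ΔSC* libraries. Because such a difference in composition alters what a constant total means, counts were scaled by TMM, which gave factors from 0.893 to 0.928 for control and from 1.07 to 1.11 for *Rnf40 ΔSC* libraries. Replicates of a genotype differed by more than the sampling noise, with a chi-square per degree of freedom between 1.78 and 5.21, and were treated as separate samples.

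Genes were tested with edgeR's quasi-likelihood test on the 11371 genes that passed its filter on low counts, with genotype as the only term. Normalized counts given with each gene are counts scaled to a common library size by TMM, and the base mean is their average over the 6 libraries. In simulated counts with the means and sizes of these libraries, the same test recovered 174 of 200 changed genes with the right sign and called 9 unchanged genes among the 11123 tested.

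The deleted gene itself, *Rnf40* (chromosome 7, 134732212 to 134747119 on the plus strand, in the GENCODE annotation of mm9), had 129 ± 7.92 normalized counts (SD, n = 3 libraries) in control and 89.0 ± 2.16 (SD, n = 3) in *Rnf40 ΔSC* nerves, with every *Rnf40 ΔSC* library below every control library. Its log2 fold change was -0.54 (standard error 0.14, adjusted p = 0.00242 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -0.58 and -0.48 when each library was left out in turn. Scaled by total counts in place of TMM, the log2 fold change was -0.27, with an adjusted p of 0.12 (range over all alternatives 0.00235 to 0.12). The size of this fall does not measure how complete the deletion was. Only part of the exons is flanked by loxP sites, whereas reads were counted over the whole gene. Other cells of the nerve also keep Rnf40. By the paper's staining, Rnf40 was absent from Schwann cells of the sciatic nerve at birth (Figure 1M). Its partner in the E3 ligase, *Rnf20*, had a log2 fold change of 0.44 (standard error 0.13, adjusted p = 0.00998 from the same test), which did not pass 0.05 with DESeq2 (adjusted p 0.0669 without and 0.0652 with a fold-change prior) or without control replicate 3 (0.087) or *Rnf40 ΔSC* replicate 1 (0.057), over a range of 5.82e-05 to 0.087 under all alternatives.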

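Principal components were computed from the log2 CPM, after TMM scaling, of the 500 most variable genes. The first component held 75.0% of the variance and the second 12.9%. Control libraries lay at -24.64, -23.24 and -20.90 on component 1, and *Rnf40 ΔSC* libraries at 28.11, 27.11 and 13.56, which leaves a gap of 34.46 between the genotypes. *Rnf40 ΔSC* replicate 3 was the library at 13.56 and also stood apart on component 2, at 20.35, while the other five lay between -10.49 and 0.29. Of the 25 genes with the highest loadings on component 2, 12 belonged to a list of 15 skeletal muscle genes. All 15 were among the 500 genes used. They took 4440, 3260 and 2460 CPM in the control libraries and 114, 293 and 3800 in *Rnf40 ΔSC* replicates 1, 2 and 3. Component 1 may therefore hold a part of this muscle difference besides that of genotype, which was not tested. The share of the first component moved most when *Rnf40 ΔSC* replicate 3 was left out (84.7%) and when all tested genes were used in place of the 500 (61.8%).

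**Figure D1:**
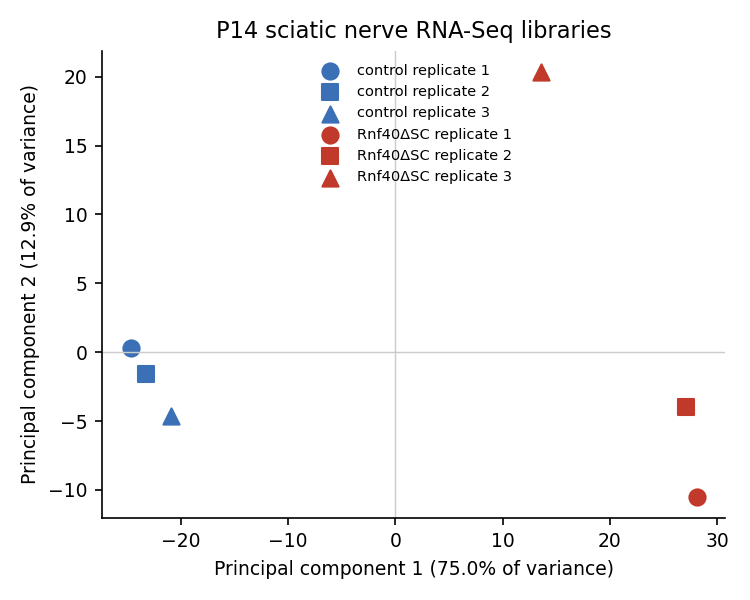
Positions of the 6 P14 sciatic nerve libraries on principal components 1 and 2 of the 500 most variable genes, in units of log2 CPM. Each point is 1 library, with the colour giving the genotype and the shape the replicate. The genotypes are 34.46 apart on component 1, and *Rnf40 ΔSC* replicate 3 sits alone at 20.35 on component 2.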

Samples from control and *Rnf40^ΔSC^* mice clustered separately according to principal component analysis (PCA) (Supplementary Figure S5A). 

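Genes were called when the log2 fold change between *Rnf40 ΔSC* and control nerves was at least 0.8 in either direction, the base mean at least 20 and the adjusted p at most 0.05. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 567 of the 11371 genes tested were lower and 415 were higher in *Rnf40 ΔSC* nerves. The median absolute log2 fold change was 1.03 among the lower and 1.05 among the higher genes. The lower genes held 23.74% of all counts in control and 9.06% in *Rnf40 ΔSC* libraries. DESeq2 with its fold-change prior called 445 lower and 325 higher genes, of which 441 and 325 were also called by edgeR. Among the alternatives that kept the thresholds, scaling by total counts moved the calls most, to 261 lower and 1008 higher genes, since it shifted the median log2 fold change of all tested genes by 0.27. The share of calls that were lower was 57.7% after TMM and 20.6% after total-count scaling, and all 261 lower genes and 415 of the 1008 higher genes were also called after TMM.

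**Figure D2:**
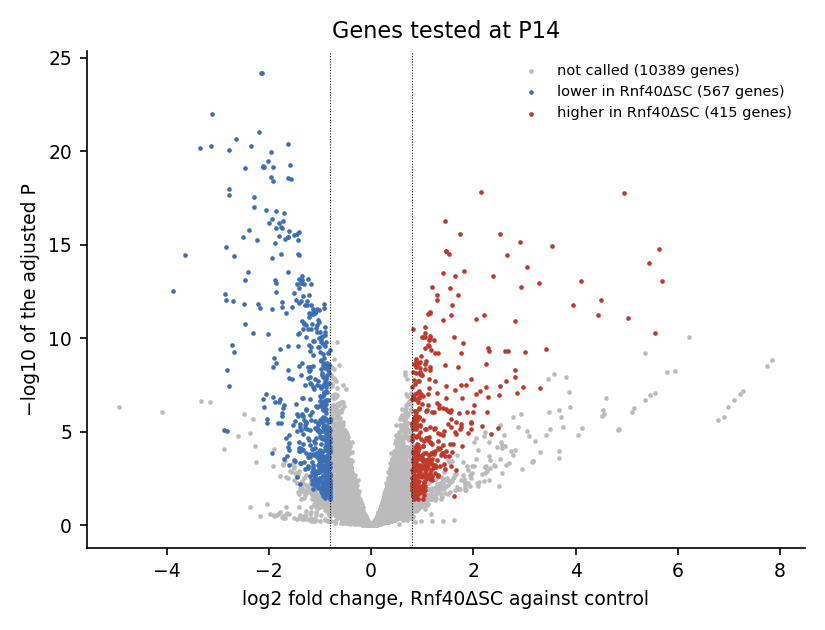
Each point is 1 of the 11371 genes tested between *Rnf40 ΔSC* and control nerves at P14, with the log2 fold change on the horizontal axis and the negative log10 of the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the vertical axis. Dotted lines mark a log2 fold change of 0.8 in either direction; 567 genes are called lower (blue), 415 higher (red), and grey points beyond the lines have a base mean under 20 or an adjusted p above 0.05.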

A total of 445 genes exhibited a lower expression in *Rnf40^ΔSC^* nerves and 325 genes a higher expression (log_2_-fold change ≥0.8-fold; base mean ≥20, *P* ≤ 0.05; Figure 5A). Among the 20 most significantly deregulated genes, 19 were downregulated and only 1 upregulated (Figure 5B). 

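Ranked by the p of edgeR's quasi-likelihood test among genes with a base mean of at least 20, all of the 20 most significant genes were lower in *Rnf40 ΔSC* nerves. *Pmp22* and *Nsdhl* were in this group, and 18 of the 20 were among the genes labelled in Figure 5B. *Aacs* (rank 7, log2 fold change -3.13) and *Col23a1* (rank 18, log2 fold change -2.47) were the other two. *Col23a1* was named after its values were seen. *Serpine2*, the higher gene labelled in Figure 5B, had 511 ± 38.9 normalized counts (SD, n = 3) in control and 2941 ± 506 (SD, n = 3) in *Rnf40 ΔSC* nerves and ranked 43, with a log2 fold change of 2.53 (standard error 0.11, adjusted p = 2.62e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ranking of *Serpine2* depended on the test, since it was the single higher gene among the top 20 with DESeq2 and its fold-change prior, at rank 11. Total-count scaling and the fit without *Rnf40 ΔSC* replicate 3 moved the number of lower genes most, to 17 of 20.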

Genes downregulated in *Rnf40^ΔSC^* nerves were associated with lipid biosynthesis, fatty acid metabolism, myelination and ensheathment by gene ontology (GO) analysis and gene set enrichment analysis (GSEA) (Figure 5C; Supplementary Figure S5B, C). 

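Lists of genes written by hand for each process were tested with limma's camera at a preset inter-gene correlation of 0.01. The GO and GSEA collections named in the text were not used here. The median log2 fold change was -2.47 for 18 genes of cholesterol synthesis, all lower in *Rnf40 ΔSC* nerves, and -1.47 for 16 genes of fatty acid synthesis, also all lower. For 20 genes of compact and non-compact myelin it was -1.61, with all 20 lower, and for 10 genes of galactolipid and sphingolipid synthesis -0.64, with 8 lower. Of these lists' genes found in the data, 15 of 20, 8 of 16, 13 of 20 and 3 of 10 are also in gene lists the paper drew up with the same libraries. Adjusted over the 24 lists tested, camera gave p-values of 2.57e-66, 6.01e-30, 2.6e-46 and 1.78e-08 in that order, by limma with Benjamini-Hochberg adjustment. Among 10000 random lists of genes with matched expression, none had a median as low as the cholesterol, fatty acid or myelin list, and 0.07% had one as low as the galactolipid list.

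With the inter-gene correlation estimated from the data, the number of lists past an adjusted p of 0.05 fell most, from 17 to 10. All 4 lists were among these 10, with adjusted p-values of 0.015, 0.0103, 0.021 and 0.0436 from limma, and all 17 passed with limma's fry, where the 4 had adjusted p-values between 8.48e-05 and 0.00058. When the 6 libraries were divided into 3 and 3 in the other 9 ways, each of which leaves unequal numbers of the genotypes on either side and so keeps a part of the difference between them, the preset correlation called between 12 and 16 lists, while 0 genes passed the thresholds in any of them and 9 to 49 did so by unadjusted p. The median of each of the 4 lists was largest in the split by genotype, where the other 9 reached at most 0.89 in size for cholesterol, 0.55 for fatty acid, 0.58 for myelin and 0.32 for galactolipid genes.

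**Figure D3:**
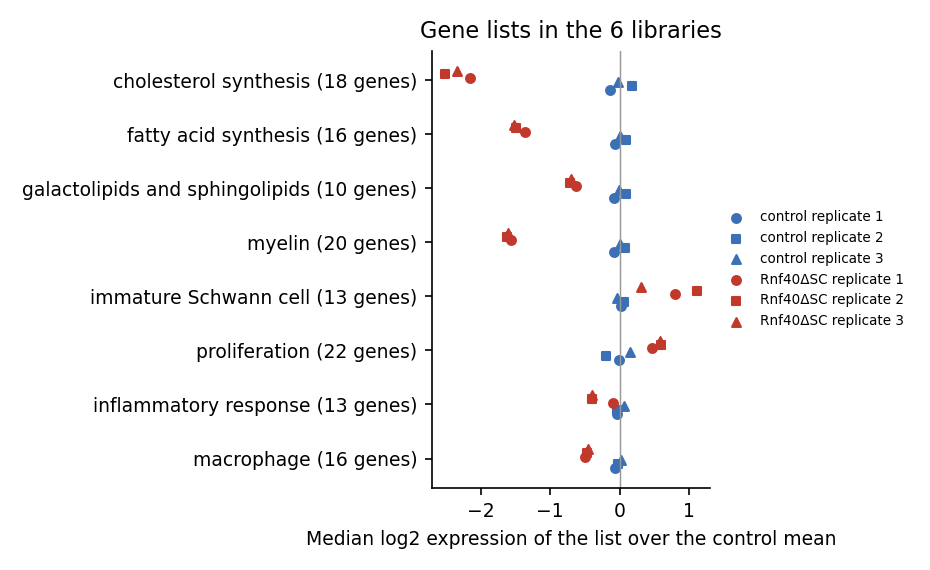
Median over each gene list of the log2 normalized count relative to the control mean, with 1 point per library for 3 control (blue) and 3 *Rnf40 ΔSC* (red) libraries at P14 and the number of genes tested given with each list. The *Rnf40 ΔSC* libraries lie between -2.52 and -2.15 for cholesterol synthesis and between -1.62 and -1.56 for myelin genes.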

Among others, these included genes that encode structural components of the myelin sheath such as *Gjb1, Mag, Mal, Mbp, Mpz, Nfasc, Pmp22* and *Prx*, as well as genes for essential lipid biosynthetic enzymes such as *Acss2, Fa2h, Fasn, Hmgcr, Hsd17b7, Lss* and *Msmo1* (Figure 5B, D and E). This correlates well with the strong hypomyelination observed in *Rnf40^ΔSC^* nerves.

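*Pmp22* (chromosome 11, 62942484 to 62973049 in mm9), which encodes a protein of compact peripheral myelin, fell from 88100 ± 4850 to 20060 ± 1470 normalized counts (SD, n = 3 each), with a log2 fold change of -2.14 (standard error 0.07, adjusted p = 6.86e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mbp* on chromosome 18 went from 49060 ± 2710 to 15890 ± 975 (SD, n = 3 each), a log2 fold change of -1.63 (standard error 0.07, adjusted p = 3.94e-21 from the same test). Log2 fold changes were -1.86 for *Gjb1*, -2.00 for *Mag*, -1.63 for *Mal* and -1.59 for *Prx*. *Nfasc* had a log2 fold change of -0.78 (standard error 0.09, adjusted p = 2.92e-09 from the same test), which is past the limit of 0.8 only when control replicate 1 (-0.81) or *Rnf40 ΔSC* replicate 3 (-0.80) was left out.

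Among the lipid biosynthetic enzymes, *Lss*, which encodes lanosterol synthase (chromosome 10, 75994333 to 76019883), showed the largest fall of all genes called. It went from 152 ± 37.1 to 10.7 ± 4.91 normalized counts (SD, n = 3 each), with a log2 fold change of -3.87 (standard error 0.25, adjusted p = 2.88e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and from -4.22 to -3.67 when each library was left out. Log2 fold changes were -2.83 for *Acss2*, -2.34 for *Fa2h*, -2.09 for *Fasn*, -2.46 for *Hsd17b7* and -2.64 for *Msmo1*. After *Lss*, the largest falls among genes whose libraries did not overlap were those of *Mvd* (-3.64), *Fam107a* (-3.34), *Aacs* (-3.13) and *Nsdhl* (-3.11), of which *Mvd*, *Aacs* and *Nsdhl* also belong to lipid synthesis. All 3 *Rnf40 ΔSC* libraries lay below all 3 control libraries in every gene given here, and total-count scaling, which made each fold change smaller by 0.27, reversed none of them. From the lower expression of genes for myelin and lipid synthesis, the paper states that the changes correlate with the hypomyelination of *Rnf40 ΔSC* nerves.

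**Figure D4:**
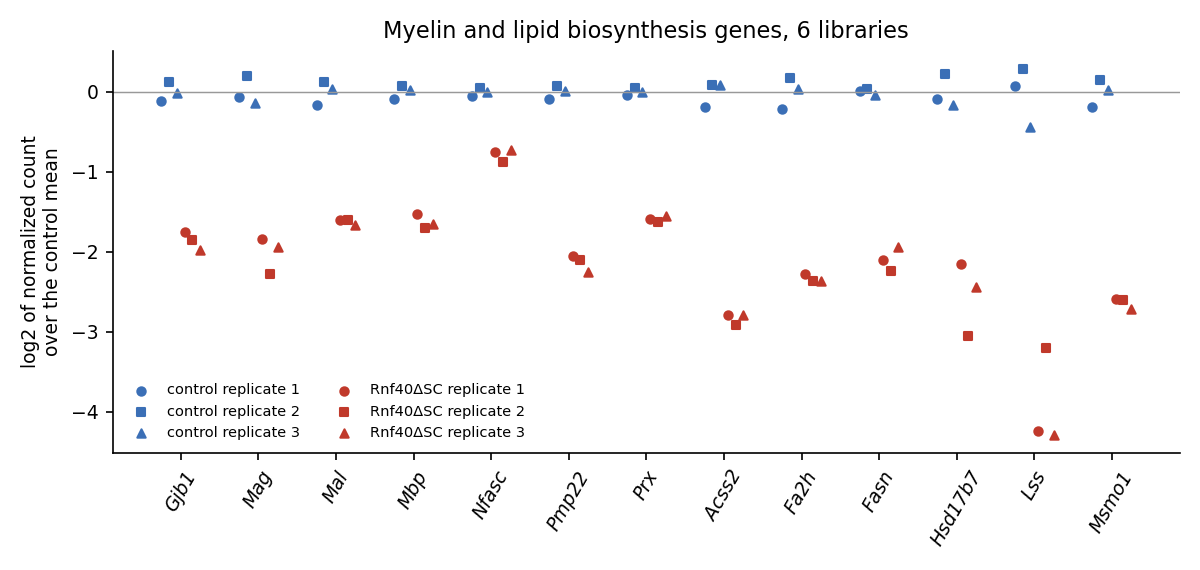
Log2 of the normalized count over the control mean for 13 myelin and lipid biosynthesis genes, with 1 point per library (3 control in blue, 3 *Rnf40 ΔSC* in red, shape giving the replicate). The *Rnf40 ΔSC* libraries lie below the control libraries for every gene, closest to them for *Nfasc* (log2 fold change -0.78) and farthest for *Lss* (-3.87).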

**Figure 5.**
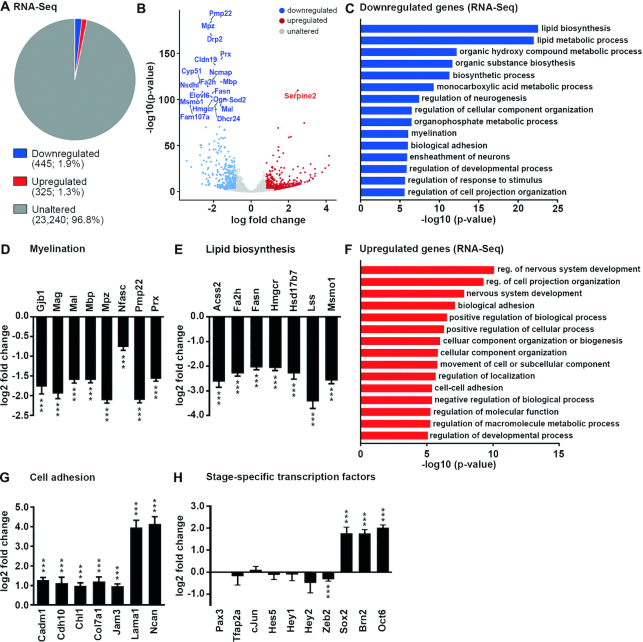
Altered gene expression in *Rnf40^ΔSC^* nerves. (**A**) Pie chart of expression data from RNA-Seq studies on sciatic nerves at P14 depicting genes with ≥1.75-fold downregulated (blue), ≥1.75-fold upregulated (red) and unchanged (gray) expression in *Rnf40^ΔSC^* nerves relative to controls. (**B**) Volcano plot showing overall changes in gene expression and the 20 most deregulated genes in *Rnf40^ΔSC^* nerves at P14. (**C**) GO analysis for biological processes enriched among genes downregulated in *Rnf40^ΔSC^* nerves. Processes are sorted by statistical significance. (**D**, **E**) Changes of expression for select genes associated with myelination (D) and lipid biosynthesis (E) according to RNA-Seq data (*n* = 3). (**F**) GO analysis for biological processes enriched among genes upregulated in *Rnf40^ΔSC^* nerves. (**G**, **H**) Changes of expression for select genes associated with cell adhesion (G) or coding for SC-specific transcription factors (H) according to RNA-Seq data (*n* = 3). Statistical significance was *P* ≤ 0.001 (***). Exact values are provided in Supplementary Tables.

In contrast, upregulated genes were preferentially associated with very general, uninformative terms or specific terms related to organization of cell projections, adhesion and movement of subcellular components (Figure 5F). Upregulated genes included those for cell adhesion molecules *Cadm1, Cdh10, Chl1, Col7a1, Jam3, Lama1* and *Ncan* (Figure 5G). 

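All 7 cell adhesion genes were called higher in *Rnf40 ΔSC* nerves, and in each of them every *Rnf40 ΔSC* library lay above every control library. *Cadm1* (chromosome 9, 47338256 to 47665720 in mm9) rose from 176 ± 6.05 to 433 ± 7.80 normalized counts (SD, n = 3 each), a log2 fold change of 1.30 (standard error 0.10, adjusted p = 4.62e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Jam3* on the same chromosome rose from 518 ± 88.9 to 1023 ± 47.9 (SD, n = 3 each), a log2 fold change of 0.98 (standard error 0.10, adjusted p = 9.02e-10 from the same test). Log2 fold changes were 1.24 for *Cdh10*, 1.00 for *Chl1* and 1.29 for *Col7a1*, with adjusted p-values of 0.000109, 9.16e-09 and 2.84e-07 from edgeR.

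*Lama1* and *Ncan* were close to undetected in control nerves. *Lama1* (chromosome 17, 68046605 to 68171985) had 2, 0 and 3 raw counts in the control libraries and 102, 61 and 121 in the *Rnf40 ΔSC* libraries, which makes it at least 17.8-fold higher. *Ncan* (chromosome 8, 72616984 to 72644772) had 0, 4 and 1 raw counts in control and 125, 77 and 118 in *Rnf40 ΔSC* libraries. Its fitted log2 fold change of 5.62 (standard error 0.36, adjusted p = 1.64e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) rests on these few control reads and ranged from 5.17 to 7.16 when each library was left out in turn.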

Again, this corresponds well to the phenotype observed in *Rnf40^ΔSC^* nerves where most SCs were still in the promyelinating stage and established contact with their associated axon. Interestingly, there was no indication from GO analysis or GSEA that genes related to inflammation and immune response were substantially upregulated in *Rnf40^ΔSC^* nerves at P14 confirming that immune system activation is a delayed secondary response (Supplementary Figure S5D).

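Of 27 genes on a hand-written list of the inflammatory response, 13 had enough counts to be tested. Their median log2 fold change was -0.26, with 9 lower and 4 higher in *Rnf40 ΔSC* nerves, and camera gave an adjusted p of 0.992 by limma with Benjamini-Hochberg adjustment. Under total-count scaling the median was 0.003, as that scaling moves all genes upwards. The largest change among the 13, singled out after its values were seen, was a rise of *Cxcl10*, which encodes a chemokine induced by interferon. It had 3, 0 and 4 raw counts in control and 42, 38 and 43 in *Rnf40 ΔSC* libraries, a log2 fold change of 3.81 (standard error 0.45, adjusted p = 1.22e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at a base mean of 19.94, which is just under the minimum of 20. *Cd74*, chosen in the same way, had a log2 fold change of -0.89 (adjusted p = 1.36e-05 from edgeR).

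A list of macrophage genes had a median log2 fold change of -0.45, and all 16 genes tested were lower in *Rnf40 ΔSC* nerves (camera adjusted p = 0.00833, 0.000222 with fry and 0.0783 with an estimated correlation, by limma with Benjamini-Hochberg adjustment). *Aif1*, which encodes Iba1, had between 0 and 3 raw counts in each library and could not be tested. By staining, the paper counted more Iba1-positive macrophages in *Rnf40 ΔSC* nerves at this age (Figure 3R). Under total-count scaling the median of the macrophage list was -0.178. After TMM the fibroblast (-0.27), endothelial (-0.54) and pericyte and smooth muscle (-0.53) lists also had medians below 0. In RNA of whole nerve the fall of the macrophage list therefore cannot be read as fewer macrophages. Simulated rises of 2-fold in genes with the counts of the inflammatory list had an adjusted p of at most 0.05 in 126 of 200 cases (63%), so that smaller rises of single genes could escape detection at this depth. The 14 inflammatory genes below the filter on low counts were not detectable well enough to say whether they changed.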

We have recently characterized a mouse mutant where early regulators of SC development are not properly shut off and cause a differentiation defect by their persistent expression (25). To address the potential relevance of this phenomenon in Rnf40-deficient SCs, we analyzed the expression of genes associated with transcriptional control of SC development. Detailed inspection revealed that most early regulators of SC development including *Pax3, Tfap2a, cJun, Hes5*, *Hey1, Hey2* and *Zeb2* did not exhibit substantial changes in their expression arguing that they remained appropriately shut off in Rnf40-deficient SCs (Figure 5H). In contrast, dramatic changes were observed for the later developmental regulators *Sox2, Brn2* (also known as *Pou3f2*), and *Oct6* (also known as *Pou3f1*) with 3.4- and 4-fold upregulation in *Rnf40^ΔSC^* nerves (Figure 5H).

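Among the 7 early regulators, 3 had enough counts for a test. cJun (*Jun*, chromosome 4, 94715725 to 94718913 in mm9) had 188 ± 18.4 normalized counts (SD, n = 3) in control and 203 ± 22.9 (SD, n = 3) in *Rnf40 ΔSC* nerves, a log2 fold change of 0.11 (standard error 0.12, adjusted p = 0.522 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hey1* had a log2 fold change of -0.14 (standard error 0.22, adjusted p = 0.667 from the same test), which changed direction under total-count scaling (0.13) and without control replicate 3 (0.01). *Zeb2* went from 1154 ± 14.4 to 918 ± 57.3 normalized counts (SD, n = 3 each), and its log2 fold change of -0.33 (standard error 0.09, adjusted p = 0.00297 from the same test) was small but larger than the spread between replicates. Scaling by total counts changed the call of both *Jun* and *Zeb2*, with a log2 fold change of 0.38 (adjusted p = 0.00947 from edgeR; range over alternatives 0.00947 to 0.927) for *Jun* and -0.06 (adjusted p = 0.595 from edgeR; range 0.00163 to 0.595) for *Zeb2*. *Pax3* had 0 raw counts in every library. *Hes5* had 2 counts in control replicate 3 and 0 in the other five libraries. *Tfap2a* had between 0 and 4 counts and *Hey2* between 2 and 8 counts per library. No difference in these 4 genes was detectable at this depth, and in none of the 6 libraries did they exceed 8 reads.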

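*Sox2* (chromosome 3, 34548927 to 34551383 in mm9) rose from 21.2 ± 5.83 normalized counts (SD, n = 3) in control to 82.6 ± 19.6 (SD, n = 3) in *Rnf40 ΔSC* nerves, a 3.89-fold change. Its log2 fold change was 1.96 (standard error 0.23, adjusted p = 1.53e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Brn2* (*Pou3f2*, chromosome 4, 22413791 to 22415480) rose 3.52-fold, from 77.3 ± 8.82 to 273 ± 26.5 normalized counts (SD, n = 3 each), with a log2 fold change of 1.82 (standard error 0.13, adjusted p = 2.53e-14 from the same test). *Oct6* (*Pou3f1*) rose 4.13-fold, from 369 ± 42.9 to 1518 ± 284 (SD, n = 3 each), with a log2 fold change of 2.05 (standard error 0.12, adjusted p = 9.27e-12 from the same test). In all 3 genes each *Rnf40 ΔSC* library exceeded each control library. The lowest log2 fold change over all alternatives was 1.76 for *Sox2*, 1.73 for *Brn2* and 1.89 for *Oct6*. *Sox2* was measured on 14 to 27 raw counts in control and on at least 78 in *Rnf40 ΔSC* libraries.

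**Figure D5:**
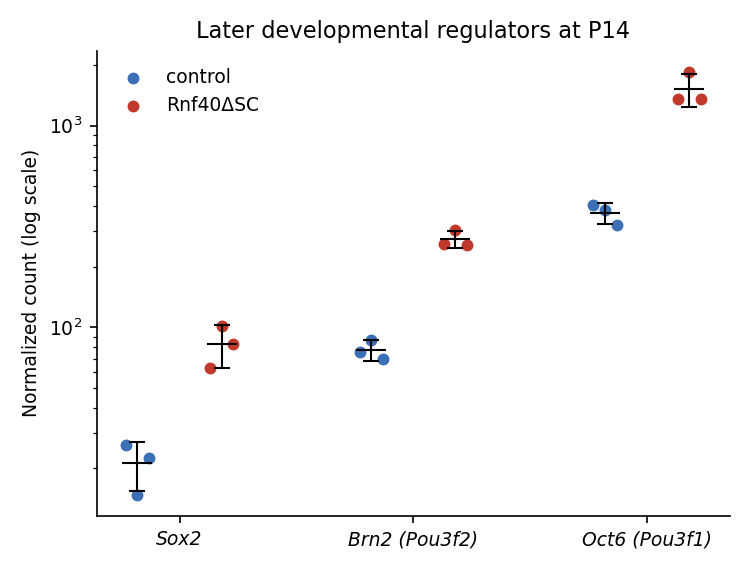
Normalized counts (log scale) of *Sox2*, *Brn2* and *Oct6* at P14, with 1 point per library and the mean ± SD of 3 control (blue) and 3 *Rnf40 ΔSC* (red) libraries. The means are 21.2 and 82.6 for *Sox2*, 77.3 and 273 for *Brn2* and 369 and 1518 for *Oct6*, without overlap between genotypes.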

In a second approach, we analyzed H2Bub1 distribution throughout the genome in control and *Rnf40^ΔSC^* nerves by performing ChIP-Seq studies at P14 (for PCA and Volcano plots, see Supplementary Figure S6A, B). We detected a total of 29907 genomic regions that were marked by H2Bub1 in control nerves (Figure 6A). Approximately 18% of these regions exhibited reduced H2Bub1 occupancy in *Rnf40^ΔSC^* nerves. When genes associated with H2Bub1 peaks were identified and ordered in a heatmap according to their H2Bub1 content around the transcriptional start sites in control nerves, a preferential localization of H2Bub1 downstream of the TSS was observed (Figure 6B). Compared to controls, H2Bub1 signal intensity downstream of the TSS was substantially reduced in *Rnf40^ΔSC^* nerves both on a general and a gene-specific level as evident from plot profile and heatmap.

**Figure 6.**
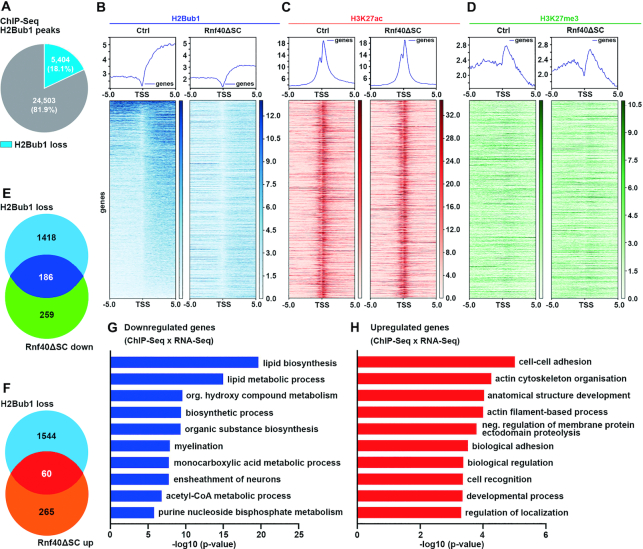
Altered H2Bub1 and other histone marks in *Rnf40^ΔSC^* nerves. (**A**) Pie chart depicting the total number of H2Bub1 peaks from ChIP-Seq in control sciatic nerves at P14 and the number of peaks lost in *Rnf40^ΔSC^* nerves (blue). (**B**–**D**) Plot profiles and heatmaps of H2Bub1 (B), H3K27ac (C) and H3K27me3 (D) ChIP-Seq signals in control (left panels) and *Rnf40^ΔSC^* (right panels) nerves ± 5 kb around the transcriptional start site (TSS) of genes associated with H2Bub1 peaks at P14. The order of genes from top to bottom is according to the strength of the H2Bub1 signal in the control. (**E**, **F**) Venn diagrams showing overlap of genes with decreased H2Bub1 peaks with genes exhibiting downregulated (E) or upregulated (F) expression in *Rnf40^ΔSC^* nerves. (**G**, **H**) GO analysis for biological processes linked to genes with decreased H2Bub1 peaks and downregulated (G) or upregulated (H) expression in *Rnf40^ΔSC^* nerves.

In chromatin from control nerves, most of the genes marked by H2Bub1 at the start of their coding region also displayed high levels of histone 3 acetylated at lysine 27 (H3K27ac) in the immediate vicinity of their TSS as a histone mark associated with active transcription (Figure 6C). In contrast, trimethylation of lysine 27 (H3K27me3) in histone 3 as a modification associated with a repressed state of transcription was not readily detected in these regions (Figure 6D). This argues that most genes that are marked by H2Bub1 are in a transcriptionally active state in control nerves. Analysis of these genes in chromatin from *Rnf40^ΔSC^* nerves revealed no global change in the overall distribution and intensities of H3K27ac and H3K27me3 marks (compare left and right heatmaps in Figure 6C and D). We therefore conclude that loss of Rnf40 and concurrently of the associated E3 ligase activity and the H2Bub1 mark did not lead to dramatic overall changes in the chromatin state.

The 5404 regions that had lost H2Bub1 in chromatin from *Rnf40^ΔSC^* nerves were assigned to 1604 genes. Comparison with our RNA-Seq data revealed that 186 of the genes with altered H2Bub1 signatures exhibited decreased expression in *Rnf40^ΔSC^* nerves as compared to controls (Figure 6E; listed in Supplementary Figure S6C). 

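Of the 186 genes listed in Supplementary Figure S6C, 183 were matched by symbol to the RNA-Seq counts. All 183 were lower in *Rnf40 ΔSC* nerves, and 182 passed the thresholds by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Adjusted over the list alone, 183 passed. The study chose these genes partly by their change in the same libraries, so neither count is independent evidence, and the H2Bub1 ChIP-Seq data were not analysed here. The genes made up 32.1% of all 567 lower genes. Their median log2 fold change was -1.32, with quartiles of -1.75 and -1.01 and the extremes at -3.87 (*Lss*) and -0.83. With each library left out in turn, the median stayed between -1.37 and -1.26. Total-count scaling reduced the number past the thresholds to 127.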

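The corresponding list of genes with H2Bub1 loss and higher expression in Supplementary Figure S6D holds 60 symbols, of which 59 were matched. All 59 passed the thresholds in the RNA-Seq counts, over all genes tested as well as adjusted over the list alone, in the same libraries from which the study drew them. They made up 14.2% of all higher genes. The median log2 fold change was 1.12, with quartiles of 0.99 and 1.41, and *Dock2* had the largest at 3.05. When only genes with at least 10 counts in every library were tested, 53 of the 59 passed.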

The number of genes with increased expression was approximately three times lower and amounted to 60 (Figure 6F; listed in Supplementary Figure S6D). The poor correlation between H2Bub1 loss and altered gene regulation was not unexpected, as previous studies had found Rnf40-dependent regulation and changed expression only for genes with moderate, but not with high H2Bub1 levels (4). This observation notwithstanding, the combined 246 genes are good candidates for direct target genes of Rnf40 in SCs. Genes downregulated in *Rnf40^ΔSC^* nerves were again primarily associated with lipid biosynthesis, fatty acid metabolism, myelination and axon ensheathment (Figure 6G), whereas upregulated genes had roles in cell adhesion, actin cytoskeleton organization, cell recognition and related terms (Figure 6H). Examples of downregulated genes with altered H2Bub1 occupancy include *Mbp, Mpz, Fads1* and *Fah2* (for IGV tracks see Supplementary Figure S7A–D). 

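In the RNA-Seq counts, *Fads1* (chromosome 19, 10257378 to 10271360 in mm9), which encodes a fatty acid desaturase, fell from 915 ± 102 normalized counts (SD, n = 3) in control to 298 ± 8.21 (SD, n = 3) in *Rnf40 ΔSC* nerves. The log2 fold change was -1.62 (standard error 0.10, adjusted p = 3.73e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between -1.70 and -1.35 under all alternatives. *Fa2h*, the symbol under which the gene written *Fah2* in the text is listed, fell from 2166 ± 291 to 428 ± 15.9 normalized counts (SD, n = 3 each). All 3 libraries of *Rnf40 ΔSC* nerves lay below those of control nerves for both genes, as they did for *Mbp*.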

For *Sox2* and *Oct6*, H2Bub1 loss around the TSS correlated with an increased expression (for IGV tracks see Supplementary Figure S7E, F). We conclude from these findings that altered H2Bub1 occupancy led to positive as well as negative changes in gene expression.

### Molecular cause of hypomyelination in *Rnf40^ΔSC^* nerves

Intriguingly, Sox2 and Oct6 were among the genes that had lost H2Bub1 at their TSS and were upregulated in *Rnf40^ΔSC^* nerves. An Rnf40-dependent mechanism may therefore be involved in the repression of these two key transcription factors in SCs. As Sox2 is associated with the immature state and Oct6 with the promyelinating state, their continued expression could be an important, causally contributing factor to the SC defect in *Rnf40^ΔSC^* nerves.

The impact of a persistent Oct6 expression is difficult to address experimentally in vivo. Because of the requirement of Oct6 for regular progression of SC development (37,39), deletion would have to be experimentally induced immediately after the promyelinating stage in early differentiating SCs of *Rnf40^ΔSC^* mice and this is currently not feasible in mice with available genetic tools. However, the role of Sox2 expression is amenable to analysis as SC-specific *Sox2* deletion has only minor effects on SC development and developmental myelination (40). To investigate the contribution of continued Sox2 expression to the phenotypic defects in *Rnf40^ΔSC^* nerves, we generated mouse mutants in which Sox2 was deleted in addition to Rnf40 in SCs (Supplementary Figure S8C, G, K). By macroscopic inspection, *Sox2^ΔSC^ Rnf40^ΔSC^* mice exhibited a peripheral neuropathy with comparable severity to *Rnf40^ΔSC^* mice. Immunohistochemical analysis of sciatic nerves at P28 corroborated the phenotypic similarity. As quantified from DAPI stainings, *Sox2^ΔSC^ Rnf40^ΔSC^* nerves contained a slightly higher number of cells than controls as previously observed for *Rnf40^ΔSC^* nerves (Supplementary Figure S8A, E, I). Whereas the contribution of SCs to the sciatic nerve cell population was comparable to controls and *Rnf40^ΔSC^* nerves (Supplementary Figure S8B, F, J), the fraction of Oct6-positive SCs was increased to the same extent as in *Rnf40^ΔSC^* nerves (Supplementary Figure S8D, H, L). The number of Mbp- or Mpz-positive myelin sheaths and myelinating SCs remained dramatically reduced (Supplementary Figure S8M, N, P, Q, S, T), whereas Iba1-positive macrophages were similarly increased in *Sox2^ΔSC^ Rnf40^ΔSC^* as in *Rnf40^ΔSC^* nerves (Supplementary Figure S8O, R, U). Considering the lack of a rescue, continued Sox2 expression is not the major decisive determinant of the peripheral neuropathy in *Rnf40^ΔSC^* mice, but rather one of several contributing factors.

Both *Sox2* and *Oct6* have previously been reported to be targets of Egr2 repression (36,41,42). This opens the possibility that persistent expression of Sox2 and Oct6 is a consequence of compromised Egr2 function in the absence of Rnf40/Rnf20 E3 ligase. To analyze whether there is a more general link between Egr2 function and Rnf40/Rnf20 activity, we compiled a list of 279 direct Egr2 target genes from published RNA-Seq and ChIP-Seq studies (30,31) and compared this list with genes that had reduced H2Bub1 marks in *Rnf40^ΔSC^* nerves. Indeed, we found that 85 of the 279 Egr2 target genes displayed a loss of H2Bub1 downstream of their TSS (Figure 7A). These included genes whose products code for myelin components such as *Mbp* or are central in lipid metabolism as evident from GO analysis (Figure 7B and C). Interestingly, neither myelin nor lipid biosynthesis associated genes were significantly enriched among the 194 Egr2 target genes with unaltered H2Bub1 status (Supplementary Figure S7G). Egr2 target genes with H2Bub1 loss exhibited a similarly high overlap with Sox10 target genes (43) than Egr2 target genes without such loss (74.1% and 78.3%, respectively) arguing against an influence of Sox10 on H2B monoubiquitination. Similar results were also obtained when comparing Egr2 and Nab1/2 target genes in SCs (36).

**Figure 7.**
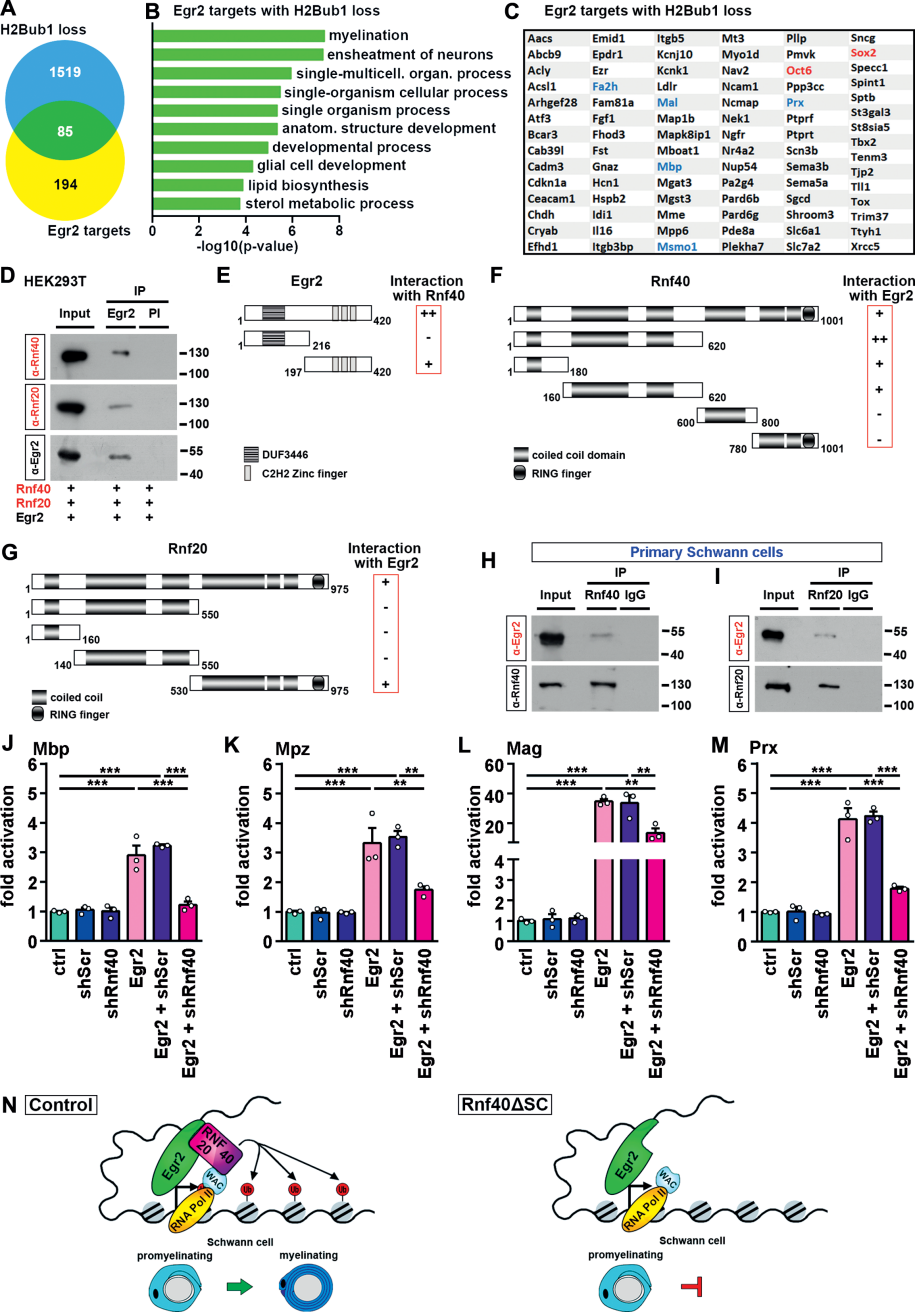
Physical and functional interaction of Egr2 and Rnf40/Rnf20. (**A**) Venn diagram depicting the overlap of Egr2 target genes with lost H2Bub1 marks in *Rnf40^ΔSC^* nerves. (**B**, **C**) GO analysis (B) and list (C) of Egr2 target genes with reduced H2Bub1 marks in *Rnf40^ΔSC^* nerves. (**D**) Co-immunoprecipitation (IP) of Rnf40 and Rnf20 with antibodies directed against Egr2 and pre-immune serum (PI) from extracts of HEK293T cells that were transfected with various expression plasmids as indicated below the panels. Western blot was used to detect precipitated Rnf40 (upper panel), Rnf20 (middle panel) and Egr2 (lower panel). Numbers on the right indicate position of co-electrophoresed size markers in kDa. (**E**) Scheme of Egr2 proteins and their ability to interact with myc-tagged Rnf40 in extracts from transfected HEK293T cells. DUF3446, domain of unknown function. (**F**) Scheme of myc-tagged Rnf40 proteins and their ability to interact with Egr2 in extracts from transfected HEK293T cells. (**G**) Scheme of HA-tagged Rnf20 proteins and their ability to interact with Egr2 in extracts from transfected HEK293T cells. (**H**, **I**) Co-immunoprecipitation (IP) of Egr2 with antibodies directed against Rnf40 (H), Rnf20 (I) and IgG control (H, I) from extracts of differentiating SC cultures. Western blot was used to detect precipitated Egr2 (upper panels), Rnf40 (lower panel, H) and Rnf20 (lower panel, I). Experiments were repeated three times. Uncropped western blots for D–I are presented as Supplementary Figures S9 and S10. (**J**–**M**) Determination of endogenous expression levels of *Mbp* (J), *Mpz* (K), *Mag* (L) and *Prx* (M) by qRT-PCR in Neuro2a cells transfected with various combinations of expression plasmids for Egr2, Rnf40-specific shRNA (shRnf40), scrambled shRNA (shScr) or various combinations of these as indicated below the lanes after FACS. Transcript levels in cells transfected with empty expression vectors (ctrl) were set to 1 and all other values were expressed in relation to it (*n* = 3; mean values ± SEM). Statistical significance was determined by one-way ANOVA with Bonferroni's multiple comparisons test (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001). Exact values are provided in the Supplementary Tables. (**N**) Proposed model for the action of the Rnf40/Rnf20 E3 ligase and H2Bub1 modification in SC development.

Considering that genes with altered H2Bub1 in *Rnf40^ΔSC^* nerves are substantially enriched among Egr2 target genes (30% as compared to 7% for all genes), we postulated a functional link between Egr2 and the Rnf40/Rnf20 E3 ligase. We hypothesized that Egr2 might physically recruit the H2B ubiquitin ligase complex to some of its target genes as a precondition for ensuring the expression levels required in myelinating SCs. Therefore, we investigated whether Egr2 physically interacts with Rnf40 or Rnf20 by co-immunoprecipitation experiments. For this purpose, we first used protein extracts from HEK293T cells that had been transfected with Egr2, Rnf40 or Rnf20 expression plasmids. Antibodies directed against Egr2 were able to co-precipitate Rnf40 and Rnf20 from extracts that contained overexpressed proteins (Figure 7D, Supplementary Figure S9A).

To further prove specificity and map the regions involved in the interactions, we generated truncated versions of Rnf40, Rnf20, and Egr2 proteins and tested them for their ability to co-precipitate (Figure 7E–G). Wherever possible, we tried to keep protein domains (as determined by the COILS prediction program in the ExPASy Bioinformatics Resource Portal) intact. In case of Rnf40, myc-tagged domains were overexpressed and tested for co-precipitation by anti-Egr2 antibodies (Figure 7F, Supplementary Figure S9B–F). Whereas a domain containing the first 620 amino acids of Rnf40 was readily detected in the precipitate, two carboxyterminal fragments spanning amino acids 600–800 and 780–1001 were not co-precipitated, arguing that the interaction of Rnf40 with Egr2 is mediated by its aminoterminal half. When further divided, both the first 180 amino acids and a region spanning amino acids 160–620 interacted with Egr2, albeit at lower efficiency. Considering that these two domains overlap by only 20 amino acids it is very likely that both parts are independently able to bind to Egr2 and are jointly required for full binding affinity. In case of Rnf20, interaction with Egr2 was mapped using HA-tagged protein fragments (Figure 7G, Supplementary Figure S10A–D). Intriguingly, only the carboxyterminal half of the protein spanning amino acids 530–975 interacted with Egr2, whereas none of the aminoterminal parts, spanning amino acids 1–550, 1–160 or 140–550 of Rnf20 showed this property. Therefore, both subunits of the E3 ligase seemed to independently interact with Egr2 via different domains. It deserves to be mentioned that interaction with Rnf40 was previously mapped to the aminoterminal half of Rnf20 (2) indicating that different parts of the protein are involved in interaction with Rnf40 and Egr2, respectively. It is also unlikely that Egr2 binding disturbs the interaction of either Rnf40 or Rnf20 with its functionally essential interaction partner Wac, which occurs via their third coiled-coil domain (44). We also tested several parts of Egr2 for their ability to interact with Rnf40 in co-immunoprecipitations with anti-myc antibodies from extracts containing aminoterminal myc-tagged Rnf40 (Figure 7E, Supplementary Figure S10E, F). In case of Egr2, interaction was mapped to a fragment that spans amino acids 197–420 and corresponds to the carboxyterminal zinc finger-containing half of the protein. In contrast, the aminoterminal half of Egr2 from amino acids 1 to 216 did not interact.

To investigate whether the physical interaction between Egr2 and the Rnf40/Rnf20 complex is also relevant in PNS glia, we repeated the co-immunoprecipitation experiments with extracts from primary rat SCs that had been treated for 3 days with dibutyryl-cAMP, neuregulin and insulin to initiate differentiation and induce Egr2 expression. Endogenous Egr2 was successfully co-precipitated from SC extracts with both anti-Rnf40 and anti-Rnf20 antibodies (Figure 7H, I, Supplementary Figure S10G, H). In summary, these results strongly point to a specific interaction between Egr2 and the Rnf40/Rnf20 complex and confirm its existence in SCs.

Given the fact that Egr2 and the Rnf40/Rnf20 complex share target genes in differentiating SCs and physically interact, we finally looked for evidence of functional interaction. For this purpose, we analyzed the ability of ectopic Egr2 to induce the expression of its target genes in Neuro2a neuroblastoma cells with varying levels of Rnf40/Rnf20 E3 ligase activity. We used Neuro2a cells because primary SCs proved difficult to transfect with sufficient efficiency and were variable between preparations. Neuro2a cells on the other hand can be transfected at high rates and are homogeneous. They also share a common neural crest origin with SCs. Despite the close ontogenetic relationship, we were unable to test the repressive effect of Egr2 on *Sox2* or *Oct6* expression as these genes are not transcribed in Neuro2a cells as determined by qRT-PCR. Furthermore, transcription of genes linked to lipid biosynthesis was already so high in Neuro2a cells that it could not be further boosted by ectopic Egr2. Thus among Egr2 target genes, we chose myelin genes such as *Mbp, Mpz, Mag* and *Prx* for further analysis, because they were expressed at low basal levels in these cells and exhibited increased expression after transfection with Egr2 expression plasmids (Figure 7J–M). When Neuro2a cells were transfected with a shRNA directed against Rnf40 to knockdown Rnf40/Rnf20 E3 ligase activity or a scrambled control, low level myelin gene expression was unaffected (Figure 7J–M). However, when Neuro2a cells were transfected with expression plasmids for Egr2 and Rnf40-specific shRNA, the Egr2-dependent increase in myelin gene expression was severely blunted. Such an effect was not observed when the Rnf40-specific shRNA was replaced by a scrambled control. These data argue that Egr2-dependent activation of myelin genes requires the presence of functional Rnf40/Rnf20 E3 ligase.

## DISCUSSION

We here show that SC-specific deletion of Rnf40 and the resulting loss of H2Bub1 led to severe hypomyelination that secondarily triggers an inflammatory response and a progressive loss of axons and thereby interfered with peripheral nerve function. Apart from a study on the heart where Rnf40 and H2Bub1 impact development via epigenetic control of cilia motility (45), this is to our knowledge the only study where the role of H2B monoubiquitination and the responsible E3 ligase has been investigated during ontogenetic development. We also like to point out that apart from studies on histone deacetylases (46,47), very few data exist on the role of specific histone modifications in SCs.

In line with previous reports on cellular systems (12,14,16,21), we found evidence for a role of H2Bub1 in determining cell-specific gene expression and differentiation. In the absence of Rnf40 and H2Bub1, we observed only a mild axon sorting defect. Many SCs progressed on schedule into the promyelinating stage, but then failed to establish high level expression of genes that code for myelin proteins and proteins involved in lipid biosynthesis as a precondition for myelin sheath formation. As a consequence, many Schwann cells arrested their differentiation at the promyelinating stage and failed to undergo differentiation to mature, myelinating SCs. Some cells produced myelin. However, this myelin was too thin, could not be maintained over longer periods and disappeared in older animals resulting in progressive axonal degeneration.

As in other cell types, H2Bub1 is enriched in numerous regions throughout the SC genome. Therefore, it was surprising that its loss did not lead to global changes in SC gene expression. Instead, <250 genes exhibited significant alterations in both H2Bub1 occupancy and gene expression. Of these affected target genes, more were expressed at lower levels in the absence of H2Bub1 than at higher levels and the level of downregulation was in general stronger than the level of upregulation. These results are consistent with previous work in Rnf40-deficient mouse fibroblasts and support the notion that H2Bub1 occupancy is predominantly associated with an active state of transcription, but influences transcription only for a select subset of H2Bub1-occupied genes (4).

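By RNA-Seq at P14, the 982 genes that passed all thresholds made up 8.64% of the 11371 genes tested, 4.99% lower and 3.65% higher in *Rnf40 ΔSC* nerves. Of the 9252 genes with a base mean of at least 20, 10.61% were called. The size of this share depends on the limit set on the fold change. Without a minimum fold change, 28.81% of the genes tested had a base mean of at least 20 and an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3597 genes (31.6%) had such a p at any base mean. Over all genes of the count tables, 2.36% were called lower and 1.73% higher. Scaling of the libraries by TMM assumes that most genes do not change, so a shift shared by all genes cannot be seen in these values.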

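The median absolute log2 fold change was larger by 0.20 among the 183 genes with H2Bub1 loss and lower expression than among the 59 with H2Bub1 loss and higher expression. This difference had a p of 0.0134 in a two-sided permutation test of the genes with 100000 resamples. Genes are not independent replicates, and both lists hold only genes past a minimum fold change. The difference depended on single libraries. Without control replicate 2 it was 0.07 (permutation p = 0.296), without *Rnf40 ΔSC* replicate 1 it was 0.09 (permutation p = 0.169), and with DESeq2's fold-change prior it was 0.15 (permutation p = 0.0568). With RLE scaling it was 0.19 (permutation p = 0.0211). Total-count scaling, which moves every gene upwards by 0.27 and so lowers the difference by its construction, gave -0.34 (permutation p = 1e-04). Among called genes outside the lists, the median was 0.96 for 385 lower and 1.03 for 356 higher genes. From the numbers and sizes of these changes and earlier work, the paper proposes that H2Bub1 occupancy is mostly linked to active transcription but matters for the expression of only a part of the genes that carry it.

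**Figure D6:**
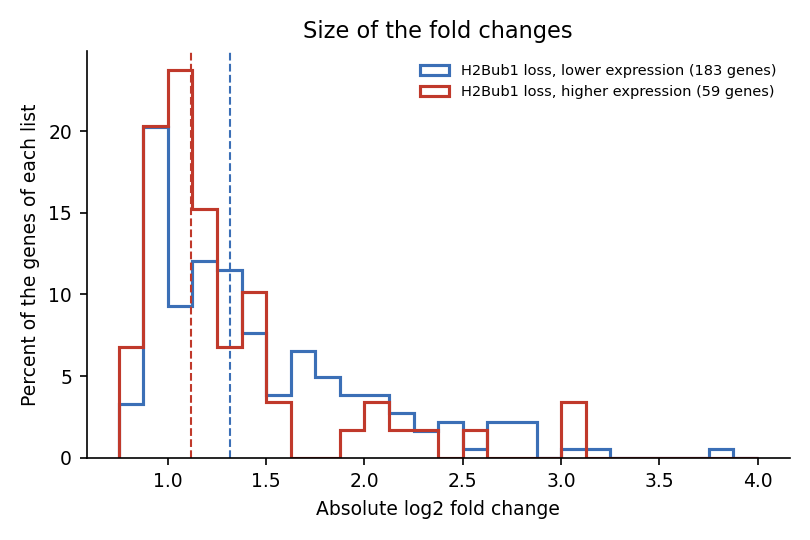
Distribution of absolute log2 fold changes between *Rnf40 ΔSC* and control nerves at P14 for genes with H2Bub1 loss and lower (blue, 183 genes) or higher (red, 59 genes) expression, as percent of the genes of each list. Dashed lines mark the medians, 1.32 and 1.12.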

In Rnf40-deficient SCs many genes with reduced expression after H2Bub1 loss represent genes that code for key myelin proteins or are involved in the production of the membrane lipids. These genes must be transcribed at very high levels during myelination so that dependency of their expression on H2Bub1 may result from the ability of H2Bub1 to boost transcription, for instance by increasing processivity of RNA polymerase II and recruiting transcription elongation complexes (3,48).

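In the control RNA-Seq libraries at P14, the 183 genes with H2Bub1 loss and lower expression had a median of 271 normalized counts (quartiles 93.5 and 608), above 89.5% of the genes tested. The 59 genes with H2Bub1 loss and higher expression had a median of 69.0 (quartiles 35.7 and 164), above 55.3%. Genes with more counts pass the thresholds more readily in both directions. The control level also enters the fold change by which both lists were chosen. That choice alone raises it in the list with lower expression and reduces it in the other. This comparison removes neither effect and so does not show that highly expressed genes depend more on H2Bub1.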

However, we also found genes with increased expression after H2Bub1 loss in Schwann cells, suggesting that H2Bub1 occupancy may sometimes suppress gene expression in a context-dependent and tissue-specific manner. Again, this is in good agreement with previous studies (5,17). One prominent gene that is normally repressed in Schwann cells by H2Bub1 is Sox2, a transcription factor closely associated with the immature state (36). Prolonged Sox2 expression in SCs has been shown to interfere with myelination and increase macrophage numbers in the peripheral nerve of transgenic animals (40). Phenotypic defects in *Rnf40^ΔSC^* mice may therefore be a consequence of the continued Sox2 expression in Rnf40-deficient SCs. However, we show in our study that correction of the aberrant Sox2 expression alone does not rescue the phenotype in our mouse mutants.

Another gene under H2Bub1 repression is Oct6, a transcription regulator of the promyelinating stage (37). In the adult SC, Oct6 needs to be shut off as its continued expression interferes with myelin homeostasis and maintenance of a mature state (49). We currently assume that both the persisting expression of Sox2 and Oct6 as well as the shortage of myelin proteins and lipids impede the proper generation of myelin sheaths. Thus, SCs are effectively stalled in the promyelinating stage or an early abnormal myelinating stage and prevented from reaching a fully mature homeostatic state.

Intriguingly, a substantial number of the genes that are affected in their expression by H2Bub1 loss have previously been identified as target genes of Egr2 (50). This transcription factor represents the central regulator of SC differentiation and peripheral myelination and is both involved in the downregulation of Sox2 and Oct6 as well as the upregulation of genes coding for myelin and lipid metabolic genes (36,41,51,52). Importantly, our study identified multiple direct interactions between Egr2 and the subunits of the H2B monoubiquitinating E3 ligase, and even showed that the Egr2-dependent induction of myelin genes in a heterologous cell line depends on the presence of Rnf40. To explain Rnf40 function in SCs, we therefore propose the following mode of action (Figure 7N). Once Egr2 is induced, it recruits the Rnf40/Rnf20 E3 ligase to a subset of its target genes resulting in H2B monoubiqitination around the transcriptional start site. This monoubiquitination facilitates chromatin state transitions and thereby ensures that several myelin and lipid metabolic genes are transcribed at sufficiently high levels to allow formation of myelin sheaths and their maintenance. Egr2-driven local Rnf40 recruitment and H2B monoubiquitination also leads to downregulation of Sox2 and Oct6 and thereby helps Egr2 to establish homeostatic control and a stable mature state in SCs. This mechanism would also predict that loss of H2B monoubiquitination in SCs may be instrumental in driving dedifferentiation and reprogramming into repair SCs under conditions where remyelination is required such as after nerve injury (53), and may thus represent a therapeutic target to enhance remyelination efficiency.

## DATA AVAILABILITY

All data generated or analyzed during this study are included in this published article and its supplementary information or were deposited in GEO under accession numbers GSE146646 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146646], GSE146629 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146629] and GSE146645 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146645].

## Supplementary Material

gkaa606_Supplemental_File Click here for additional data file.

# Supplementary material for: Egr2-guided histone H2B monoubiquitination is required for peripheral nervous system myelination
**Source:** Nucleic Acids Res. 2020 Jul 16;48(16):8959–76. doi: 10.1093/nar/gkaa606
**Supplement:** gkaa606_Supplemental_File

**Egr2-guided histone H2B monoubiquitination is required for  
peripheral nervous system myelination**

Hannah M. Wüst<sup>1</sup>, Amélie Wegener<sup>1</sup>, Franziska Fröb<sup>1</sup>, Anna C. Hartwig<sup>1</sup>, Florian Wegwitz<sup>2</sup>,  
Vijayalakshmi Kari<sup>2</sup>, Margit Schimmel<sup>3</sup>, Ernst. R. Tamm<sup>3</sup>, Steven A. Johnsen<sup>2,4</sup>, Michael  
Wegner<sup>1\*</sup>, Elisabeth Sock<sup>1\*</sup>

**Supplementary Data**

## SUPPLEMENTARY FIGURES

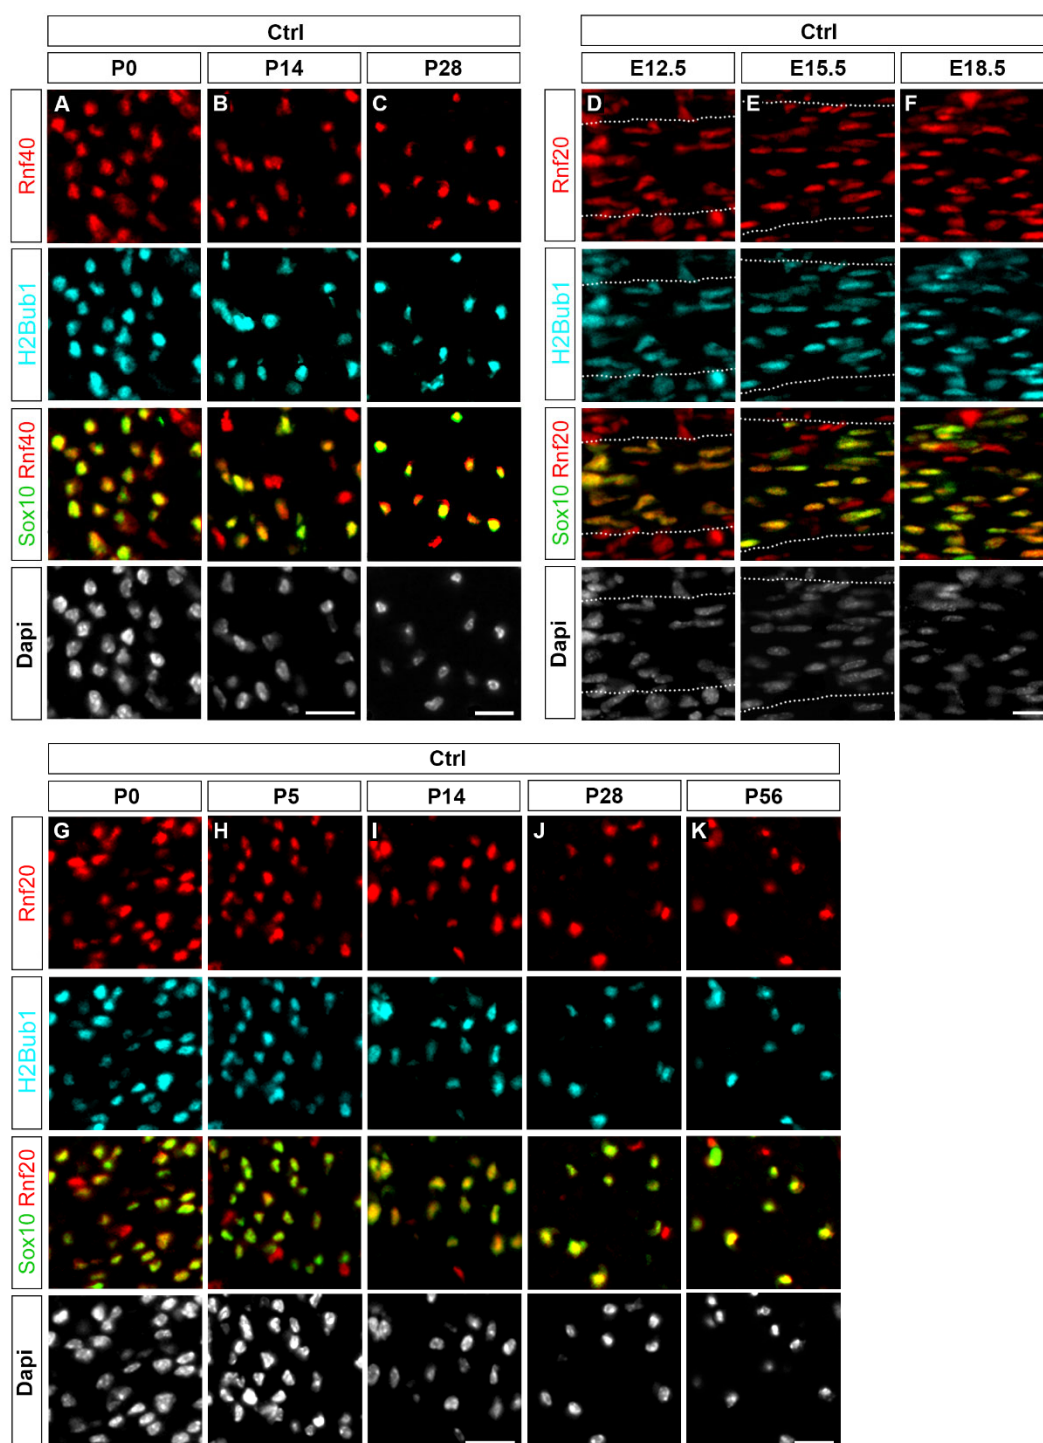

**Supplementary Figure S1: Expression of Rnf40 and Rnf20 in SCs.** (A-C) Temporal occurrence of Rnf40 in SCs of sciatic nerves from control mice at P0 (A), P14 (B) and P28 (C) as determined by co-immunofluorescence studies with antibodies against Rnf40 (red), H2bub1 (cyan) and Sox10 (green). (D-K) Temporal occurrence of Rnf20 in SCs of spinal (D-F) and sciatic (G-K) nerves from control mice at E12.5 (D), E15.5 (E), E18.5 (F), P0 (G), P5 (H), P14 (I), P28 (J) and P56 (K) as determined by co-immunofluorescence studies with antibodies against Rnf20 (red), H2bub1 (cyan) and Sox10 (green). Scale bars: 15µm.

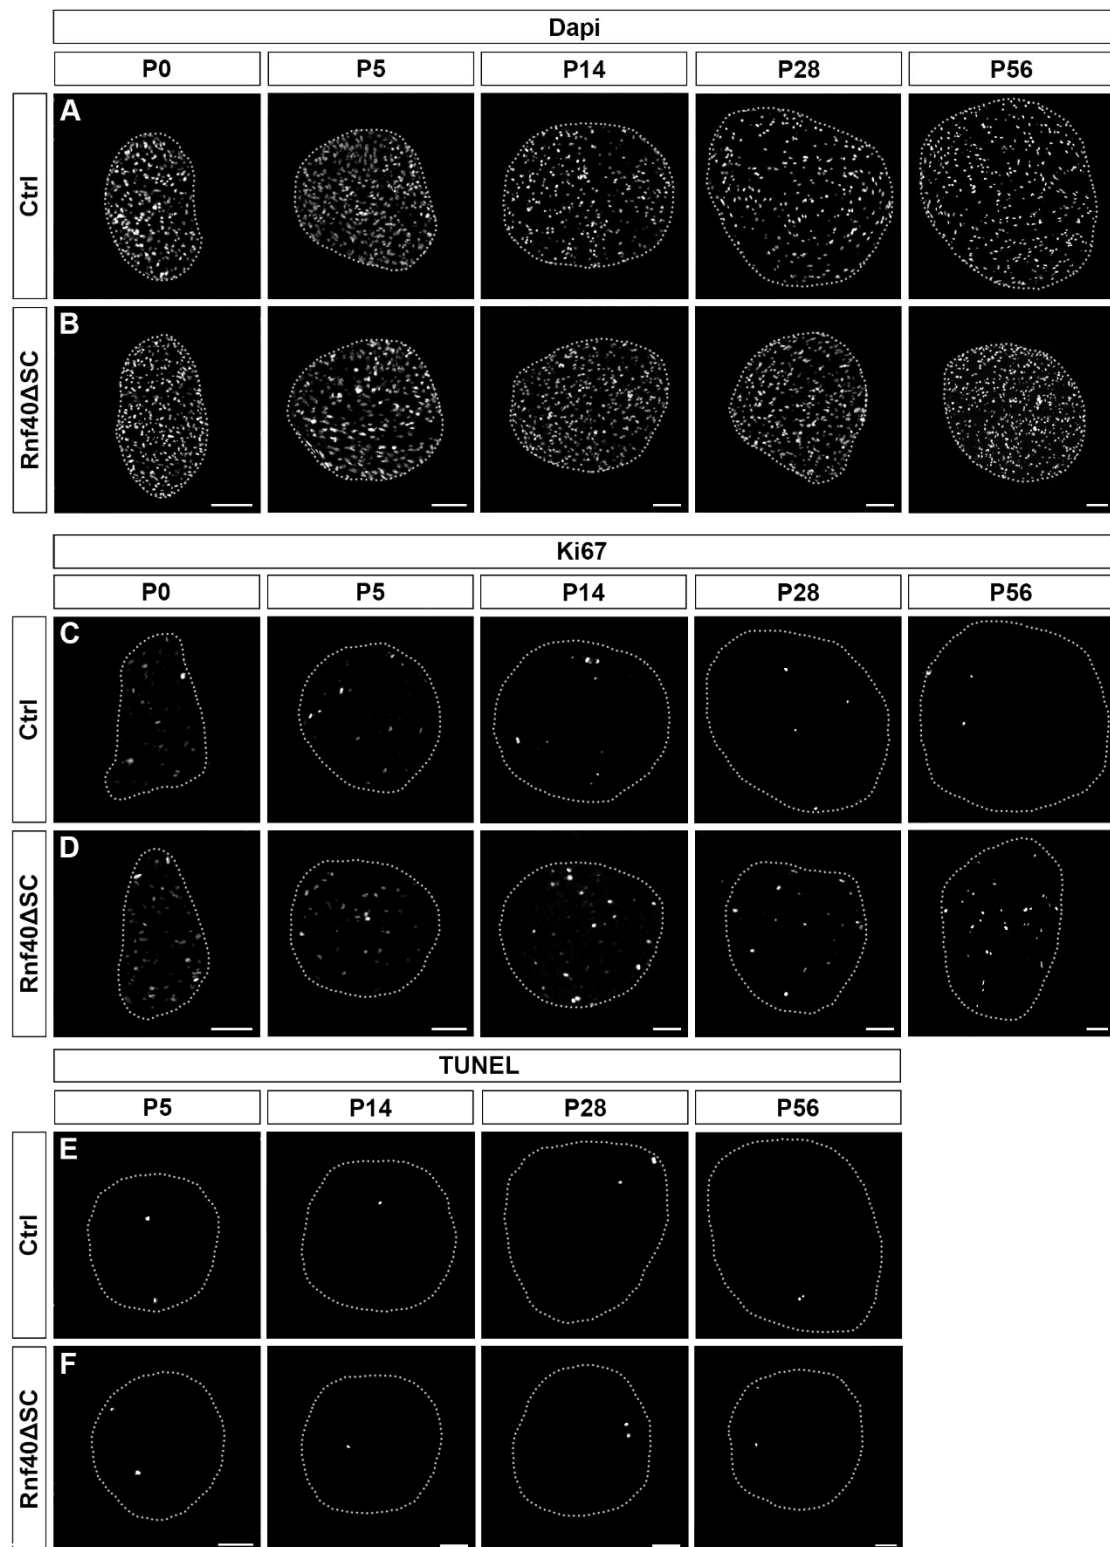

**Supplementary Figure S2: Sciatic nerve cells in *Rnf40<sup>ΔSC</sup>* mice.** (A,B) DAPI-staining of sciatic nerve sections of control (A) and *Rnf40<sup>ΔSC</sup>* (B) mice at P0, P5, P14, P28 and P56. (C,D) Immunohistochemical stainings of sciatic nerve sections of control (C) and *Rnf40<sup>ΔSC</sup>* (D) mice from P0 to P56 with antibodies directed against Ki67. (E,F) TUNEL of sciatic nerve sections of control (E) and *Rnf40<sup>ΔSC</sup>* (F) mice from P5 to P56. Sections were placed on a black background and are surrounded by a dotted line. Scale bars: 50μm.

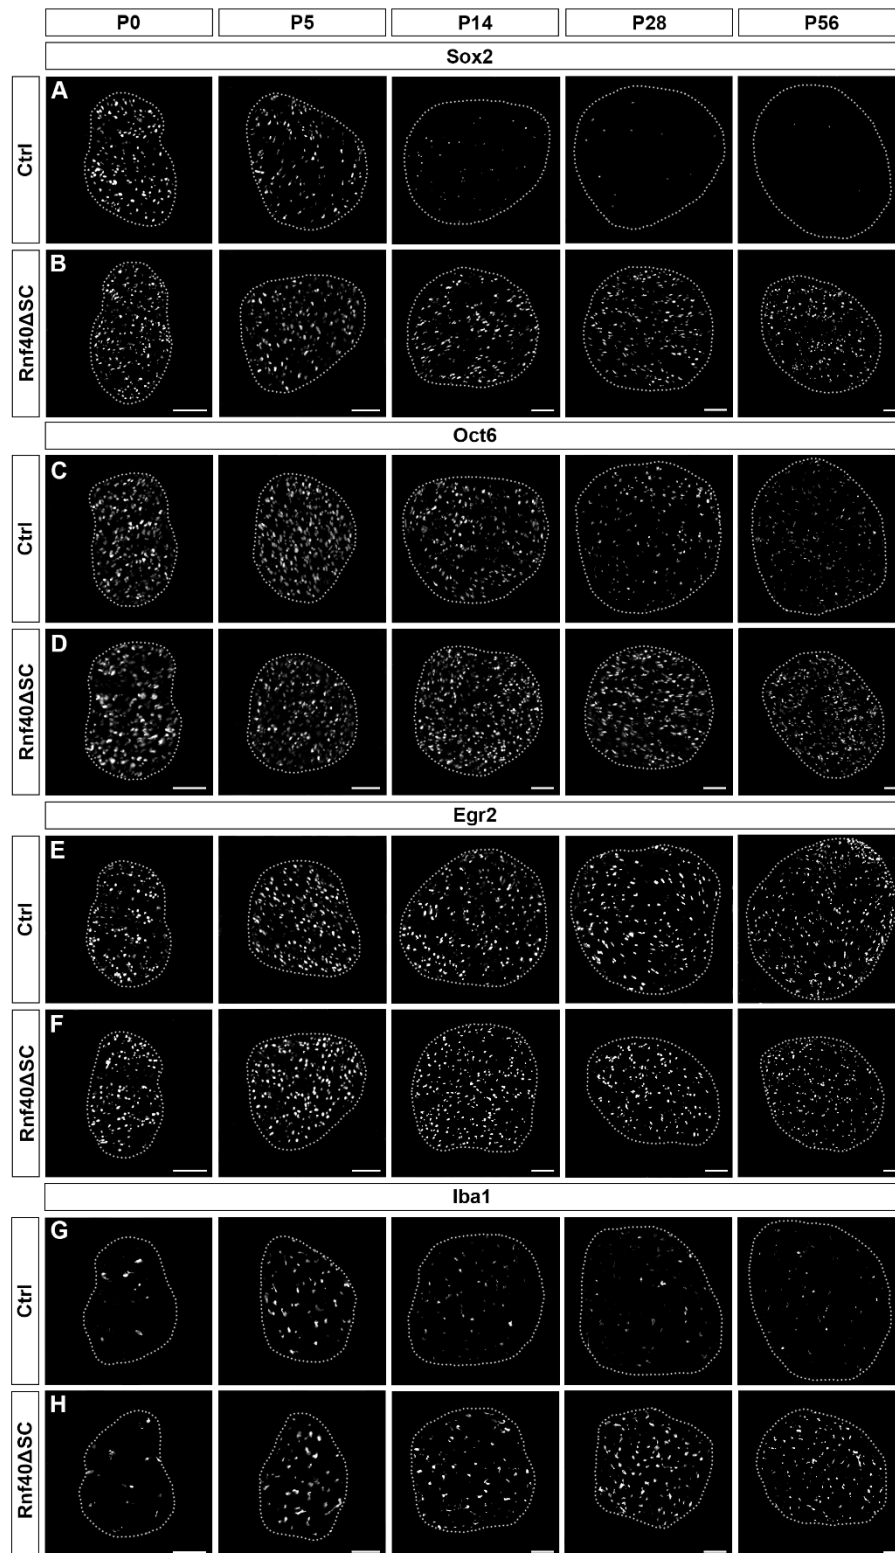

**Supplementary Figure S3: Expression of cell and stage marker proteins in *Rnf40*<sup>ΔSC</sup> mice.** (A-H) Immunohistochemical stainings of sciatic nerve sections of control (A,C,E,G) and *Rnf40*<sup>ΔSC</sup> (B,D,F,H) mice at P0, P5, P14, P28 and P56 with antibodies directed against Sox2 (A,B), Oct6 (C,D), Egr2 (E,F) and Iba1 (G,H). Sections were placed on a black background and are surrounded by a dotted line. Scale bars: 50μm.

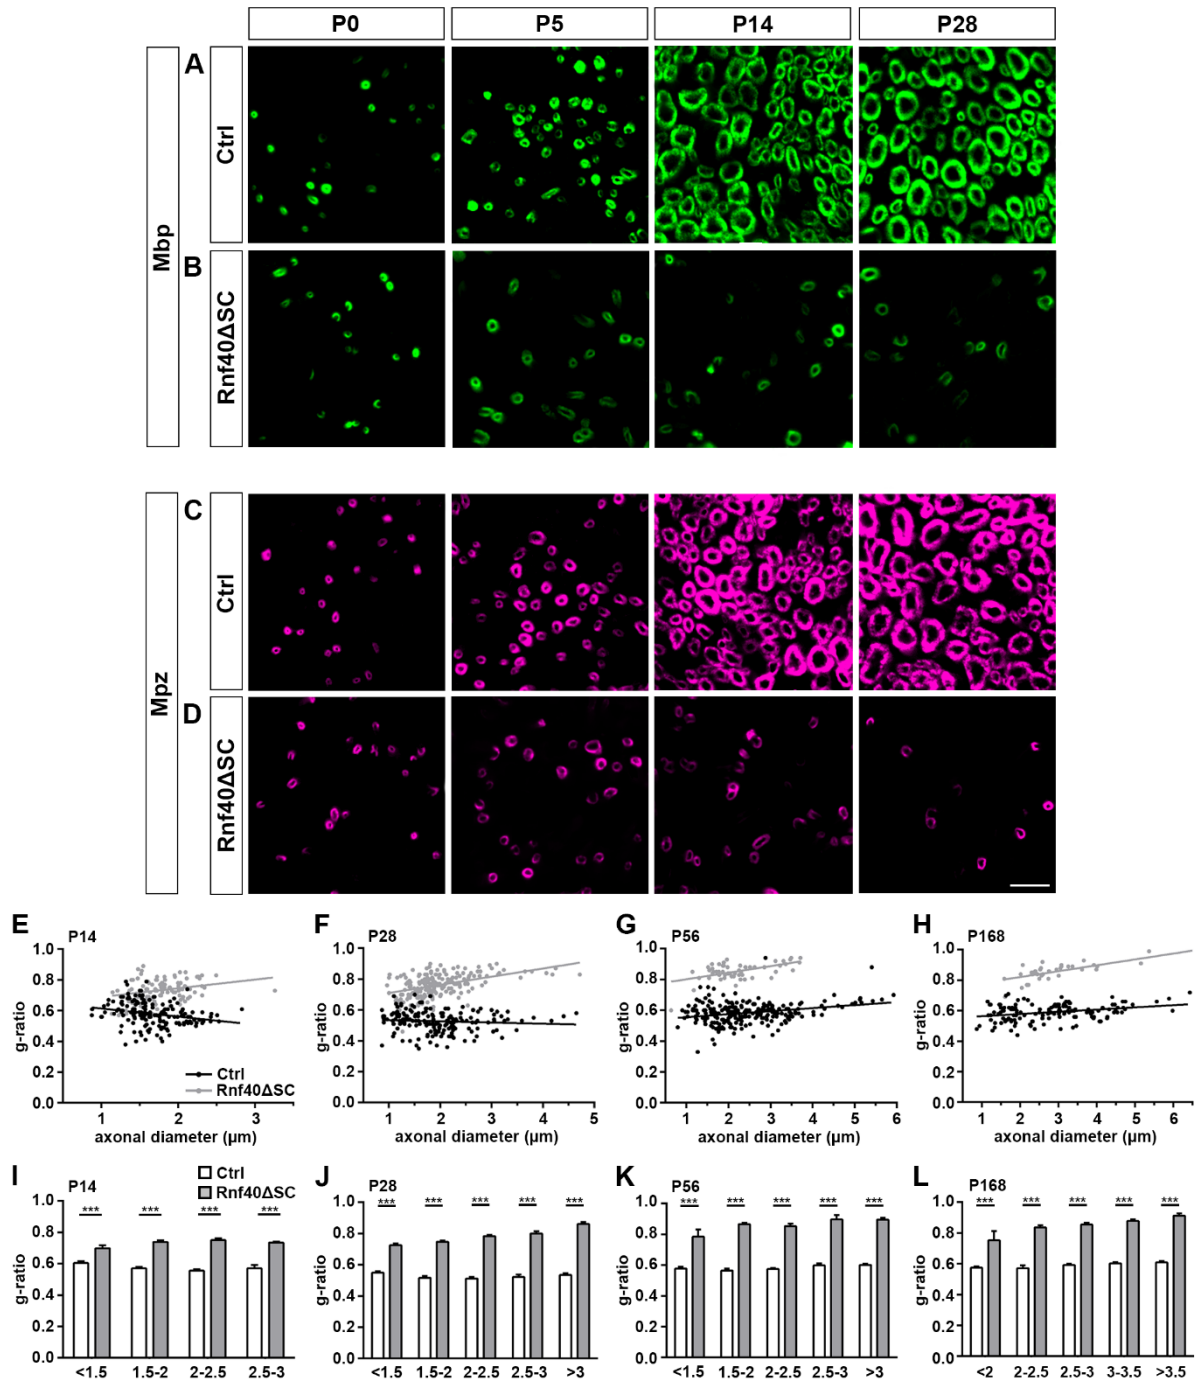

**Supplementary Figure S4: Expression of myelin proteins in *Rnf40* $\Delta$ SC mice.** (A-D) Immunohistochemical stainings of sciatic nerve sections of control (A,C) and *Rnf40* $\Delta$ SC (B,D) mice at P0, P5, P14 and P28 with antibodies directed against Mbp (A,B) and Mpz (C,D). Scale bar: 10 $\mu$ m. (E-L) Determination of single g-ratios (scatter plots in E-H) and mean g-ratio  $\pm$  SEM in relation to axon size after binning of axons according to their diameter (in  $\mu$ m) (I-L) from ultrathin sciatic nerve sections of control (black dots and white bars) and *Rnf40* $\Delta$ SC (gray dots and bars) mice at P14 (E,I), P28 (F,J), P56 (G,K) and P168 (H,L) using n = 100-300 axons for each age. Statistical significance was determined by unpaired two-tailed Student's t-test (\*,  $P \leq 0.05$ ; \*\*,  $P \leq 0.01$ ; \*\*\*,  $P \leq 0.001$ ). Exact values are provided in the Supplementary Tables.

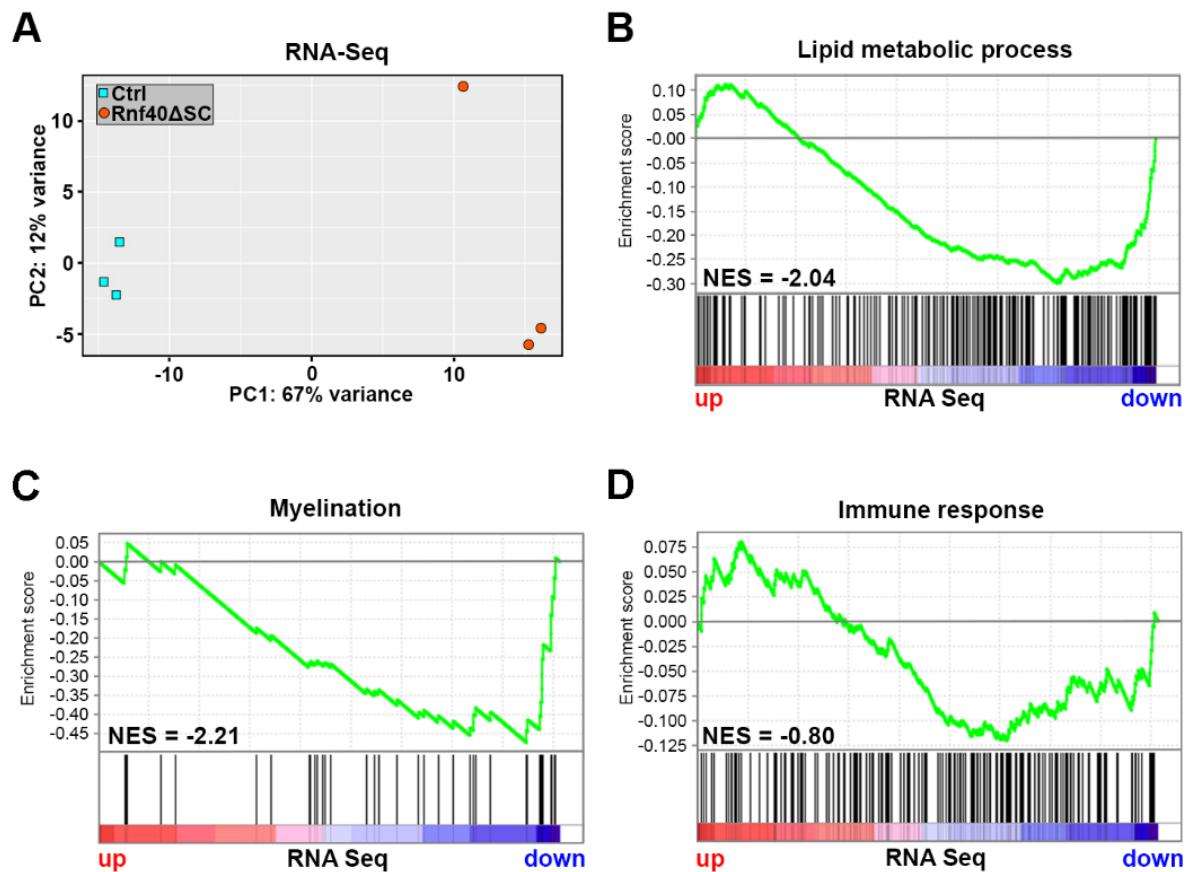

**Supplementary Figure S5: RNA-Seq data from sciatic nerves of control and *Rnf40* $\Delta$ SC mice.** (A) PCA plot of RNA-Seq samples from sciatic nerves of control (cyan squares) and *Rnf40* $\Delta$ SC (red dots) mice at P14. (B-D) Gene set enrichment plots from GSEA of RNA-Seq data with the following gene sets: lipid metabolic process (B), myelination (C) and immune response (D). The normalized enrichment score (NES) is shown in the lower left corner of each plot.

**A** H2Bub1 ChIP-Seq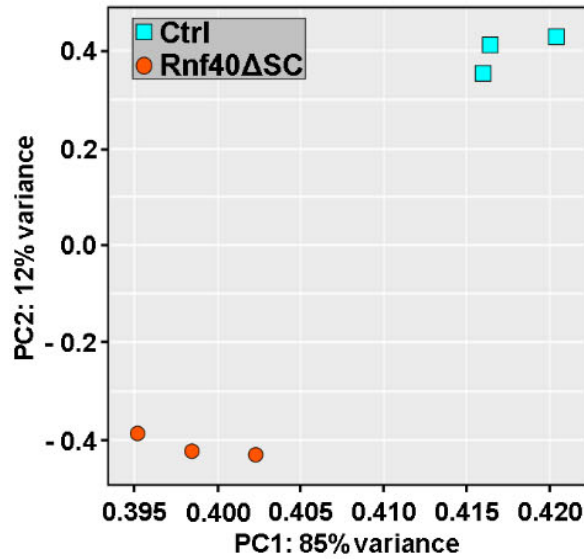**B** H2Bub1 ChIP-Seq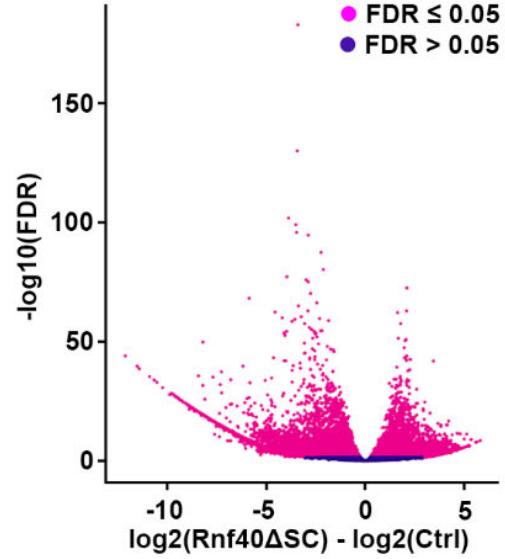**C** Downregulated genes (ChIP-Seq)

|               |          |         |         |         |        |          |         |          |           |           |
|---------------|----------|---------|---------|---------|--------|----------|---------|----------|-----------|-----------|
| 0610007P14Rik | Adap1    | Chp2    | Eda     | Fasn    | Hspa4l | Luzp2    | Myo1d   | Plekhb1  | Sc5d      | Snx7      |
| 4932411E22Rik | Adcy1    | Cldn19  | Efcc1   | Fdft1   | Hspb2  | Mag      | Ncmap   | Plxna3   | Sccpdh    | Sorbs1    |
| 5930403L14Rik | Agl      | Clip3   | Efh1    | Fdps    | Ifit2  | Mal      | Nek1    | Plxnb1   | Scn7a     | Sptb      |
| B230206H07Rik | Ak5      | Cmtm5   | Ell2    | Fgf1    | Il16   | Mapk8ip1 | Ngfr    | Plxnb3   | Sema3b    | Srp3k     |
| D430019H16Rik | Ank3     | Col23a1 | Elovl6  | Fhl3    | Insig1 | Matn2    | Nkain2  | Pmvk     | Sema4g    | Syna      |
| D630003M21Rik | Ankrd13b | Col28a1 | Elovl7  | Frmd3   | Itgb4  | Matn4    | Nln     | Polr3g   | Sept3     | Syt11     |
| D630045J12Rik | Anln     | Ctnna3  | Emid1   | Fscn1   | Kazn   | Mboat1   | Nr4a2   | Prkcq    | Serpinb6a | Tkt       |
| Aacs          | Apc2     | Cyp2j6  | Endod1  | Gal3st1 | Kcnk1  | Mbp      | Nrn1    | Prrg1    | Setd8     | Tll1      |
| Abca5         | Arhgap19 | Cyp39a1 | Epdr1   | Gas2l3  | Kcnmb4 | Megf6    | Nsdhl   | Prrg3    | Sgk3      | Tmem38a   |
| Abca7         | Art3     | Cyp51   | Fa2h    | Gbe1    | Kif19a | Mfsd2a   | Nsmf    | Prx      | Shc4      | Tmem62    |
| Acaca         | Aspa     | Ddn     | Faah    | Gpd1    | Ldlr   | Mgst3    | Ntrk3   | Pter     | Shpk      | Tmod2     |
| Acat2         | Asrgl1   | Deptor  | Fads1   | Gpr155  | Lgi1   | Mme      | Olfml2b | Ptprt    | Slc22a23  | Trp53cor1 |
| Acly          | Cadm4    | Dhcr24  | Fads2   | Gpr37l1 | Lgi4   | Mmp15    | Optn    | Rasgef1c | Slc25a23  | Ugt8a     |
| Acs11         | Cd59a    | Dhcr7   | Fam178b | H2-DMa  | Lhpp   | Mpz      | Pank1   | Reep6    | Slc41a2   | Vash1     |
| Acs13         | Cdh19    | Drp2    | Fam184a | Habp4   | Limch1 | Msmo1    | Pcsk6   | Rimkb    | Slc7a2    | Vat1l     |
| Acss2         | Chdh     | Dusp15  | Fam26e  | Hepacam | Lrrk2  | Mt3      | Pla2g16 | Rnf157   | Snca      | Zc4h2     |
| Adam22        | Chn2     | Ecscr   | Fam83f  | Hsd17b7 | Lss    | Mvk      | Plekha4 | Satb1    | Sncg      |           |

**D** Upregulated genes (ChIP-Seq)

|               |          |         |         |        |        |         |          |       |         |
|---------------|----------|---------|---------|--------|--------|---------|----------|-------|---------|
| 2610035D17Rik | Cadm1    | Csmd1   | Fhod3   | Hr     | Megf10 | Ncam1   | Ptpn3    | Syn3  | Trpm3   |
| Abcg1         | Cdc42ep3 | Cttnbp2 | Foxd3   | Igsf11 | Mpzl1  | Nipal1  | Rnf165   | Tbx2  | Tspan13 |
| Abtb2         | Cdh6     | Dock2   | Gcnt1   | Jam3   | Mycn   | Nr2f1   | Serpine2 | Tex9  | Ust     |
| Asxl3         | Chl1     | Elmo1   | Gnai1   | Kcnj10 | Nav1   | Pfas    | Sox2     | Timp3 | Zfx4    |
| Bzw2          | Chsy3    | Ezr     | Gpr137b | Lmo1   | Nav2   | Oct6    | Spint1   | Tmtc2 | Zfp612  |
| Cacna1d       | Coro2b   | Fam181b | Hcn1    | Lrrc4b | Ncald  | Ppp1r1b | Srgap1   | Tnik  | Zswim5  |

**Supplementary Figure S6: ChIP-Seq data from sciatic nerves of control and *Rnf40*<sup>ΔSC</sup> mice.** (A,B) PCA (A) and Volcano (B) plots of ChIP-Seq samples from sciatic nerves of control (cyan squares) and *Rnf40*<sup>ΔSC</sup> (red dots) mice at P14. (C,D) Lists of genes that exhibit decreased H2Bub1 peaks and downregulated (C) or upregulated (D) expression in *Rnf40*<sup>ΔSC</sup> sciatic nerves at P14.

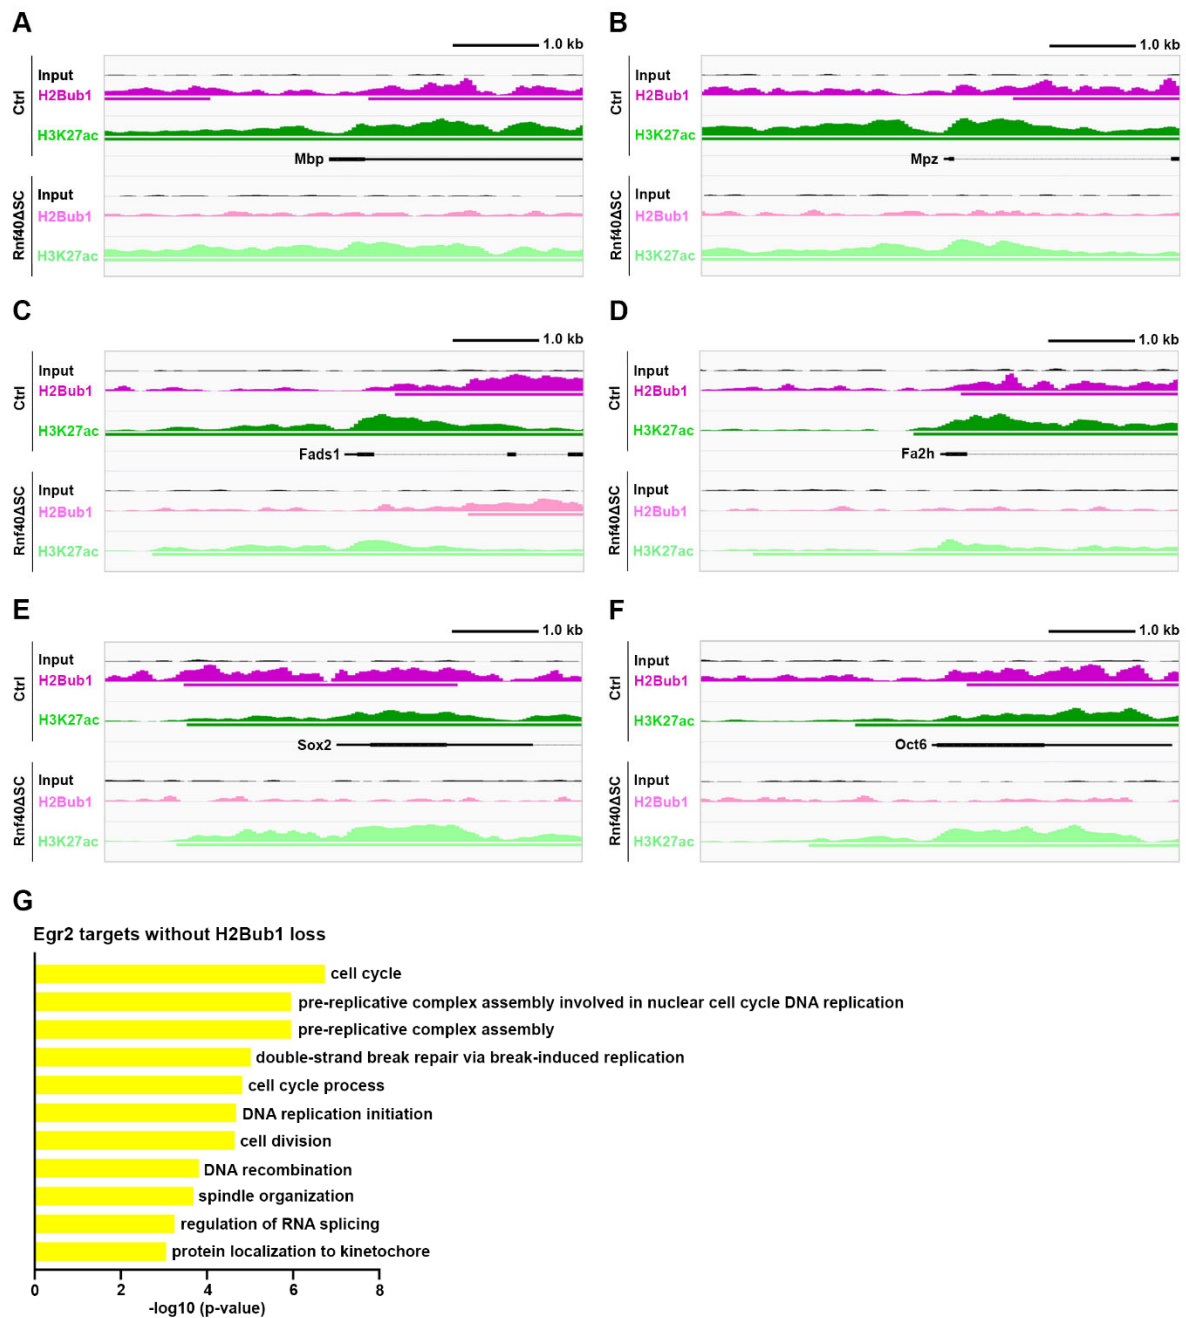

**Supplementary Figure S7: Analysis of histone modifications around the TSS of select genes and Egr2 targets without H2Bub1 alterations.** (A-F) Selected IGV tracks showing H2Bub1 and H3K27ac distribution around the TSS of *Mbp* (A), *Mpz* (B), *Fads1* (C), *Fah2* (D), *Sox2* (E) and *Oct6* (F) genes in nerves of control (upper part, dark colors) and Rnf40 $\Delta$ SC (lower part, light colors) as determined in ChIP-Seq experiments relative to input. Direction of transcription is from left to right. Transcripts are marked by a black line with line thickness increasing from intronic regions via exons to translated regions. Scale bar: 1 kb. (G) GO analysis of Egr2 target genes with unchanged H2Bub1 status in Rnf40 $\Delta$ SC nerves.

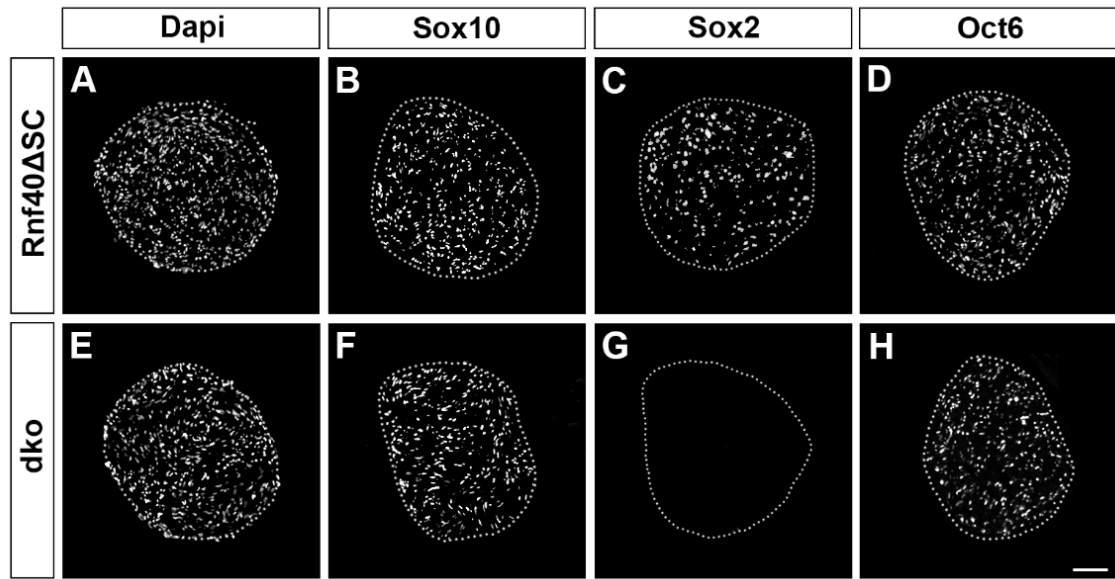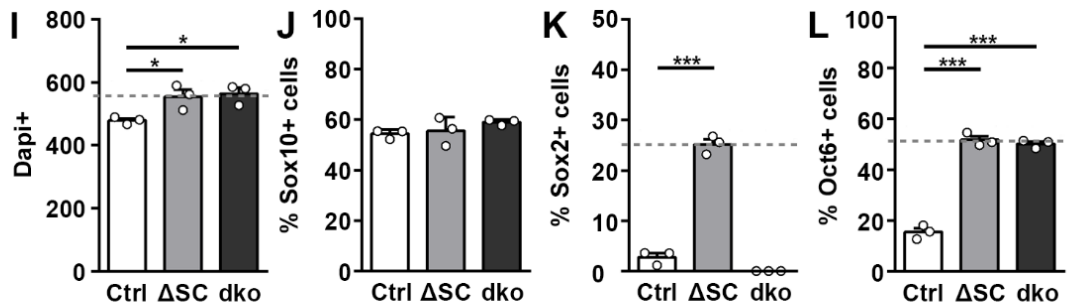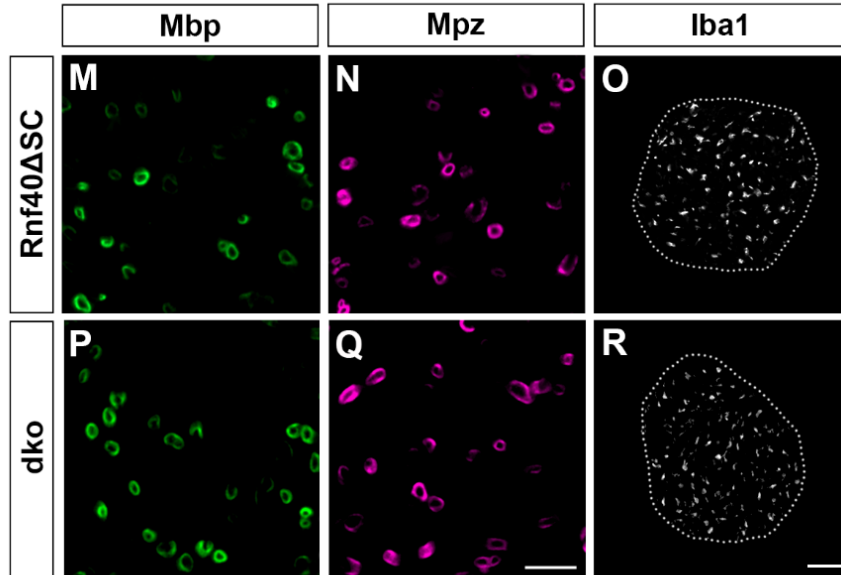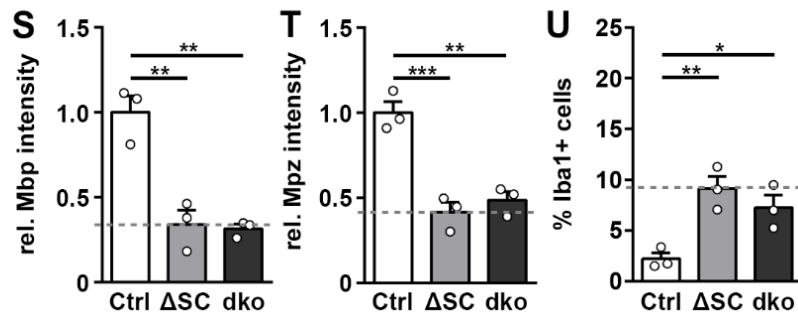

**Supplementary Figure S8: Sciatic nerve comparison in *Rnf40*<sup>ΔSC</sup> and *Sox2*<sup>ΔSC</sup> *Rnf40*<sup>ΔSC</sup> mice.** (A-H) Stainings of sciatic nerve sections of *Rnf40*<sup>ΔSC</sup> (A-D) and *Sox2*<sup>ΔSC</sup> *Rnf40*<sup>ΔSC</sup> (dko) (E-H) mice at P28 with DAPI (A,E) and antibodies directed against Sox10 (B,F), Sox2 (C,G) and Oct6 (D,H). (I-L) Quantification of the number of total cells (I), the relative contribution of Sox10-positive SCs to the overall cell population (J) and the percentage of Sox2-positive immature (K) and Oct6-positive promyelinating (L) SCs among all SCs in sciatic nerve sections of control (Ctrl, white bars), *Rnf40*<sup>ΔSC</sup> (ΔSC; light gray bars) and *Sox2*<sup>ΔSC</sup> *Rnf40*<sup>ΔSC</sup> (dark gray bars) mice (n = 3; mean values ± SEM). (M-R) Stainings of sciatic nerve sections of *Rnf40*<sup>ΔSC</sup> (M-O) and *Sox2*<sup>ΔSC</sup> *Rnf40*<sup>ΔSC</sup> (P-R) mice at P28 with antibodies directed against Mbp (M,P), Mpz (N,Q) and Iba1 (O,R). (S-U) Comparison of Mbp (S) and Mpz (T) signal intensities and the relative contribution of Iba1-positive macrophages to the overall cell population (U) in sciatic nerve sections of control, *Rnf40*<sup>ΔSC</sup> and *Sox2*<sup>ΔSC</sup> *Rnf40*<sup>ΔSC</sup> mice at P28 by quantification of sections stained with respective antibodies (n = 3; mean values ± SEM). Scale bars: 10μm in Q, 50μm in H,R. Statistical significance was determined by One-way ANOVA with Bonferroni's multiple comparisons test (\*, P ≤0.05; \*\*, P ≤0.01; \*\*\*, P ≤0.001). Exact values are provided in the Supplementary Tables.

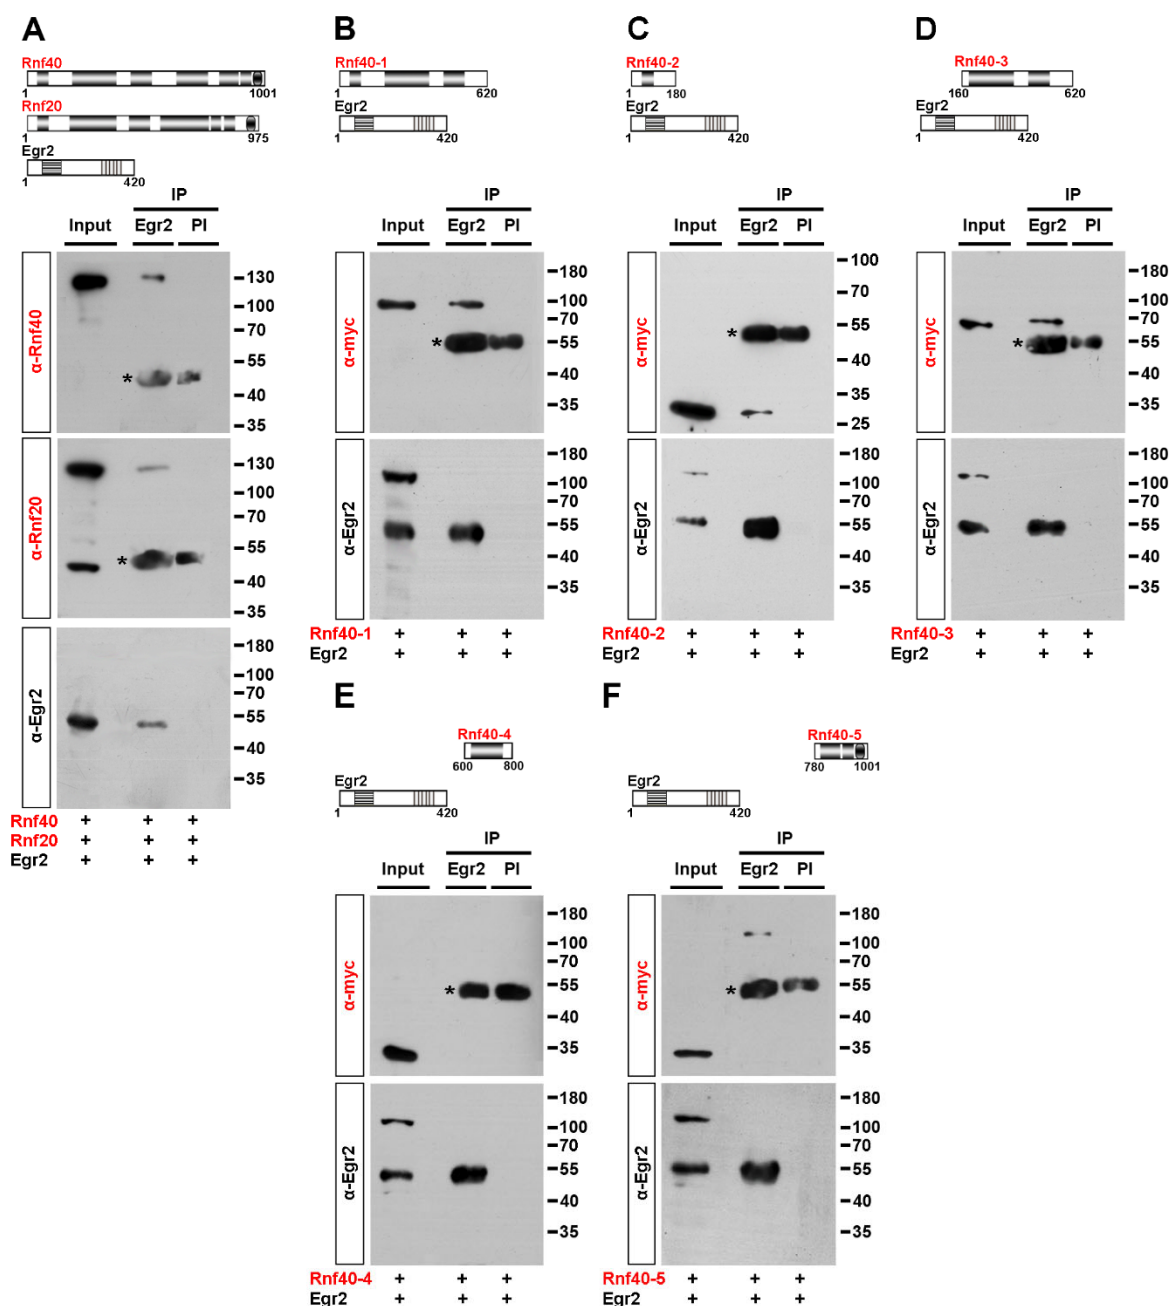

**Supplementary Figure S9: Physical interaction between Egr2, Rnf40 and Rnf20 (part 1).** (A-F) Uncropped western blots documenting co-immunoprecipitation (IP) of full length Rnf40 and full length Rnf20 (A) or myc-tagged Rnf40 truncated versions as depicted above the panels (B-F) with antibodies directed against Egr2 from extracts of HEK293T cells transfected with expression plasmids as indicated below the panels. Precipitation with preimmune serum (PI) served as control. Asterisks marks unspecific bands of Egr2 antibody heavy chains. Numbers on the right of panels indicate position of co-electrophoresed size markers in kDa.

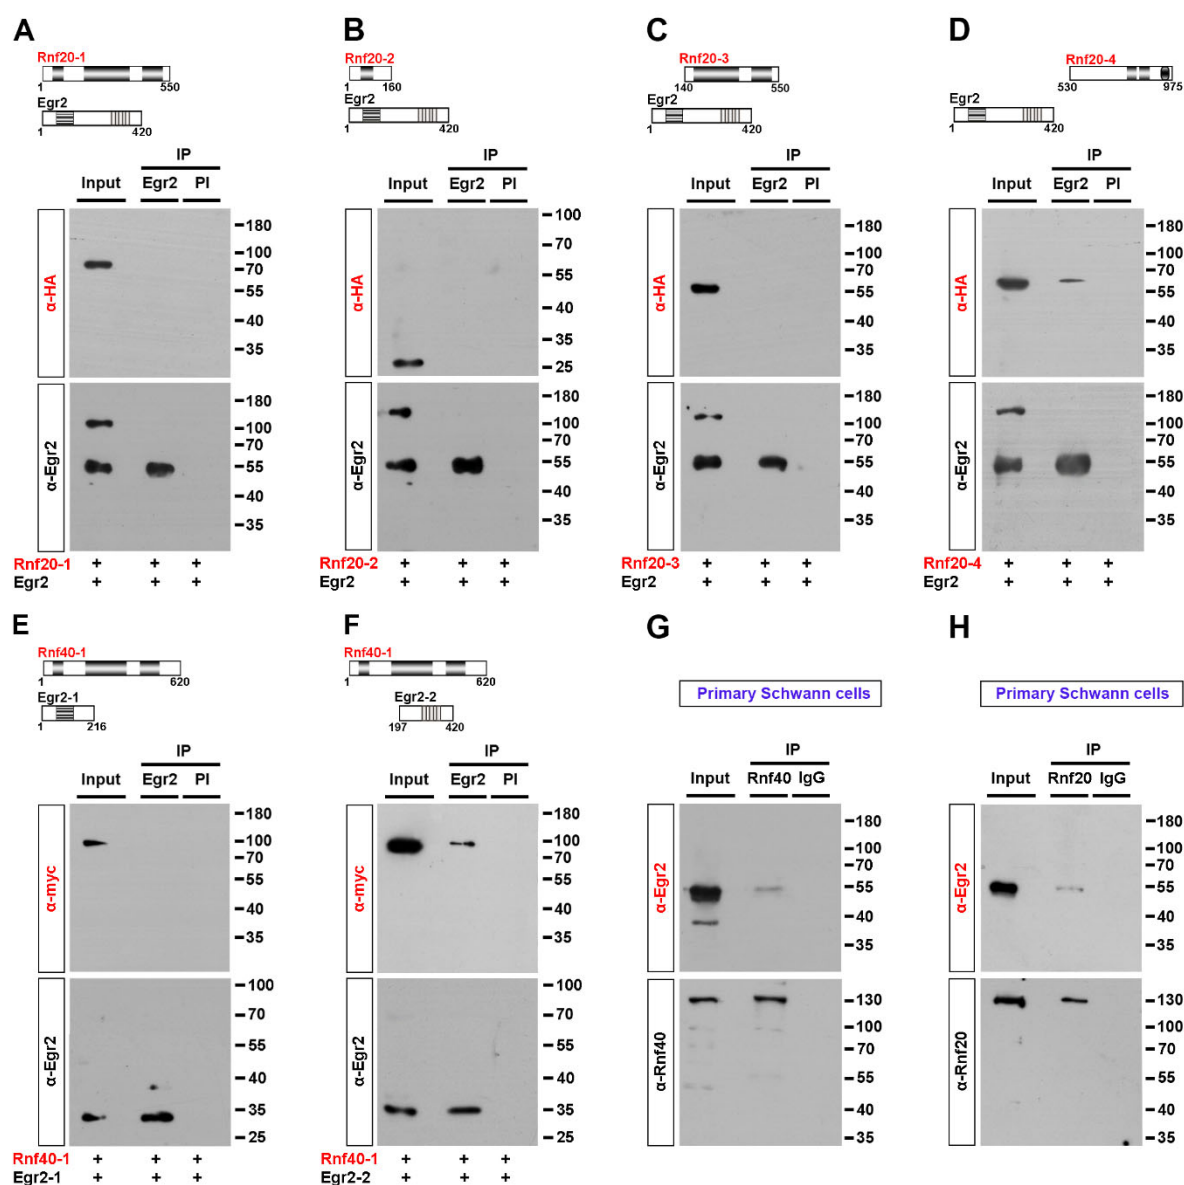

**Supplementary Figure S10: Physical interaction of Egr2, Rnf40 and Rnf20 (part 2).** (A-D) Uncropped western blots documenting co-immunoprecipitation (IP) of HA-tagged Rnf20 truncated versions as depicted above the panels with antibodies directed against Egr2 from extracts of HEK293T cells transfected with expression plasmids as indicated below the panels. (E,F) Uncropped western blots documenting co-immunoprecipitation (IP) of Egr2 truncated versions as depicted above the panels with antibodies directed against myc-tagged Rnf40 from extracts of HEK293T cells transfected with expression plasmids as indicated below the panels. Precipitation with preimmune serum (PI) served as control. (G,H) Uncropped western blots documenting co-immunoprecipitation of Egr2 with antibodies directed against Rnf40 (G) and Rnf20 (H) from extracts of differentiating SC cultures. Precipitation with IgG served as control. Numbers on the right of panels indicate position of co-electrophoresed size markers in kDa.

## SUPPLEMENTARY TABLES

Percentage of Rnf40-positive SCs in control and Rnf40<sup>ΔSC</sup> mice (Fig. 1M)

| Age | Genotype | Mean value ± SEM |
|-----|----------|------------------|
| P0  | control  | 100.00 ± 0       |
|     | Rnf40ΔSC | 0.00 ± 0         |

Number of Dapi-positive cells in sciatic nerves of control and Rnf40<sup>ΔSC</sup> mice (Fig. 2, Supplementary Fig. S8)

| Marker | Age | Genotype | Mean value ± SEM |
|--------|-----|----------|------------------|
| Dapi   | P0  | control  | 256.22 ± 8.75    |
|        |     | Rnf40ΔSC | 240.32 ± 7.23    |
|        | P5  | control  | 527.15 ± 17.21   |
|        |     | Rnf40ΔSC | 492.76 ± 23.43   |
|        | P14 | control  | 555.00 ± 19.41   |
|        |     | Rnf40ΔSC | 632.20 ± 27.62   |
|        | P28 | control  | 474.75 ± 17.13   |
|        |     | control  | 479.10 ± 6.72    |
|        |     | Rnf40ΔSC | 548.88 ± 23.58   |
|        |     | Rnf40ΔSC | 554.10 ± 22.75   |
|        |     | dko      | 563.90 ± 18.67   |
|        | P56 | control  | 420.25 ± 27.38   |
|        |     | Rnf40ΔSC | 518.92 ± 11.62   |

Percentage of marker-positive cells in sciatic nerves of control and Rnf40<sup>ΔSC</sup> mice (Fig. 2, Fig. 3, Supplementary Fig. S8)

| Marker | Age | Genotype | Mean value ± SEM |
|--------|-----|----------|------------------|
| Sox10  | P0  | control  | 74.22 ± 1.23     |
|        |     | Rnf40ΔSC | 73.82 ± 1.12     |
|        | P5  | control  | 67.60 ± 1.12     |
|        |     | Rnf40ΔSC | 69.55 ± 0.64     |
|        | P14 | control  | 67.08 ± 1.11     |
|        |     | Rnf40ΔSC | 68.64 ± 1.43     |
|        | P28 | control  | 54.33 ± 1.05     |
|        |     | Rnf40ΔSC | 55.52 ± 3.22     |
|        |     | dko      | 58.98 ± 0.67     |
|        | P56 | control  | 57.46 ± 1.27     |
|        |     | Rnf40ΔSC | 56.45 ± 2.00     |
| Ki67   | P0  | control  | 6.99 ± 0.95      |
|        |     | Rnf40ΔSC | 11.50 ± 0.81     |
|        | P5  | control  | 3.10 ± 0.59      |
|        |     | Rnf40ΔSC | 10.43 ± 1.90     |
|        | P14 | control  | 2.15 ± 0.51      |
|        |     | Rnf40ΔSC | 4.88 ± 0.57      |

|      |     |                   |              |
|------|-----|-------------------|--------------|
|      | P5  | control           | 43.10 ± 0.86 |
|      |     | Rnf40 $\Delta$ SC | 45.34 ± 1.03 |
|      | P14 | control           | 47.25 ± 1.73 |
|      |     | Rnf40 $\Delta$ SC | 49.87 ± 1.22 |
|      | P28 | control           | 50.00 ± 1.84 |
|      |     | Rnf40 $\Delta$ SC | 43.86 ± 2.56 |
| Iba1 | P56 | control           | 48.58 ± 2.29 |
|      |     | Rnf40 $\Delta$ SC | 48.11 ± 1.82 |
|      | P0  | control           | 1.80 ± 0.16  |
|      |     | Rnf40 $\Delta$ SC | 2.75 ± 0.34  |
|      | P5  | control           | 2.67 ± 0.09  |
|      |     | Rnf40 $\Delta$ SC | 3.89 ± 0.13  |
|      | P14 | control           | 2.63 ± 0.55  |
|      |     | Rnf40 $\Delta$ SC | 5.15 ± 1.27  |
|      | P28 | control           | 2.19 ± 0.58  |
|      |     | Rnf40 $\Delta$ SC | 9.12 ± 1.22  |
|      |     | dko               | 7.23 ± 1.23  |
|      | P56 | control           | 2.81 ± 0.21  |
|      |     | Rnf40 $\Delta$ SC | 8.87 ± 0.67  |

Percentage of unmyelinated large caliber axons in sciatic nerves of control and Rnf40<sup>ASC</sup> mice (Fig. 4R)

| Age  | Genotype          | Mean value ± SEM |
|------|-------------------|------------------|
| P14  | control           | 0.00 ± 0.00      |
|      | Rnf40 $\Delta$ SC | 37.05 ± 2.44     |
| P28  | control           | 0.00 ± 0.00      |
|      | Rnf40 $\Delta$ SC | 41.05 ± 4.00     |
| P56  | control           | 0.00 ± 0.00      |
|      | Rnf40 $\Delta$ SC | 80.08 ± 4.52     |
| P168 | control           | 0.00 ± 0.00      |
|      | Rnf40 $\Delta$ SC | 78.26 ± 1.34     |

Numbers of large caliber axons in tibial branch of sciatic nerves of control and Rnf40<sup>ASC</sup> mice (Fig 4T)

| Age  | Genotype          | Mean value ± SEM |
|------|-------------------|------------------|
| P14  | control           | 2945.38 ± 25.28  |
|      | Rnf40 $\Delta$ SC | 2941.99 ± 103.22 |
| P28  | control           | 2954.74 ± 75.72  |
|      | Rnf40 $\Delta$ SC | 2227.63 ± 38.01  |
| P56  | control           | 2879.66 ± 27.08  |
|      | Rnf40 $\Delta$ SC | 2031.43 ± 15.62  |
| P168 | control           | 2961.02 ± 52.37  |
|      | Rnf40 $\Delta$ SC | 1784.58 ± 53.36  |

G-ratio of myelin sheaths in sciatic nerves of control and Rnf40<sup>ΔSC</sup> mice  
(Fig. 4S, Supplementary Fig. 4I-L)

| Age  | Genotype          | Mean value ± SEM |
|------|-------------------|------------------|
| P14  | control           | 0.58 ± 0.01      |
|      | <1.5μm Ø axons    | 0.61 ± 0.01      |
|      | 1.5-2.0μm Ø axons | 0.57 ± 0.01      |
|      | 2.0-2.5μm Ø axons | 0.56 ± 0.01      |
|      | 2.5-3.0μm Ø axons | 0.57 ± 0.02      |
|      | Rnf40ΔSCs         | 0.73 ± 0.01      |
|      | <1.5μm Ø axons    | 0.70 ± 0.02      |
|      | 1.5-2.0μm Ø axons | 0.74 ± 0.01      |
|      | 2.0-2.5μm Ø axons | 0.75 ± 0.01      |
|      | 2.5-3.0μm Ø axons | 0.74 ± 0.01      |
| P28  | control           | 0.53 ± 0.01      |
|      | <1.5μm Ø axons    | 0.55 ± 0.01      |
|      | 1.5-2.0μm Ø axons | 0.52 ± 0.01      |
|      | 2.0-2.5μm Ø axons | 0.51 ± 0.01      |
|      | 2.5-3.0μm Ø axons | 0.52 ± 0.02      |
|      | >3.0μm Ø axons    | 0.54 ± 0.01      |
|      | Rnf40ΔSCs         | 0.76 ± 0.01      |
|      | <1.5μm Ø axons    | 0.73 ± 0.01      |
|      | 1.5-2.0μm Ø axons | 0.75 ± 0.01      |
|      | 2.0-2.5μm Ø axons | 0.78 ± 0.01      |
|      | 2.5-3.0μm Ø axons | 0.80 ± 0.02      |
|      | >3.0μm Ø axons    | 0.85 ± 0.01      |
| P56  | control           | 0.58 ± 0.01      |
|      | <1.5μm Ø axons    | 0.58 ± 0.01      |
|      | 1.5-2.0μm Ø axons | 0.57 ± 0.01      |
|      | 2.0-2.5μm Ø axons | 0.58 ± 0.01      |
|      | 2.5-3.0μm Ø axons | 0.60 ± 0.01      |
|      | >3.0μm Ø axons    | 0.60 ± 0.01      |
|      | Rnf40ΔSCs         | 0.83 ± 0.01      |
|      | <1.5μm Ø axons    | 0.75 ± 0.04      |
|      | 1.5-2.0μm Ø axons | 0.86 ± 0.01      |
|      | 2.0-2.5μm Ø axons | 0.83 ± 0.01      |
|      | 2.5-3.0μm Ø axons | 0.86 ± 0.01      |
|      | >3.0μm Ø axons    | 0.90 ± 0.01      |
| P168 | control           | 0.59 ± 0.01      |
|      | <2μm Ø axons      | 0.58 ± 0.01      |
|      | 2.0-2.5μm Ø axons | 0.57 ± 0.02      |
|      | 2.5-3.0μm Ø axons | 0.59 ± 0.01      |
|      | 3.0-3.5μm Ø axons | 0.60 ± 0.01      |
|      | >3.5μm Ø axons    | 0.61 ± 0.01      |
|      | Rnf40ΔSCs         | 0.84 ± 0.03      |
|      | <2μm Ø axons      | 0.75 ± 0.06      |

|  |                   |             |
|--|-------------------|-------------|
|  | 2.0-2.5µm Ø axons | 0.84 ± 0.01 |
|  | 2.5-3.0µm Ø axons | 0.85 ± 0.01 |
|  | 3.0-3.5µm Ø axons | 0.88 ± 0.01 |
|  | >3.5µm Ø axons    | 0.91 ± 0.01 |

Genes with changed expression in Rnf40<sup>ASC</sup> sciatic nerves (Fig. 5D,E,G,H)

| Cellular Process   | Gene    | log2 fold change ± SEM | adjusted P-value |
|--------------------|---------|------------------------|------------------|
| myelination        | Gjb1    | -1,78 ± 0,18           | < 0.0001         |
|                    | Mag     | -1.95 ± 0.12           | < 0.0001         |
|                    | Mal     | -1.61 ± 0.08           | < 0.0001         |
|                    | Mbp     | -1.61 ± 0.07           | < 0.0001         |
|                    | Mpz     | -2.12 ± 0.07           | < 0.0001         |
|                    | Nfasc   | -0.77 ± 0.08           | < 0.0001         |
|                    | Pmp22   | -2.11 ± 0.07           | < 0.0001         |
|                    | Prx     | -1.58 ± 0.06           | < 0.0001         |
| lipid biosynthesis | Acss1   | -2.62 ± 0.23           | < 0.0001         |
|                    | Fa2h    | -2.30 ± 0.10           | < 0.0002         |
|                    | Fasn    | -2.05 ± 0.09           | < 0.0003         |
|                    | Hmgcr   | -2.08 ± 0.10           | < 0.0004         |
|                    | Hsd17b7 | -2.30 ± 0.22           | < 0.0005         |
|                    | Lss     | -3.43 ± 0.28           | < 0.0006         |
|                    | Msmo1   | -2.59 ± 0.12           | < 0.0007         |
| cell adhesion      | Cadm1   | 1.28 ± 0.12            | < 0.0001         |
|                    | Cdh10   | 1.12 ± 0.30            | 0,0001           |
|                    | Chl1    | 0.98 ± 0.15            | < 0.0001         |
|                    | Col7a1  | 1.21 ± 0.22            | < 0.0001         |
|                    | Jam3    | 0.97 ± 0.11            | < 0.0001         |
|                    | Lama1   | 3.96 ± 0.37            | < 0.0001         |
|                    | Ncan    | 4.14 ± 0.37            | < 0.0001         |
| stage-specific TFs | Pax3    | 0.00 ± 0.00            | N/A              |
|                    | Tfap2a  | -0.19 ± 0.40           | 0,8365           |
|                    | cJun    | 0.11 ± 0.15            | 0,7202           |
|                    | Hes5    | -0.12 ± 0.21           | 0,5542           |
|                    | Hey1    | -0.11 ± 0.27           | 0,8672           |
|                    | Hey2    | -0.49 ± 0.45           | 0,5578           |
|                    | Zeb2    | -0.32 ± 0.08           | 0,0016           |
|                    | Sox2    | 1.77 ± 0.28            | < 0.0001         |
|                    | Brn2    | 1.76 ± 0.17            | < 0.0001         |
|                    | Oct6    | 2.02 ± 0.12            | < 0.0001         |

Expression plasmids for Rnf40, Rnf20 and Egr2 (Fig.7, Supplementary Fig. S9 & S10)

| Plasmid/Fragment | Amino acids | Tag | Contained domains         | Mol. weight (kDa) |
|------------------|-------------|-----|---------------------------|-------------------|
| pCMV5-Rnf40      | 1-1001      | myc | coiled coil, RING finger  | 130               |
| pCMV5-Rnf40-1    | 1-620       | myc | coiled coil               | 90                |
| pCMV5-Rnf40-2    | 1-180       | myc | coiled coil               | 25                |
| pCMV5-Rnf40-3    | 160-620     | myc | coiled coil               | 65                |
| pCMV5-Rnf40-4    | 600-800     | myc | coiled coil               | 30                |
| pCMV5-Rnf40-5    | 780-1001    | myc | coiled coil, RING finger  | 32                |
| pCMV5-Rnf20      | 1-975       | HA  | coiled coil, RING finger  | 125               |
| pCMV5-Rnf20-1    | 1-550       | HA  | coiled coil               | 70                |
| pCMV5-Rnf20-2    | 1-160       | HA  | coiled coil               | 25                |
| pCMV5-Rnf20-3    | 140-550     | HA  | coiled coil               | 55                |
| pCMV5-Rnf20-4    | 530-975     | HA  | coiled coil, RING finger  | 65                |
| pCMV5-Egr2       | 1-420       | /   | DUF3446, C2H2 Zinc finger | 50                |
| pCMV5-Egr2-1     | 1-216       | /   | DUF3446                   | 27                |
| pCMV5-Egr2-2     | 197-420     | /   | C2H2 Zinc finger          | 30                |

Determination of endogenous transcript levels of selected myelin genes in Neuro2a cells transfected with various combinations of expression plasmids (Fig. 7J-M)

| Gene | Primer                                                    | Effector       | Mean $\pm$ SEM   |
|------|-----------------------------------------------------------|----------------|------------------|
| Mbp  | 5'-CCAAGTTCACCCCTACTCCA-3'<br>5'-TAAGTCCCCGTTTCCTGTTG-3'  | -              | 1.00 $\pm$ 0.02  |
|      |                                                           | Egr2           | 2.90 $\pm$ 0.33  |
|      |                                                           | shScr          | 1.06 $\pm$ 0.08  |
|      |                                                           | shRnf40        | 1.02 $\pm$ 0.13  |
|      |                                                           | Egr2 + shScr   | 3.23 $\pm$ 0.03  |
|      |                                                           | Egr2 + shRnf40 | 1.23 $\pm$ 0.11  |
| Mpz  | 5'-CTGGTCCAGTGAATGGGTCT-3'<br>5'-CATGTGAAAGTGCCGTTGTC-3'  | -              | 1.00 $\pm$ 0.03  |
|      |                                                           | Egr2           | 3.33 $\pm$ 0.50  |
|      |                                                           | shScr          | 0.97 $\pm$ 0.12  |
|      |                                                           | shRnf40        | 0.98 $\pm$ 0.02  |
|      |                                                           | Egr2 + shScr   | 3.53 $\pm$ 0.20  |
|      |                                                           | Egr2 + shRnf40 | 1.75 $\pm$ 0.12  |
| Mag  | 5'-TCACCAGCATCCTCACGATC-3'<br>5'-AATCAGGATGGCAAAGGCCGA-3' | -              | 1.00 $\pm$ 0.06  |
|      |                                                           | Egr2           | 34.63 $\pm$ 1.67 |
|      |                                                           | shScr          | 1.08 $\pm$ 0.24  |
|      |                                                           | shRnf40        | 1.13 $\pm$ 0.11  |
|      |                                                           | Egr2 + shScr   | 33.61 $\pm$ 5.20 |
|      |                                                           | Egr2 + shRnf40 | 13.37 $\pm$ 3.14 |
| Prx  | 5'-TAGTGGGTGAGGGCATCTTC-3'<br>5'-TGGTGACGTGAGTTCCACAT-3'  | -              | 1.00 $\pm$ 0.01  |
|      |                                                           | Egr2           | 4.12 $\pm$ 0.37  |
|      |                                                           | shScr          | 1.02 $\pm$ 0.15  |
|      |                                                           | shRnf40        | 0.94 $\pm$ 0.02  |
|      |                                                           | Egr2 + shScr   | 4.23 $\pm$ 0.14  |
|      |                                                           | Egr2 + shRnf40 | 1.79 $\pm$ 0.06  |

How the deposited data were processed for this re-analysis (not part of the article)

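RNA-Seq was analysed for 6 libraries of mouse sciatic nerve at postnatal day 14, 3 from control and 3 from *Rnf40 ΔSC* mice, each from a pool of 3 nerves. Genotype and replicate number were taken from the sample labels, which the methods match in number, age and tissue. The H2Bub1, H3K27ac and H3K27me3 ChIP-Seq data of the paper were not analysed here, and lists of genes with H2Bub1 loss were copied from its supplementary figures.

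The authors aligned the reads to mm9 with TopHat, assigned uniquely mapped reads to genes with HTSeq and deposited raw counts per gene, which are whole numbers without normalization. All tables hold the same gene symbols, and 0 of their entries name no gene. The text of the paper does not name the gene annotation or the strand setting of the counting, so genes that overlap on either strand, and genes with near-identical copies, are uncertain to the extent that their reads were dropped or divided. Reads that map to several places had been left out by the authors before counting. Library totals ran from 1317167 to 2468765 counts (median 1992622 in control and 2184268 in *Rnf40 ΔSC* libraries). These totals leave genes with a few reads per library without a usable estimate. Groups whose libraries all had 3 counts or fewer were treated as undetected, and fold changes against them are given as lower bounds. Coordinates are from the GENCODE vM1 annotation of mm9 (NCBIM37), counted from 1, in which 20763 of the symbols occur exactly once.

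Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr (11371 genes), scaled by TMM and tested by the robust quasi-likelihood fit with genotype as the only term and Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05, an absolute log2 fold change of at least 0.8 and a base mean of at least 20, the limits of Figure 5A. The paper used DESeq2 with default parameters. Standard errors of log2 fold changes come from the fitted model. Principal components used log2 CPM with a prior count of 2. Gene lists with at least 4 genes tested were tested with camera (preset inter-gene correlation 0.01), fry and camera with an estimated correlation in limma 3.58.1, and their medians were set against 10000 random lists matched on expression in 20 bins. The difference in fold-change size between the lists with H2Bub1 loss was tested by permuting genes, with 100000 resamples and 20000 for each alternative.

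Test, samples, thresholds, alternatives, 30 gene lists and the rule for naming genes were set before the data were examined. The genes named were taken from those the paper names for its RNA-Seq data, the E3 ligase and its cofactors, regulators of Schwann cells, sex-linked genes, *Aif1* and *Mki67*, and the 5 genes with the largest rise and the 5 with the largest fall among called genes whose libraries did not overlap. Further genes are named where a result singled them out, and the text then says that they were chosen after their values were seen. Of the 30 lists, 9 were copied from the paper and 21 were written by hand for lipid synthesis, myelin, states and regulators of Schwann cells, inflammation, proliferation, other cell types of nerve and neighbouring tissue, the E3 ligase and sex-linked genes, and 6 of the 30 had fewer than 4 genes tested. Lists of neuronal genes and of targets of the repressor REST were added after the table of all genes had been seen and before the lists themselves were tested.

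The scripts were tested on simulated counts with the means, dispersions and sizes of the real libraries. With 200 changed genes, edgeR recovered 87% at 9 false calls among 11123 genes tested, DESeq2 without a fold-change prior 81% and DESeq2 with it 60% of the changed genes, each among 11371 genes. These genes rose and fell in equal numbers, so that the scaling of libraries with unlike composition was not tested. A list of 13 genes raised 1.5-fold was found by camera among 23 lists without a false call, but the simulated genes had no correlation with each other, so that this says nothing on false calls among correlated genes.

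Alternatives changed 1 choice at a time: RLE or total-count scaling in place of TMM, DESeq2 1.42.0 with or without its fold-change prior, no filter on low counts or a minimum of 10 counts in every library, the replicate number as a block, each library left out in turn, unadjusted p, no minimum base mean and no minimum fold change. Transcript length and GC content were known for 93.0% of the genes tested.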

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

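The limits that define the following group of genes, the test on library depth, the comparison with neurofilament genes, the value that decides the test on REST and the criteria for judging each explanation were chosen only after the result was seen.

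Outside the genes the paper names, 12 genes had 3 raw counts or fewer in every control library and 20 or more in every *Rnf40 ΔSC* library: *3110035E14Rik*, *Bex2*, *Cdh8*, *Celf4*, *Cpne4*, *Dpp6*, *F5*, *Myt1*, *Pla2g5*, *Rit2*, *Slc1a1* and *Vsnl1*. *Lama1*, which the paper names, made 13. *Celf4* (chromosome 18, 25636133 to 25912484 in mm9) had 0, 1 and 2 counts in control and 68, 57 and 84 in *Rnf40 ΔSC* libraries, at least 13.4-fold higher, and *Rit2* on the same chromosome was at least 11.0-fold higher. The other bounds ran from 4.42-fold (*F5*) to 10.7-fold (*Dpp6*). The pattern was singled out because the signal lies in genes the paper does not discuss and above what the control libraries show.

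Several explanations are argued against. If the depth of the libraries produced the pattern, about as many genes should lie at the floor in *Rnf40 ΔSC* and well above it in control nerves, and 0 did. Among the 10 ways to divide the 6 libraries into 3 and 3, only the split by genotype gave as many such genes in both directions together. By their definition, however, the 13 genes cannot qualify in a split that mixes the genotypes, so the count over splits decides nothing on depth. Genes activated around 1 insertion site of the *Dhh::Cre* transgene would lie together, but the 13 genes were spread over 11 chromosomes. Neurons or ganglion tissue in the *Rnf40 ΔSC* pools would bring their abundant transcripts. The 4 neurofilament and peripherin genes of the neuronal list together had 22.0 ± 2.27 CPM in control and 22.1 ± 4.70 in *Rnf40 ΔSC* nerves (SD, n = 3 each), and no more than 25 counts each in any *Rnf40 ΔSC* library, where the 13 genes had a median of 37. Other values of the list go with the explanation: its 20 genes together had 54.7 to 79.7 CPM in control and 77.4 to 98.0 in *Rnf40 ΔSC* libraries, and *Snap25*, named after its values were seen, had a log2 fold change of 1.50 (adjusted p = 0.00375 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median of 0.087 over its 5 genes tested, which go both ways, decides nothing, and 15 of the 20 genes had reads in control nerves as well. Neurons are therefore argued against as the source of the whole pattern, on the neurofilament and peripherin genes alone.

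A lower level of the repressor REST in Schwann cells stays open. A list of 22 REST targets, 18 of them with reads in control nerves, 2 also on the neuronal list and none among the 13 genes, had a median log2 fold change of 0.867 over the 11 genes tested, above 99.99% of random lists with matched expression (adjusted p = 0.0122 by limma's camera with Benjamini-Hochberg adjustment), with 8 of 11 genes higher. With each library left out the median stayed between 0.78 and 1.06, and the split by genotype gave the largest median of all 10. However, 11 of the 22 genes were below the filter, *Syp* was called lower, and *Rest* itself was below the filter with all libraries, at 7.76 ± 1.42 normalized counts in control and 9.32 ± 3.36 in *Rnf40 ΔSC* nerves (SD, n = 3 each). Under the alternatives that tested *Rest*, its log2 fold change was between 0.06 and 0.43, with adjusted p-values between 0.553 and 0.955 from edgeR and DESeq2. The test on REST also asked for a fall of *Rest*, which was looked up after the genes had been singled out, and none of these values shows one. Whether REST is involved cannot be told apart from a change by another route on 5 to 11 raw counts of *Rest* per library. A change of transcription in Schwann cells without Rnf40 may underlie the pattern as a hypothesis, found and looked at in the same 6 libraries.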

How the results depend on the processing

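None of the tests compared here was chosen only after the result was seen, apart from genes named elsewhere as chosen in that way. Under every alternative run for it, the first principal component separated the genotypes, and under no alternative did a named gene with an adjusted p of at most 0.05 change its direction. With RLE scaling, 557 genes were lower and 424 higher, including all 415 higher genes called after TMM. DESeq2 without a prior called 492 and 366, of which 488 and 358 were shared with edgeR. With no filter on low counts the calls were 558 and 428, and with a minimum of 10 counts in every library, which left 9440 genes, 512 and 333. Leaving out each library in turn gave 548 to 697 lower and 371 to 469 higher genes, and shares of genes called of 7.96% to 10.14%. With unadjusted p the share was 8.68%.

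Total-count scaling changed most. It gave 261 lower and 1008 higher genes and reversed the difference in fold-change size between the lists with H2Bub1 loss, from 0.20 to -0.338. It also reversed the medians of the inflammatory (0.003), fibroblast (0.001) and Schwann cell regulator (0.095) lists, each of which had been within 0.27 of 0. The median of the Y-linked list changed sign as well, from -0.21 to 0.059, as did that of the early regulators of Figure 5H, from -0.14 to 0.127. The construction of total-count scaling shows the cause, as it moves the median of all tested genes by 0.269. The reversed difference follows from the same shift, and with RLE scaling the difference was 0.19 (permutation p = 0.0211). The repair Schwann cell list, with 5 genes tested, reversed to 0.126 with DESeq2 without a prior and to 0.077 with no filter, where further genes enter the list, and was -0.06 without control replicate 3 and -0.66 without *Rnf40 ΔSC* replicate 1. Other list medians moved by more than the spread between replicates in 18 of 24 lists under total-count scaling, 8 with DESeq2's prior, 2 with a minimum of 10 counts, 1 with no filter and 28 of 144 values with a library left out, and in none with RLE scaling or DESeq2 without a prior.

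Without a minimum base mean 628 genes were higher, and without a minimum fold change 1733 were lower and 1543 higher, a share of 28.81%. The share of genes called was 5.01% and 4.49% with DESeq2 without and with its prior and 5.75% with no filter, all of which count over 17139 genes. The difference in fold-change size was 0.15 with DESeq2's prior (permutation p 0.0568) and ranged from 0.066 to 0.212 across the 6 fits that each left out a library. It was lowest without control replicate 2, and the cause was not tested. The lists past an adjusted p of 0.05 went from 17 to 10 with an estimated correlation. The first component held 61.8% with all tested genes, 81.9% with variance-stabilized counts and 71.4% to 84.7% with a library left out.

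The replicate numbers do not pair the samples: same-numbered libraries deviated from their group means with correlations of -0.095, -0.015 and -0.062. With the replicate block, 566 genes were lower and 408 higher, of which 552 and 400 were shared with the fit without it, and no call of a named gene changed.

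Among the named genes, total-count scaling took 6 out of significance and brought 5 in, DESeq2 took out 4 with and 4 without its prior, no filter 1, and leaving out a library 18 over all 6 fits, spread over *Rnf20*, *Ube2a*, *Ube2b*, *Egr2*, *Nfatc4* and *Srebf2*, all with log2 fold changes under 0.8 in size. No split of the libraries other than that by genotype gave a called gene: 1 of the 10 splits of the 6 libraries gave as many as 982, the smallest share that 3 libraries against 3 allow. With a minimum of 10 counts in every library, 59 of 71 named genes and 23 of 24 lists gave a value, and *Ncan* was among those without one. Depth limits the genes with few reads in control nerves: the log2 fold change of *Ncan* was 4.14 with DESeq2's prior, 5.73 with DESeq2 without it and 7.16 without control replicate 2, the library with 4 of its control reads.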

Differences from the paper's values

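The look at *Scd2* and the limit of 0.01 for the supplementary values were chosen only after the result was seen, and the other tests were not.

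Of the 20 most significantly deregulated genes, the paper gives 1 as upregulated, and edgeR gave 0. Among the alternatives set before the data were examined, DESeq2 with and without its fold-change prior, the replicate block and the fits without control replicate 1 or 3 gave 1. RLE scaling, a minimum of 10 counts in every library and the fit without control replicate 2 gave 0, no filter and the fits without *Rnf40 ΔSC* replicate 1 or 2 gave 2, and total-count scaling and the fit without *Rnf40 ΔSC* replicate 3 gave 3.

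For *Acss1*, the paper's supplementary table gives a log2 fold change of -2.62 (SEM 0.23), and the counts gave -0.233 (standard error 0.17). None of the alternatives set before the data were examined closed the gap, with values from -0.34 to 0.04. The text of the paper names *Acss2* in this place, for which the log2 fold change was -2.83, and -2.62 with DESeq2 and its prior.

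For *Lss*, the paper's log2 fold change is -3.43 (SEM 0.28), against -3.874 here. Within the paper's error came DESeq2 with its prior (-3.43), total-count scaling (-3.61) and the fits without control replicate 2 (-3.70), *Rnf40 ΔSC* replicate 1 (-3.70) or *Rnf40 ΔSC* replicate 3 (-3.67), and the other alternatives did not. For *Ncan*, the paper's log2 fold change is 4.14 (SEM 0.37), against 5.624 here, where only DESeq2 with its prior came within the error (4.14). For *Lama1*, the paper's log2 fold change is 3.96 (SEM 0.37), and the gene was at least 17.8-fold higher here. Fitted log2 fold changes of *Lama1* rest on few control reads. Only DESeq2 with its prior came within the paper's error (3.96), and the other alternatives with a value gave 4.87 to 5.91. *Tfap2a*, *Hes5* and *Hey2* had too few counts for edgeR and are compared with the paper's values under DESeq2 only.

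The paper's methods name DESeq2 with default parameters. DESeq2 with its fold-change prior, set as an alternative before the data were examined, gave the paper's 445 lower and 325 higher genes, where edgeR called 567 and 415. It also brought 30 of the 31 log2 fold changes of the supplementary table within 0.01, all but that of *Acss1*. It called 183 genes of the list with H2Bub1 loss and lower expression, as did DESeq2 without a prior and the test with no filter, where edgeR called 182 and the paper gives 186. Of the list with higher expression it called 59, as edgeR did, against the paper's 60. Of the symbols printed in the supplementary figures, 3 and 1 could not be matched.

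The first principal component held 75.0% of the variance, and about 67% in Supplementary Figure S5A, read by eye. The alternatives gave 61.8% to 84.7%. The second held 12.9%, and about 12% in the same figure, which variance-stabilized counts reached (12.0%). The pie chart of Figure 5A shows about 1.9% of genes lower and about 1.3% higher, read by eye, where edgeR called 2.36% and 1.73% of all genes listed and DESeq2 with its prior 1.85% and 1.35%.

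One label in the volcano plot of Figure 5B was read as *Sod2*, among the most significant genes. In the counts *Sod2* did not change (log2 fold change 0.03, standard error 0.13, adjusted p = 0.898 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Scd2*, looked up after its values were seen, had a log2 fold change of -1.56 and ranked 21 with edgeR and 15 with DESeq2 and its prior. The label cannot be read with certainty in the picture used here. The paper counts *Nfasc* among the downregulated genes of the RNA-Seq data, and its log2 fold change of -0.78 was short of the minimum of 0.8 except without control replicate 1 (-0.81) or *Rnf40 ΔSC* replicate 3 (-0.80). The paper's own value for *Nfasc*, -0.77 (SEM 0.08), is also short of this minimum, so the 2 values do not differ.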

Other observations

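All tests on the macrophage genes, the genes that change without *Rnf40 ΔSC* replicate 3 and the inflammatory genes below the filter were chosen only after the result was seen, and so were the criteria for judging each explanation.

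*Rnf40 ΔSC* replicate 3 stood apart on the second principal component. Another sex ratio in its pool is argued against, since 0 of the 25 genes leading the component are sex-linked and its Y-linked counts, 246, lay between those of *Rnf40 ΔSC* replicates 1 (405) and 2 (0). Control replicate 1 also had 0 Y-linked counts, so that these 2 pools may hold nerves of females only, a reading that follows the counts of 4 genes. Muscle carried over with the nerves matches what is seen: the 15 genes of the skeletal muscle list took 3800 CPM in that library and 114 and 293 in the other *Rnf40 ΔSC* libraries, 18.7-fold more than their mean. The control libraries had 4440, 3260 and 2460, so it is the other two *Rnf40 ΔSC* libraries that are low. The median of the list was -1.31 with all libraries and -4.13 without *Rnf40 ΔSC* replicate 3. Without that library the number of lower genes rose from 567 to 697, and 12 of the 15 muscle genes were then called lower where 0 had been (0 also by unadjusted p). Dissection is a candidate explanation, and a difference in muscle around the nerves of the 2 genotypes was not tested.

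The adipocyte list had a median log2 fold change of -0.657, with all 12 genes lower. Less adipose tissue in the *Rnf40 ΔSC* pools could lower genes of lipid synthesis, but they fell farther, with medians of -1.47 and -2.47 for fatty acid and cholesterol synthesis. A lower share of Schwann cells is argued against as the whole cause as well. *Egr2* had a log2 fold change of 0.362 (adjusted p = 0.00579 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass 0.05 without control replicate 3 (0.0873; range over alternatives 7.93e-06 to 0.0873), where the myelin list had -1.61. *Sox10*, in contrast, had -0.79 (adjusted p = 8.8e-09 from edgeR), the direction a lower share would need, at less than the fall of the myelin genes. A lower share would raise other cell types alike, whereas the medians of the fibroblast (-0.27), perineurial (-0.28), endothelial (-0.54) and pericyte and smooth muscle (-0.53) lists were all below 0, apart from that of fibroblasts under total-count scaling (0.001). Control nerves had reads for all genes of these lists, for all 14 found of the adipocyte list and for all 15 of the muscle list. By staining, the paper found the share of Sox10-positive cells to be similar in both genotypes at every age (Figure 2B), which argues against fewer Schwann cells. A lower share of RNA from these cells as a part of the change stays open.

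Transcript length and GC content took 1.83% of the variance of the log2 fold changes, and after their trend was removed the median of the cholesterol list was -2.497. A bias of this kind is argued against as the source of the change in lipid genes.

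By staining, the paper counted more Iba1-positive macrophages in *Rnf40 ΔSC* nerves from the end of the second week, which includes P14 (Figure 3R). In the RNA the macrophage list, of which none is on a list of the paper, was lower: 531 to 585 CPM in control and 464 to 498 in *Rnf40 ΔSC* libraries. The scaling of the libraries may account for a part of this, since the median of the list was -0.45 after TMM and -0.178 with total-count scaling. How large a part cannot be told apart from a fall of the genes, as the counts do not show which scaling is right. A lower share of RNA from all cells other than Schwann cells may contribute, as the medians of the fibroblast, endothelial, pericyte and perineurial lists averaged to a median of -0.405. In RNA of whole nerve, fewer cells and less RNA per cell cannot be told apart. Whether the difference between staining and RNA is technical was not tested.

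For the absence of a rise among inflammatory genes, depth stays open. Of simulated 2-fold rises at the counts of the 13 genes tested, 63% were found, so that for single genes a rise of this size or less cannot be told apart from no change. For the 14 genes below the filter the same holds, as their counts are too few in both genotypes.

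The list of immature Schwann cell genes had a median of 0.81, with 8 of 13 genes higher and 6 of them called, and its camera call was lost with an estimated correlation (adjusted p = 0.175, and 0.00899 with fry, by limma). Its genes moved apart: *Ncam1* (1.16) and *Notch1* (1.06) rose together with *Sox2* and *Oct6*, while *L1cam* (-1.87) and *Ngfr* (-0.90), which are also markers of immature Schwann cells, were called lower. These 4 genes were chosen after their values were seen. The repair Schwann cell list, of which 5 of 14 genes could be tested, had a median of -0.43, which reversed with DESeq2 without a prior (0.126) and with no filter (0.077). Its genes went both ways, with 4 lower, 0 of them called, and 1 called higher. The higher gene, *Igfbp2*, named after its values were seen, had a log2 fold change of 3.43 (adjusted p = 3.61e-10 from edgeR). Proliferation genes had a median of 0.51, with 20 of 22 higher and 3 called; *Mki67* had a log2 fold change of 0.64 (adjusted p = 0.0014 from edgeR), and the call of the list was lost with an estimated correlation (adjusted p = 0.285, and 0.0141 with fry, by limma). Among regulators, the list median was -0.18 (0.095 under total-count scaling), with *Nab1* at -0.52, *Srebf1* at 0.09 and *Srebf2* at -0.45. The E3 ligase list had a median of 0.06.

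Of the 85 Egr2 target genes with H2Bub1 loss in Figure 7C, 83 were tested, with a median log2 fold change of -0.46. Of these, 35 were called lower and 10 higher, and with an estimated correlation the adjusted p was 0.057, and 0.000565 with fry (limma). Lists copied from Figure 5 had medians of -2.10 (5B), -1.75 (5D), -2.46 (5E) and 1.29 (5G), and for the early and the later regulators of Figure 5H of -0.14 and 1.96. The study picked these from the same libraries. Of the remaining lists, that of Y-linked genes had a median of -0.21, from -0.88 without *Rnf40 ΔSC* replicate 1 to 0.27 without *Rnf40 ΔSC* replicate 2, and 1 gene each could be tested of the erythrocyte (-0.65), keratinocyte (0.58) and X inactivation (*Xist*, 0.81) lists.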
